# Wdr1 and cofilin are necessary mediators of immune-cell-specific apoptosis triggered by Tecfidera

**DOI:** 10.1038/s41467-021-25466-x

**Published:** 2021-09-30

**Authors:** Jesse R. Poganik, Kuan-Ting Huang, Saba Parvez, Yi Zhao, Sruthi Raja, Marcus J. C. Long, Yimon Aye

**Keywords:** Chemical modification, Chemical tools, Mechanism of action, Immune cell death

## Abstract

Despite the emerging importance of reactive electrophilic drugs, deconvolution of their principal targets remains difficult. The lack of genetic tractability/interventions and reliance on secondary validation using other non-specific compounds frequently complicate the earmarking of individual binders as functionally- or phenotypically-sufficient pathway regulators. Using a redox-targeting approach to interrogate how on-target binding of pleiotropic electrophiles translates to a phenotypic output in vivo, we here systematically track the molecular components attributable to innate immune cell toxicity of the electrophilic-drug dimethyl fumarate (Tecfidera®). In a process largely independent of canonical Keap1/Nrf2-signaling, Keap1-specific modification triggers mitochondrial-targeted neutrophil/macrophage apoptosis. On-target Keap1–ligand-engagement is accompanied by dissociation of Wdr1 from Keap1 and subsequent coordination with cofilin, intercepting Bax. This phagocytic-specific cell-killing program is recapitulated by whole-animal administration of dimethyl fumarate, where individual depletions of the players identified above robustly suppress apoptosis.

## Abstract (web summary)

The mechanism-of-action of many electrohilic drugs remains poorly understood. Here, the authors use a redox-targeting approach to elucidate the basis for the innate immune cell toxicity of dimethyl fumarate, showing that it modifies Keap1 to trigger mitochondrial-targeted neutrophil/macrophage apoptosis.

## Introduction

The mysteries of electrophilic drugs have lingered long in the minds of medicinal chemists, biologists, and ultimately physicians. Appending an electrophilic motif to a reversible inhibitor can confer significantly-improved pharmacological properties^1,2^. Conversely, electrophilic motifs are also associated with crippling off-target effects causing drug toxicity, withdrawal from the market, and in extreme cases, death^3^. It remains a formidable challenge to pinpoint the key functional targets (good and bad) of many electrophilic drugs, and even more so for particularly promiscuous electrophilic compounds. However, this step is necessary for optimizing therapeutic profiles around specific targets.

In lieu of accurate mechanistic analyses, many broad-specificity electrophilic candidates, approved or in clinical trials, are proposed to be polypharmacologic (i.e., boast various important targets)^4,5^. How much polypharmacology is attributable to, or even necessary for, efficacy remains unknown. This uncertainty applies to electrophilic natural products and drug candidates. We are thus left with a trove of reactive covalent drugs, drug candidates, and natural products, with little information on how these compounds function. Such confusion and inability to systematically address these questions limit our ability to improve drug efficacy and predict contraindications, and ultimately hinder approval and improving lives. A general method to help address the importance of the role of specific protein targets in electrophilic drug mechanisms would thus be very useful.

The approval in 2013 of the pleotropic electrophilic drug Tecfidera (DMF), a multibillion-dollar drug that treats relapsing multiple sclerosis (MS)^6^ was a watershed moment in electrophilic therapeutics. However, this molecule is also a poignant example of our inability to understand the biology of electrophilic molecules. Critically, DMF is an ene-diester and hence is significantly more electrophilic than most approved electrophilic anti-cancer drugs, which contain enamides. Thus, unraveling the mode-of-action of DMF has proven to be particularly challenging, and there remain conflicting proposals. DMF functions to a significant extent through suppression of the immune response and inflammation that are the root causes of MS^7^. Immune-cell suppression is often ascribed to immune-cell-specific apoptosis, although mechanisms remain unknown^8,9^. Suppression of immune-cell maturation has also been proposed; one possible target in this vein is GAPDH^10^. However, there is no data pertaining to how precise target engagement of GAPDH by DMF affects immune cells. Proteomics approaches to identify targets following bulk administration of DMF (and analogs) to specific cells in culture have unearthed other interesting putative targets^11,12^. However, the ultimate conclusion of these proteomics efforts was that the targets so identified are insufficient regulators of drug-induced cell response. Unfortunately, these recent results have overall eroded confidence that the originally-proposed principal target of DMF, and a known cellular target of fumarate (from which DMF is derived), Keap1, is a relevant target.

In our opinion, the studies above and others in the literature trying to unravel DMF’s mechanism(s) remain limited specifically because they are unable to precisely probe the functional consequences of “on-target” ligand-engagement in any way. Our recently developed on-target signaling interrogation tool, T-REX^13^, that is compatible with zebrafish^14^ (“Z-REX” hereafter), presents an opportunity to begin to address these questions. This method releases a controlled amount of a specific enone/enal-based electrophile to a preordained protein of interest (POI) with spatiotemporal control (Supplementary Fig. 1a). Thus, Z-REX has the ability to probe the functional consequences of on-target POI–electrophilic drug interactions, either directly or using a surrogate to mimic the drug-modified state of the POI, generating data that can later be evaluated using the non-modified drug. We have developed ideal controls, where the specific electrophile is not shepherded to the target POI (i.e., non-targetable P2A Z-REX construct, Supplementary Fig. 1a bottom row), to account for variables that may be incurred upon T(Z)-REX that could lead to confounding outputs. Particularly for reactive electrophiles, such controls are essential, but are another aspect unavailable to other approaches.

We here leverage Z-REX to link measurable phenotypic outcomes in live fish following covalent ligand association with Keap1, which in our opinion remains the most likely protein sensor of DMF. We discovered a neutrophil- and macrophage-specific apoptosis pathway that is triggered by Keap1 engagement with some, although not all electrophiles examined. In the process, we discovered necessary protein players triggered into action as a result of Keap1-modification by the active electrophiles. Critically, deficiency of players in this pathway fully suppresses the phenotypes that accompany whole-animal DMF administration, which we demonstrate using targeted knockdown/knockouts in various models, including larval fish and mouse primary bone marrow-derived macrophages. The level of sufficiency and necessity observed is in stark contrast to limited functional contributions made by previously-identified DMF-responsive targets/pathways^10–12,15^. The coupling of mechanistic analysis leveraging the Z-REX electrophile toolbox with bulk administration of the electrophilic drug under investigation thus represents a versatile method to interrogate electrophilic drug-induced phenotypes. In the case of neutrophil/macrophage death, the phenotypes of whole-animal DMF administration are almost entirely ascribable to the specific pathway we identify.

## Results

### Chemotype-specific Keap1-modification suppresses immune genes

We chose to study Keap1, a commonly-proposed target of electrophilic molecules, for 3 key reasons. (1) Keap1 is a major electrophile sensor, functioning in the antioxidant-response (AR) pathway of conserved importance^16^. (2) Necessity of Keap1 in mode-of-action of emerging covalent drugs remains untestable using conventional approaches because Keap1-knockout is not well tolerated^17^ and misregulates critical electrophile-responsive pathways, significantly modulating pharmacokinetics^18,19^. (3) Keap1 regulates myriad cell responses beyond AR, but these cascades are uninvestigated vis-à-vis DMF mechanism. We further chose to perform experiments using Z-REX because Z-REX accounts for (2) and (3) by allowing examination of functional consequences exclusively attributable to Keap1-specific covalent modification, in the backdrop of largely-unperturbed embryos. Shown against a suite of controls (Supplementary Fig. 1a bottom row), Z-REX also poses no adverse effects on development or viability, for days after the experiment^14^.

We first launched a Z-REX-coupled RNA-seq screen to identify genes whose expression is significantly changed following Keap1-specific electophile engagement^18^ (Supplementary Fig. 1a top row). 

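RNA was sequenced from zebrafish embryos of the *Tg(lyz:TagRFP)* line, in which neutrophils carry a red fluorescent protein, expressing Halo-TEV-Keap1. The labels deposited with the samples number the Keap protein of this construct differently for each library, which was taken as an error of numbering. In Z-REX, a photocaged precursor binds to the Halo domain of this fusion protein, and light of 365 nm then releases the electrophile beside Keap1. By the paper's procedure, embryos were kept with 1 μM of the precursor for 30 h in the dark and exposed to light at 0.5 mW per cm² for 3 min, and the dose is stated for the HNE precursor. The 3 libraries deposited are 1 from non-treated embryos, 1 from embryos after Z-REX with HNE and 1 after Z-REX with HDE. No condition was sequenced more than once, so no difference could be compared with a spread between replicates. Reads were trimmed with cutadapt v1.8 and mapped by the authors to the zebrafish genome GRCz10 with tophat v2.1. The values used here are the authors' reads per gene, without scaling between libraries. They are fractional for 913 of 31950 genes in at least 1 library, because some reads were divided between genes, and they were rounded to whole numbers. The rounded counts summed to 17996111 in the non-treated library, 17704410 after HNE and 15084294 after HDE. The 20 most abundant genes took 12.9% of the counts in the non-treated library and 12.5% after HDE. The counts were normalized with edgeR's TMM method, and 18563 genes with a mean of at least 10 counts over the 3 libraries were tested. Each test was an exact two-sided binomial test of the reads of a gene in a pair of libraries, adjusted over the tested genes by the Benjamini-Hochberg method. It compares those libraries, not the conditions. Fold changes carry exact 95% Clopper-Pearson intervals, which cover counting error only.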

We took advantage of the available T(Z)-REX photocaged electrophile toolbox^13^, whereby several of the native electrophiles delivered engage with Keap1 in cells. Our hypothesis was that at least one of these would mimic DMF-derived succination of Keap1. We chose to deliver 4-hydroxynonenal (HNE) and 4-hxdroxydodecenal (HDE) to Keap1 in larval fish and measured Keap1-modification-dependent transcriptomic changes in each case. The data from Z-REX—RNA-seq delivering HNE revealed that, relative to untreated embryos, embryos that had undergone Keap1-specific-HNE-modification (hydroxynonenylation hereafter) upregulated transcripts associated with Keap1/Nrf2-antioxidant-response (AR) signaling^19^ [Fig. 1a, in green], validating that Keap1-targeting, and expected Keap1-modification-promoted Nrf2-transcription factor-activation^19^, had occurred.

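Beside the 4 immune genes, Supplementary Table 1 lists 6 genes, and all 6 had higher normalized counts after HNE Z-REX than in the non-treated library. The largest fold change was that of *cbr1* (ENSDARG00000036587), a carbonyl reductase gene, whose counts were 279 after HNE and 95 without treatment, a 2.97-fold difference (95% interval 2.34 to 3.78; adjusted p = 1.2e-20, exact binomial test). The transporter gene *abcb6a* (ENSDARG00000063297) had 155 and 59 counts, a fold change of 2.65. For the sulfotransferase gene *sult6b1* (ENSDARG00000086826), the counts were 1346 and 701 and the fold change was 1.94. The glutathione transferase gene *gstp1* (ENSDARG00000104068) rose 1.90-fold, from 2832 to 5320 counts. Its counts were whole, and whether reads of its paralog *gstp2* were assigned to it was not tested. The smallest changes were those of *cbr1l* (ENSDARG00000021149), at 1.60-fold, and *ctsc* (ENSDARG00000101334), at 1.56-fold. All 10 genes of the table passed an adjusted p of 0.05 over all genes tested, and 10 passed when adjusted over the list alone. The study chose this list on these same libraries, so the second count is not independent evidence. With an assumed biological coefficient of variation of 0.1 in edgeR's exact test, 8 of the 10 genes passed, and with 0.2 the number was 0.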

**Fig. 1:**
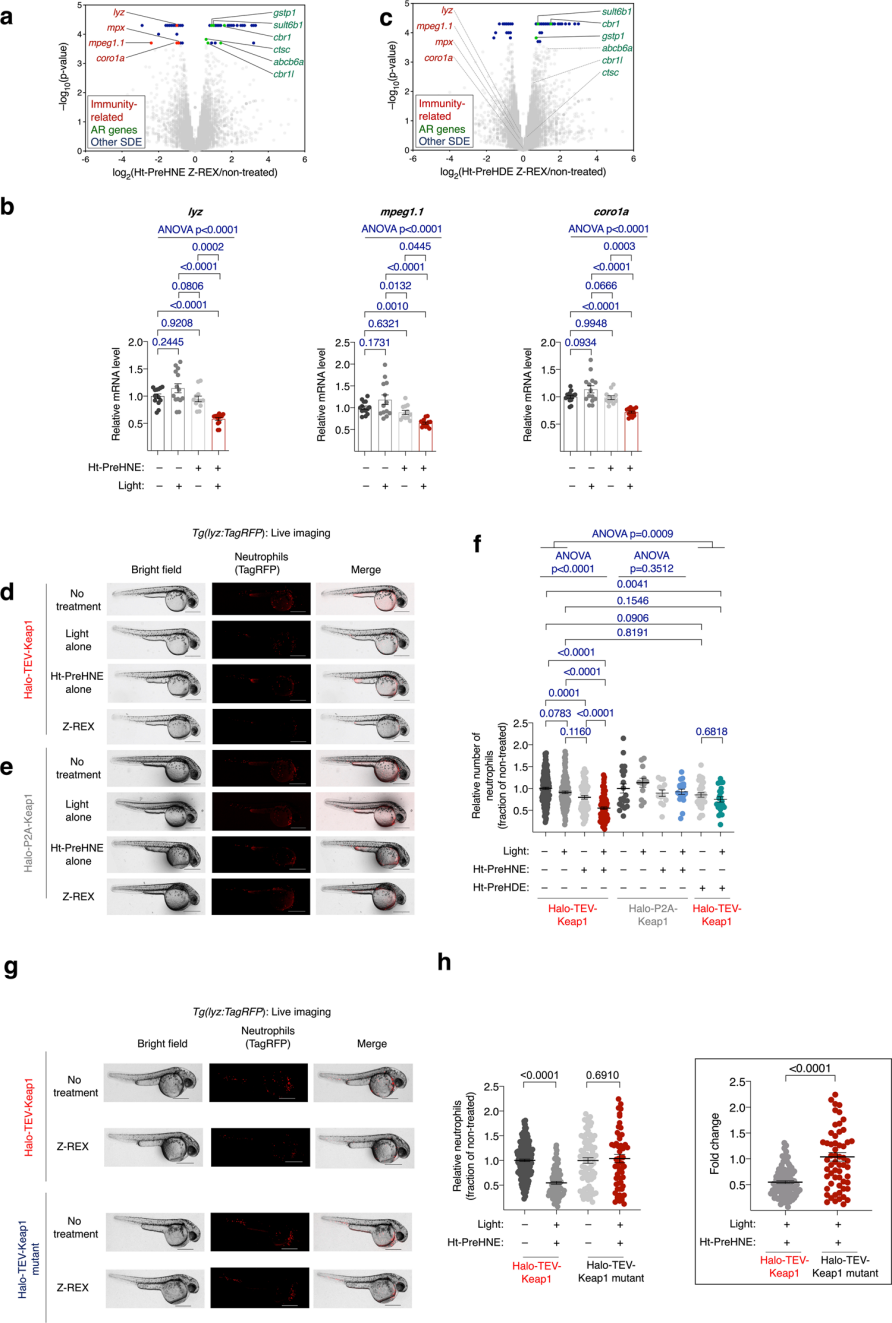
Immunity-related genes and neutrophils are suppressed in zebrafish embryos following Keap1-specific hydroxynonenylation. **a** Differential expression from RNA sequencing of embryos subjected to Keap1-hydroxynonenylation by Z-REX. Statistically-significant differentially-expressed (SDE) Nrf2-driven AR genes marked with green dots; SDE immunity-related genes with red dots; all other SDE genes with blue dots; and non-SDE genes with gray dots. **b** qRT-PCR analysis validated suppression of immunity-related genes in zebrafish embryos following Z-REX-assisted Keap1-specific hydroxynonenylation. *P* values were calculated with ANOVA and Tukey’s multiple comparisons test. **c** Same as in (**a**) except Z-REX-mediated modification of Keap1 was executed with a different electrophile, HDE, of similar Keap1-modification efficiency^53^ and ability to upregulate AR genes [green dots]. Gray dashed lines mark genes not SDE in this comparison. See also Supplementary Table 1 and Supplementary Data 1. **d** Z-REX-mediated Keap1-hydroxynonenylation, but not Z-REX-technical controls (Supplementary Fig. 1a), caused depletion of neutrophil count in *Tg(lyz:TagRFP)*, in which neutrophils are labeled with TagRFP. Scale bars, 500 μm. **e** Same as in (**d**) in fish expressing Halo-P2A-Keap1, which cannot undergo Keap1-hydroxynonenylation by Z-REX (Supplementary Fig. 1a). Scale bars, 500 μm. **f** Quantitation of neutrophil levels in *Tg(lyz:TagRFP)* following Z-REX (against all technical controls) using photocaged Z-REX probes, Ht-PreH(D)NE, delivering HN(D)E. Note: signal-to-noise in these experiments (**d**–**f**) is 6:1, so gene expression changes rendering signal below detection levels cannot explain this loss of neutrophils. Tukey’s multiple comparisons test was used to calculate corrected *p* values. **g** Similar experiment as in (**d**) in fish expressing either Halo-TEV-Keap1 or Halo-TEV-Keap1^C151S&C273W&C288E^ (‘Halo-TEV-Keap1 mutant’) which cannot undergo Keap1-hydroxynonenylation. Scale bars, 500 μm. **h** Quantitation of neutrophil levels in *Tg(lyz:TagRFP)* following Z-REX using photocaged Z-REX probes, Ht-PreHNE, delivering HNE (**d** and **g**). Inset: analysis of fold change (Z-REX/non-treated; see Fig. 2d) in neutrophil count. Note: for Halo-TEV-Keap1 set, the same data are presented in panels (**f**) and (**h**) for clarity. *P* values were calculated with two-tailed Student’s *t*-test. All data present mean ± SEM. All *p* values for differential expression in RNA-seq were calculated with CuffDiff. All sample sizes are listed in Supplementary Methods. Source data are provided as a Source data file.

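Between the HNE Z-REX and the non-treated library, 624 genes differed at least 1.5-fold with an adjusted p under 0.05, of which 324 were higher and 300 lower after HNE. Of these genes, 70 had fractional counts. The number depends on the spread assumed between libraries of one condition. In edgeR's exact test with a biological coefficient of variation of 0.1, the count of genes differing, HNE Z-REX against non-treated, was 149. Among the genes with at least 50 counts in the higher library, a gene listed as ENSDARG00000009443 rose furthest, from 0 to 80 counts, a difference of at least 26.9-fold against a floor of 3 counts, with a lower exact 95% limit of 21.4-fold. The cryptochrome gene *cry5* (ENSDARG00000019498) had 284 counts after HNE against 24, an 11.9-fold difference (95% interval 7.87 to 19.0). *soul5* (ENSDARG00000075015) rose 9.47-fold, from 13 to 122 counts. The ribosomal RNA gene *5_8S_rRNA* and *BX664614.1*, whose reads were divided with another gene, complete the 5 largest rises. In the other direction, *tcap* (ENSDARG00000007344), which encodes a muscle protein, had 23 counts after HNE and 168 without treatment, a log2 ratio of -2.85 (adjusted p = 2.8e-26, exact binomial test). The other large falls were listed for *foxd3*, *cpn1*, *mafbb* and *shroom3*, all with fractional counts. Their values alone are uncertain, since the counting divided their reads with other genes. Summed with the gene that shared its reads, *foxd3* had 440 counts in the non-treated library and 466 after HNE.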

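After HDE Z-REX, 791 genes passed the same threshold against the non-treated library, and 515 of them were higher. Fractional counts were found for 68. With an assumed biological coefficient of variation of 0.1, the count of genes differing, HDE Z-REX against non-treated, was 131. ENSDARG00000009443, with a count of 0 in the non-treated library, had 118 counts after HDE, at least 44.9-fold higher against the same floor, with a lower exact 95% limit of 35.9-fold. *cyp1a* (ENSDARG00000098315), a cytochrome P450 gene, rose 7.06-fold, from 141 to 873 counts (95% interval 5.91 to 8.50). *cry5* rose 8.56-fold and *crtac1a* (ENSDARG00000059826) rose 6.27-fold. *pcdh1a3*, also among the 5 largest rises, belongs to a cluster of similar genes and had fractional counts, so its value is uncertain. The largest falls among genes with whole counts were those of *her4.4* (ENSDARG00000009822), from 155 to 30 counts, *he2* (ENSDARG00000022670), from 100 to 20, and *apoa4b.3* (ENSDARG00000094929), from 189 to 44. *cpn1* and *shroom3* were listed lower still, with divided reads. Of the genes past the threshold in both comparisons, 127 were higher in both Z-REX libraries and 66 were lower in both. A further 14 were lower after HNE and higher after HDE, and 1 went the opposite way. Both comparisons use the same non-treated library. By the paper's procedure, Z-REX embryos also received the precursor and light, and *cry5* belongs to a list of light-responsive genes examined below. Shared changes therefore cannot be credited to the electrophiles alone.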

Interestingly, several immune-cell-specific transcripts: *lyz*, *mpx*, *mpeg1.1*, and *coro1a* (Fig. 1a, in red; Supplementary Table 1, Supplementary Data 1), were depleted following Keap1-hydroxynonenylation. 

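*lyz* (ENSDARG00000057789), the lysozyme gene that drives the neutrophil reporter of this fish line, had 289 counts after HNE Z-REX and 595 in the non-treated library, a ratio of 0.490 (95% interval 0.425 to 0.565; adjusted p = 1.4e-22, exact binomial test). *mpx* (ENSDARG00000019521), which encodes the neutrophil myeloperoxidase, had 216 and 397 counts, a ratio of 0.549. The actin-binding coronin gene *coro1a* (ENSDARG00000054610) fell from 223 to 107 counts, a ratio of 0.484. The macrophage gene *mpeg1.1* (ENSDARG00000055290) had the lowest counts of the 4 genes, with 21 after HNE and 91 without treatment, a ratio of 0.233 (95% interval 0.138 to 0.378). Its counts were whole, and whether reads of its paralog *mpeg1.2* were assigned to it was not tested. In the deposited FPKM values, the ratio of *mpeg1.1* was 0.194. The median log2 ratio of the 4 genes, which the study chose on these same libraries, was -1.04. Across 4 normalizations the log2 ratio of *mpx*, the smallest of these falls, stayed between -0.87 and -0.85. Other leukocyte genes were examined through lists chosen without regard to their counts. The median log2 ratio was -0.87 for 12 other macrophage genes and -0.70 for 17 genes shared by leukocytes. For 12 other neutrophil genes it was -0.048, at the 27.6th percentile of random lists, with 6 genes higher and 6 lower. Without the filter on low counts, it was -0.31. Whether the genes of this list are expressed only in neutrophils of a whole embryo was not tested.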

We substantiated this important result by qRT-PCR analysis integrating all possible Z-REX technical controls^14^ (Fig. 1b, Supplementary Fig. 1a bottom row and 1b). Intriguingly, replicating the Z-REX–RNA-seq screen delivering HDE showed no depletion of immune-cell-specific transcripts (Fig. 1c; Supplementary Table 1, Supplementary Data 1), although similar upregulation of Nrf2-driven transcripts [Fig. 1c, in green] was observed as expected, as with HNE. 

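After HDE Z-REX, *lyz* had 446 counts, a ratio of 0.855 to the non-treated library (95% interval 0.755 to 0.969; adjusted p = 0.0585, exact binomial test). The ratio was 0.885 for *mpx* (308 counts), 0.878 for *mpeg1.1* (70 counts) and 0.992 for *coro1a* (194 counts), and the intervals of these 3 genes include 1. The median log2 ratio of the 4 immune genes was -0.18, at the 7.26th percentile of random lists. *coro1a* was lower with TMM and higher, at a log2 ratio of 0.054, when scaled by total counts. The other 6 genes of Supplementary Table 1 were higher after HDE than without treatment. *cbr1* rose 2.76-fold, *abcb6a* 2.49-fold, *sult6b1* 1.77-fold and *gstp1* 1.60-fold. *cbr1l* rose 1.44-fold, and *ctsc* rose 1.12-fold (95% interval 1.04 to 1.22). Over all genes tested, 6 of the 10 genes of Supplementary Table 1 passed an adjusted p of 0.05, and 7 passed when adjusted over the list alone, with *lyz* as the addition. With an assumed biological coefficient of variation of 0.1, 3 passed.

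**Figure D1:**
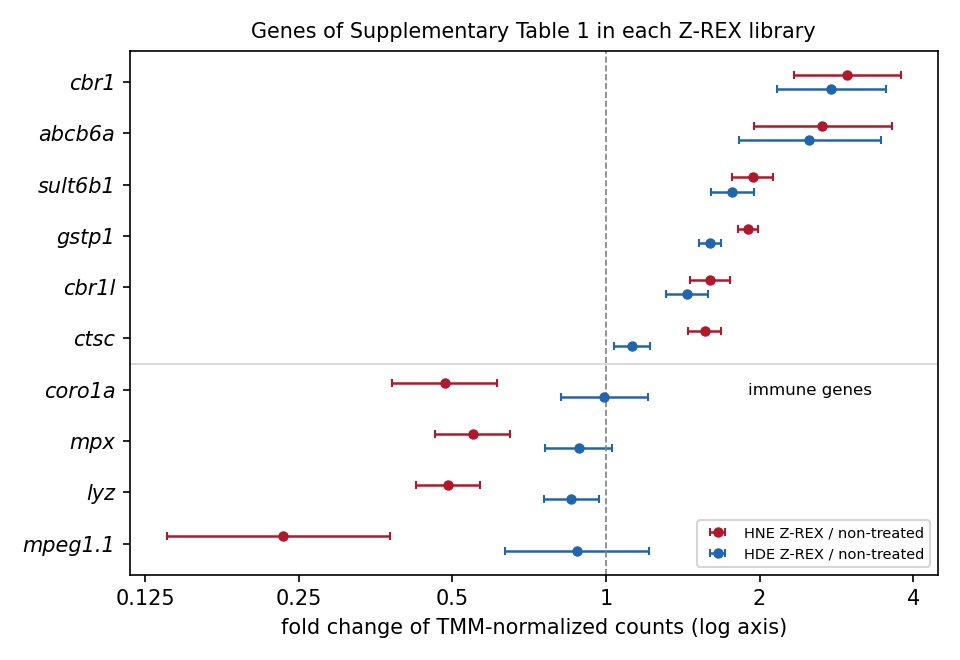
Fold change of TMM-normalized counts on a log axis for the 10 genes of Supplementary Table 1, HNE Z-REX in red and HDE Z-REX in blue, each against the non-treated library. Points are the ratios of 1 library to another and bars are exact 95% intervals, which cover counting error only; the 4 immune genes at the bottom lie left of 1 after HNE and close to 1 after HDE, as the medians of -1.04 and -0.18 on the log2 scale state.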

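The HNE and HDE libraries were also compared directly. At the same threshold 651 genes differed, of which 224 were higher and 427 lower after HNE. *lyz* was lower after HNE than after HDE, with a ratio of 0.573 (95% interval 0.493 to 0.666; adjusted p = 4.9e-12, exact binomial test). The corresponding ratios were 0.621 for *mpx*, 0.488 for *coro1a* and 0.265 for *mpeg1.1*. The 4 immune genes had a median log2 ratio of -0.92. The other neutrophil, macrophage and shared leukocyte genes had medians of -0.64, -0.79 and -0.69, each below all 10000 random lists. Against the non-treated library, the neutrophil list had no common direction after HNE, with 6 genes higher and 6 lower. After HDE it had a median of 0.26, and 11 of 12 genes were higher than without treatment. For some members, such as *npsn* (log2 ratios of -0.84 after HNE and 0.069 after HDE), the difference came mainly from a fall after HNE. For others, such as *mmp13a* (0.073 and 0.79), it came mainly from a rise after HDE. *ctsc* and *gstp1* were higher after HNE than after HDE, with ratios of 1.39 and 1.19 and adjusted p of 1.5e-16 and 2.0e-14 (exact binomial tests). Of the 10 genes of Supplementary Table 1, 6 passed an adjusted p of 0.05 over all genes tested and 8 when adjusted over the list alone. With a biological coefficient of variation of 0.1, 2 passed, *coro1a* and *mpeg1.1*. Across the 18563 tested genes, the log2 ratios of HNE and HDE to the non-treated library had a Pearson correlation of 0.54. Genes are not independent replicates, and the shared non-treated library alone gave a mean correlation of 0.48 in 20 simulated sets of unchanged libraries. The largest differences among genes with whole counts were the rises of *ahsa1a* (ENSDARG00000028664), 3.92-fold, *ctsba* (ENSDARG00000055120), 3.25-fold, *soul5*, 2.84-fold, and *hsp70.3* (ENSDARG00000021924), 2.72-fold, and the falls of *tcap*, *ponzr3* and *egln3* (ENSDARG00000032553), with log2 ratios of -4.06, -3.88 and -2.97. The paper reasons from immune genes that fell with HNE and not with HDE. It also rests on imaging, in which neutrophil counts fell with HNE and not with HDE, by Z-REX or by direct treatment.

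**Figure D2:**
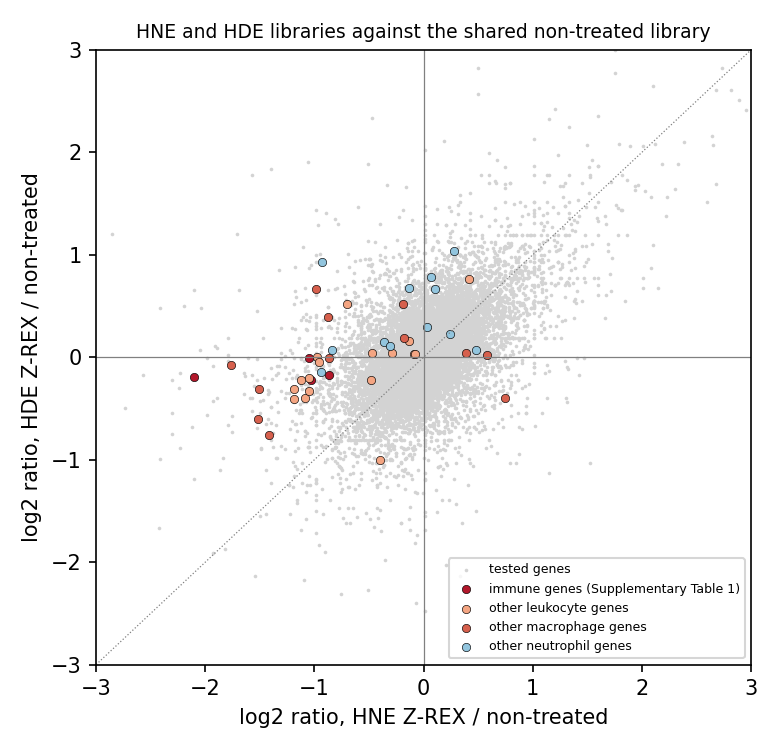
Log2 ratio to the non-treated library after HNE Z-REX (horizontal) and after HDE Z-REX (vertical) for the tested genes in gray, with the genes of 4 lists in color. The dotted line marks equal ratios; axes end at -3 and 3, and genes beyond them are not drawn.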

Critically, these data indicate that antioxidant response (AR) and immune-cell regulation through Keap1-electrophile engagement are uncoupled. We next progressed to*:* (1) examine the mechanisms for this chemo-specific behavior, and (2) examine its relevance to the mode-of action of DMF based on the mechanistic understanding gleaned in the first step.

### Immune-cell depletion accompanies Keap1-hydroxynonenylation

We proposed two possible mechanisms that can explain the observed drop in immune cell-specific transcripts following Keap1-specific hydroxynonenylation: a decrease in immune-cell counts or a suppression in immune-cell-specific gene expression, with no effect on immune cell number. A zebrafish line in which neutrophils are labeled with RFP [*Tg(lyz:TagRFP*)]^20^ was used to distinguish between these two possibilities. A mock Z-REX procedure had no effect on neutrophil counts (Supplementary Figs. 1a, 1c, 2a, b). By contrast, the total number of neutrophils present in live fish following Keap1-specific hydroxynonenylation was significantly reduced compared to all technical Z-REX-controls (Fig. 1d–f). These data explain the observed global mRNA depletion of neutrophil-specific genes.

For accurate interpretation, the experiments were replicated in embryos expressing a functional Keap1 unable to undergo Z-REX-proximity-assisted hydroxynonenylation (see “non-targetable P2A-construct”, Supplementary Fig. 1a bottom row). No loss of neutrophils was observed (Fig. 1e, f). However, this control does not necessarily exclude off-target labeling of a protein complexed to Keap1. We thus performed Z-REX in fish expressing Halo-Keap1^C151S&C273W&C288E^. This Keap1^C151S&C273W&C288E^ mutant retains Keap1^wt^-protein’s ability to bind target proteins such as Nrf2, but is inert to electrophile treatment^21^. Expression of Halo-Keap1^wt^ and Halo-Keap1^C151S&C273W&C288E^ were first validated to be similar (Supplementary Fig. 2c). However, no change in neutrophil levels was observed when Z-REX was replicated in larval fish expressing Halo-Keap1^C151S&C273W&C288E^ (Fig. 1g, h). These results together leave little doubt that neutrophil depletion is a Keap1-hydroxynonenylation-specific event, and that it is not due to adventitious hydroxynonenylation of other proteins. Such insights are not accessible using traditional genetic methods or other existing chemical biology/pharmacological approaches, as they cannot generate the modified state specifically, nor do they compare outputs to such precision negative controls.

Neutrophil depletion was transient: neutrophil counts were depleted 4 h post Keap1-specific hydroxynonenylation, but no significant drop was noted by 18 h (Supplementary Fig. 2d). Finally, consistent with our Z-REX–RNA-seq data (Fig. 1c), Keap1-specific engagement with HDE did not affect neutrophil count (Fig. 1f). As the chemical approaches used in HDE and HNE delivery are identical, this is clear evidence that Keap1 engagement by HNE, but not HDE, can lead to loss of neutrophils. This observation also rules out the possibility that the observed neutrophil loss is due to processes other than electrophile adduction that could, at least in principle, occur during Z-REX. A similar conclusion is also achieved from the experiments above that deployed the P2A construct (Fig. 1f, Supplementary Fig. 1a bottom row) and Keap1 mutant (Fig. 1g, h, Supplementary Fig. 2c).

Further consistent with the original RNA-seq data, using an established macrophage-specific reporter strain *Tg(mpeg1:eGFP)*^22^ (Supplementary Fig. 3a), a similar decrease in number of macrophages was observed following Keap1-specific hydroxynonenylation. Importantly, when zebrafish expressing both *mpeg1:eGFP* and *lyz:TagRFP* were analyzed, the reporter constructs gave rise to essentially no overlap, consistent with these reporters being expressed in different cell types (Supplementary Fig. 3b). The fold-drop in the neutrophil and macrophage counts was broadly similar to that measured in qRT-PCR analysis of immune-cell-specific mRNA abundance (Supplementary Fig. 3c). We thus conclude that the majority of the loss in immune-cell-specific transcript abundance derives from depletion of neutrophils/macrophages as a consequence of Keap1-hydroxynonenylation in otherwise healthy developing embryos.

### Keap1-modification elicits apoptosis of neutrophils and macrophages

We reasoned that depletion of neutrophils/macrophages could occur through either suppression of proliferation/differentiation, and/or induction of death in these cells. To discriminate between these alternatives, we first tracked changes in neutrophil number following Keap1-hydroxynonenylation. In control embryos, over our typical time course, 4 h, the number of neutrophils increased by 1.5- to 1.8-fold (Fig. 2a, blue dots). In the same embryos post Keap1-hydroxynonenylation, there was no change in neutrophils over this period (Fig. 2a, red squares). Macrophage counts remained constant in control embryos over the same time course (Supplementary Fig. 4a, blue dots), but macrophage counts decreased following Keap1-hydroxynonenylation at early time points, returning to normal by 4 h (Supplementary Fig. 4a, red squares). When identical experiments were performed in embryos where HNE delivery to Keap1 was not possible during Z-REX (i.e., the P2A-system, Supplementary Fig. 1a bottom row), no change in neutrophil/macrophage number was observed relative to controls (blue dots vs. red squares in Fig. 2b, Supplementary Fig. 4b). We thus hypothesized that apoptosis was the likely cause of neutrophil/macrophage depletion. Consistent with this proposition, we detected colocalization of active Caspase-3 with neutrophils (red fluorescence) following Keap1-hydroxynonenylation (Fig. 2c, Supplementary Fig. 4c). Consistent with Keap1-hydroxynonenylation exerting little overall impact on fish development, there was no discernible upregulation of apoptosis across the rest of the embryo.

**Fig. 2:**
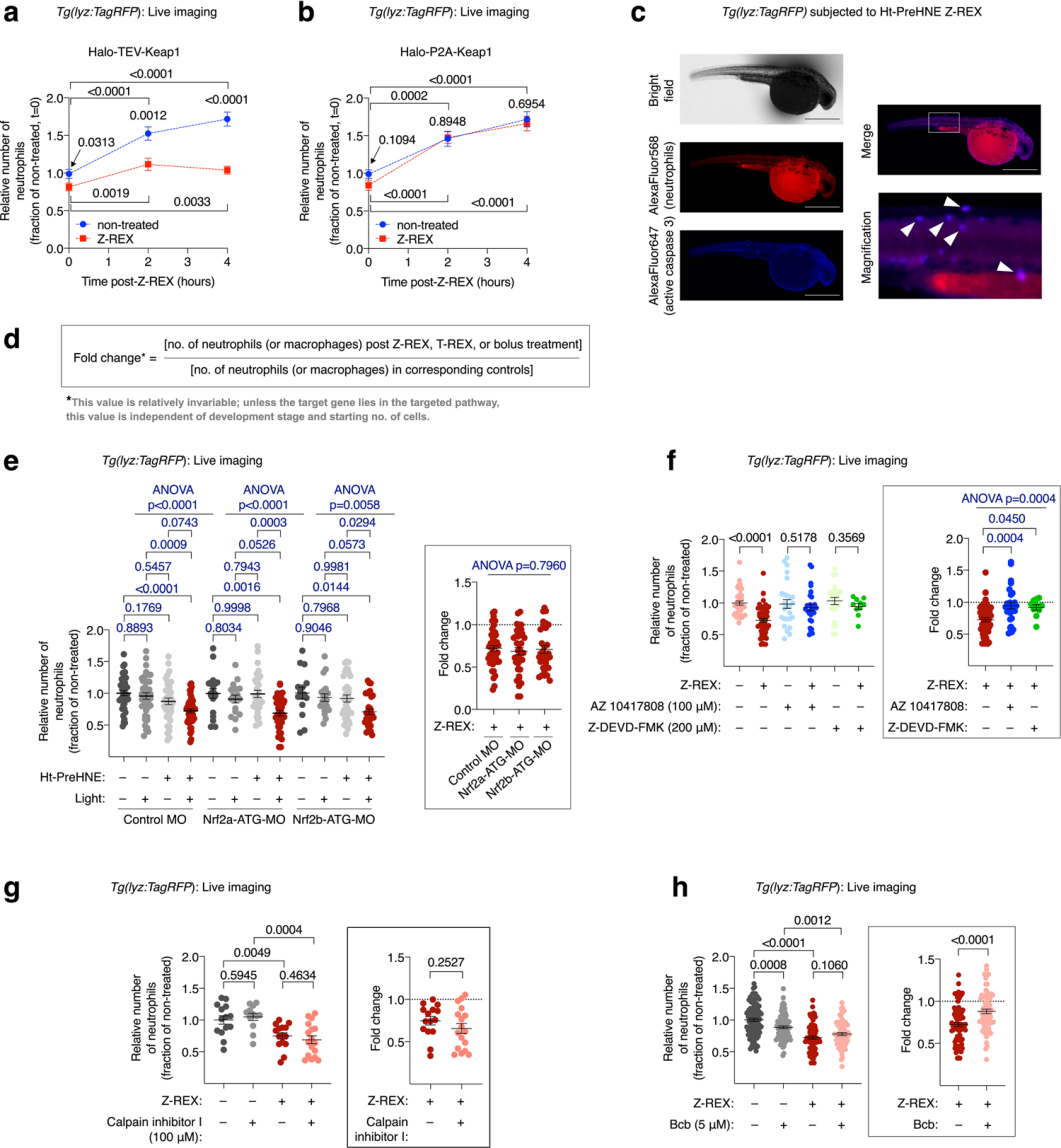
Keap1-hydroxynonenylation-promoted neutrophil loss proceeds via Nrf2-independent apoptosis. **a**, **b** Neutrophil levels were tracked over time following Keap1-hydroxynonenylation by Z-REX (red squares) [against untreated control (blue dots)] in *Tg(lyz:TagRFP)* expressing either Halo-TEV-Keap1 (**a**) or Halo-P2A-Keap1 (**b**). Halo-P2A-Keap1 control construct (Supplementary Fig. 1a inset) cannot undergo Keap1-hydroxynonenylation via Z-REX. *P* values calculated with Student’s two-tailed *t*-test. **c** Whole-mount immunofluorescence (IF) staining of active Caspase-3 (the key apoptotic executioner Caspase) and neutrophils in *Tg(lyz:TagRFP)* embryos following Keap1-hydroxynonenylation by Z-REX. Scale bars, 500 μm. Box in Merge panel marks the area magnified. White arrows mark colocalizations. **d** Equation used to calculate fold change (shown in inset panels). This value takes into account the starting number of immune cells and allows a fair comparison between different sets. The value is independent of starting immune-cell count and development. **e** Keap1-hydroxynonenylation with Z-REX was performed in *Tg(lyz:TagRFP)* embryos co-injected with control MOs, or MOs targeting Nrf2a or Nrf2b (500 μM). (ATG-MO: an MO targeting the translation start site; SPL-MO: an MO inhibiting splicing). Inset at right: analysis of fold change (Z-REX/non-treated) in neutrophil count. See Supplementary Fig. 5. *P* values were calculated with ANOVA and Tukey’s multiple comparisons test. **f** Treatment of *Tg(lyz:TagRFP)* embryos with two inhibitors of Caspase-3 [AZ-10417808 (reversible, non-peptide) and Z-DEVD-FMK (covalent)] ablated Z-REX promoted neutrophil loss. Inset at right: analysis of fold change (Z-REX/non-treated) in neutrophil count. *P* values in black were calculated with two-tailed unpaired Student’s *t*-test; *P* values in blue were calculated with ANOVA and Dunnett’s multiple comparisons test. **g** Treatment of *Tg(lyz:TagRFP)* embryos with Calpain inhibitor I had no effect on Z-REX-promoted neutrophil loss. Inset at right: analysis of fold change (Z-REX/corresponding non-Z-REX-condition) in neutrophil count. *P* values were calculated with two-tailed unpaired Student’s *t*-test. **h** Treatment of *Tg(lyz:TagRFP)* embryos with Bcb suppressed Z-REX-promoted neutrophil loss. Inset at right: analysis of fold change (Z-REX/corresponding non-Z-REX-condition) in neutrophil count. P values were calculated with two-tailed unpaired Student’s *t*-test. All data present mean ± SEM. All sample sizes are listed in Supplementary Methods. Source data are provided as a Source data file.

### Keap1-modification-dependent apoptosis is Nrf2-independent

Canonical Keap1/Nrf2/AR-signaling is essential for healthy development and also promotes resistance to chemical stresses^19^. This advantage extends to cancer cells, which often upregulate Nrf2 for survival^23^. Nonetheless, there are some sporadic links of Keap1/Nrf2/AR-signaling to apoptosis^24,25^. However, many studies were performed using bolus-electrophile treatment^18^ which is prone to artifacts and global toxicity. The Nrf2 pathway is widely postulated to be a target of DMF, although emerging data indicate that therapeutic efficacy of DMF is unaltered in Nrf2-knockout mice^26^. We investigated this (in)dependence by inducing Keap1-hydroxynonenylation in embryos where either Nrf2a or Nrf2b (zebrafish-paralogs resulting from whole-genome duplication) was knocked down^27^. We observed no difference in suppression of immune-cell counts compared to control embryos (Fig. 2d, e, Supplementary Fig. 5a). These observations gave traction to our hypothesis that Keap1-specific-hydroxynonenylation mimics DMF-derived Keap1-succination, both of which result in loss of immune cells in a Nrf2-independent manner.

To substantiate these findings, we also examined the impact of Nrf2-overexpression or -knockdown alone on immune cells. Since Keap1-specific modification elicits Nrf2-upregulation, Nrf2-overexpression may be expected to promote neutrophil loss if Nrf2 were to mediate apoptosis, following Keap1-hydroxynonenylation. However, Nrf2-overexpression alone led to an increase in neutrophil counts (Supplementary Fig. 5b). Nrf2a-/Nrf2b-knockdown alone decreased neutrophil counts (Supplementary Fig. 5c). These data likely indicate that upregulation of Nrf2 or Nrf2-driven-genes [which our RNA-seq showed occurs post Keap1-modification (Fig. 1a, b)], is overall moderately antagonistic to immune cell loss.

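In the same RNA-seq libraries, the transcript of the Nrf2 gene *nfe2l2a* (ENSDARG00000042824) had 754 counts after HNE Z-REX and 759 in the non-treated library, a ratio of 1.00 (95% interval 0.906 to 1.11). After HDE it had 777 counts, a log2 ratio of 0.22. Its paralog *nfe2l2b* (ENSDARG00000089697) had 71 counts after HNE and 34 without treatment, a 2.11-fold difference (95% interval 1.38 to 3.27; adjusted p = 0.0035, exact binomial test). *keap1a* (ENSDARG00000016132) rose 1.62-fold after HNE, from 178 to 285 counts, and *keap1b* (ENSDARG00000074634) 1.32-fold, from 554 to 722. After HDE, *keap1a* rose 1.37-fold, *keap1b* 1.31-fold and *nfe2l2b* 1.71-fold. For *keap1a*, *keap1b* and *nfe2l2b*, the 95% interval of the ratio of HNE to HDE includes 1. For *nfe2l2a* that ratio was 0.859, and its 95% interval lies below 1. Among 16 further genes known as Nrf2 targets, the median log2 ratio was 0.17 after HNE, with 11 genes higher and 5 lower. It was 0.026 after HDE, with 8 genes higher and 8 lower.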

### Immune-cell apoptosis requires Caspase-3 and Bax, but not Calpain

To directly test whether immune cell loss was ascribable to apoptosis, we next screened the extent to which known pharmacological modulators of apoptosis affect Keap1-hydroxynonenylation-induced immune cell loss. Two different Caspase-3 inhibitors—Z-DEVD-FMK and AZ-10417808 (a highly selective, non-electrophilic, non-peptide-based caspase 3 inhibitor^28^) (Supplementary Fig. 2a)—ablated Keap1-hydroxynonenylation-promoted neutrophil- and macrophage depletion (Fig. 2d, f, Supplementary Fig. 6). These results indicate that immune-cell loss occurred through caspase-mediated apoptosis. Two principal arms of apoptosis feed into a common ultimate apoptosis effector, Caspase-3; namely: (i) Calpain, which signals through Caspase-12 and Caspase-9^29,30^; and (ii) mitochondrial-targeted apoptosis^31^, that can function via Caspase-8^32^ or Caspase-9^33^ (Supplementary Fig. 6b). Although the relative importance of Caspases in these two pathways may be different, both pathways are dependent on Caspase to function effectively, especially hours post stimulus^34^. We found that a calpain inhibitor did not affect Keap1-hydroxynonenylation-promoted neutrophil depletion (Fig. 2d, g, Supplementary Fig. 6b).

We next examined the other arm of apoptosis (Supplementary Fig. 6b) using the Bax channel blocker, Bcb—an inhibitor of Bax-mediated mitochondrial-targeted apoptosis. We first showed that Bcb suppresses toxicity induced by the Bax-specific agonist SMBA1^35^ in HEK293T cells (Supplementary Fig. 7a). These data also highlight that Bax-specific stimulation is sufficient to promote apoptosis^36,37^. Bcb-treatment of zebrafish embryos significantly suppressed Keap1-hydroxynonenylation-mediated loss of both neutrophils (Fig. 2d, h) and macrophages (Fig. 2d, Supplementary Fig. 7b). To examine the role of Bax in this apoptotic process further, we turned to Bax-knockout (KO) MEFs (*bax*^*−/−*^) versus wild-type MEFs. We found that Bax KO MEFs were resistant to both bolus DMF and HNE treatment (Supplementary Fig. 7c), under conditions where the cells are able to proliferate during prolonged compound exposure. Under acute exposure to HNE or DMF, Bax KO suppressed PARP cleavage. Intriguingly, Bax KO was not sufficient to suppress PARP cleavage induced upon staurosporine treatment, even though Bax Bak Double-KO (where Bak is the other key member of the Bcl-2 family of pro-apoptotic proteins^38^) prevented PARP cleavage (Supplementary Fig. 7d). Thus, HNE and DMF share a similar pro-apoptotic mechanism that differs from that of staurosporine.

We thus returned to our experiments in zebrafish embryos, moving further upstream in the mitochondrial pathway (Supplementary Fig. 6b). We investigated inhibitors of p90RSK, an anti-apoptotic protein (chosen, in part, because it was previously implicated in DMF’s mode-of-action, although no proof of necessity was furnished^15^). P90RSK promotes the action of Bcl-XL and Bcl-2^39^, which restrict the pro-apoptotic protein Bax. p90RSK inhibitor (BI-D1870, Supplementary Fig. 2a) augmented the extent of macrophage loss (Fig. 2d, Supplementary Fig. 7e). Such a result could be rationalized by the fact that Keap1-hydroxynonenylation targets a pathway that functions similarly to p90RSK inhibition, i.e., a pathway negatively regulated by Bcl-XL/Bcl-2 (Supplementary Fig. 6b). A Bax-dependent mitochondrial apoptosis pathway is one clear possibility. These data thus add some extra credence to a Bax-promoted mechanism of apoptosis.

### Wdr1 links Keap1-specific hydroxynonenylation to apoptosis

Having gleaned several independent lines of evidence for a Keap1-modification-specific mitochondrial apoptotic pathway dependent on Bax and Caspases (Supplementary Fig. 6b), we next examined how the interactome of Keap1 is altered in response to Keap1-hydroxynonenylation. These experiments were performed in a bid to link apoptosis upregulation with Keap1-specific hydroxynonenylation. We performed Keap1-pulldown experiments in SILAC^40^-HEK293T cells subjected to T-REX (which enables target-protein-specific hydroxynonenylation in cells^13^), against control (Supplementary Fig. 1a bottom row, Supplementary Fig. 8a), to identify proteins dissociating/associating with Keap1 following hydroxynonenylation. We identified 25 proteins that consistently, over 2 separate independent co-immunoprecipitation experiments, displayed altered affinity to Keap1 following Keap1-hydroxynoneylation: 11 proteins showed loss of Keap1 affinity and 14 showed a gain in interaction (Supplementary Fig. 8b–c; Supplementary Table 2; Supplementary Data 2). Among the proteins that showed no change in affinity to Keap1 was p62, a known Keap1 binder. All potential hits featuring zebrafish orthologs were carried forward to a knockdown-screen in zebrafish embryos. In only one instance (Zbed3) was no ortholog known in zebrafish. In several instances, the zebrafish ortholog had two paralogs. Thus, our final screening set in fish comprised 30 different morpholinos (MOs), targeting 24 different orthologs. Our validation screen was performed by evaluating Keap1-specific-hydroxynoneylation-dependent loss of neutrophils in embryos subjected to control MO vs. those subjected to MOs targeting specific genes. Any morphant showing significant rescue of Keap1-specific-hydroxynoneylation-dependent neutrophil loss was scored as a hit with potential functional relevance. MOs targeting *lmna, pou3f2a*, and *taf9* caused excessive toxicity and were eliminated from the screen. The pooled data showed that knockdown of most of our identified Keap1-binding proteins had little effect on neutrophil loss in fish (Fig. 3a, Supplementary Fig. 9a, b). Indeed, the average loss in neutrophils upon Z-REX for the whole set of 27 knockdowns and control was similar to neutrophil loss found in controls and embryos not exposed to any MO (Fig. 3a, central dashed line).

**Fig. 3:**
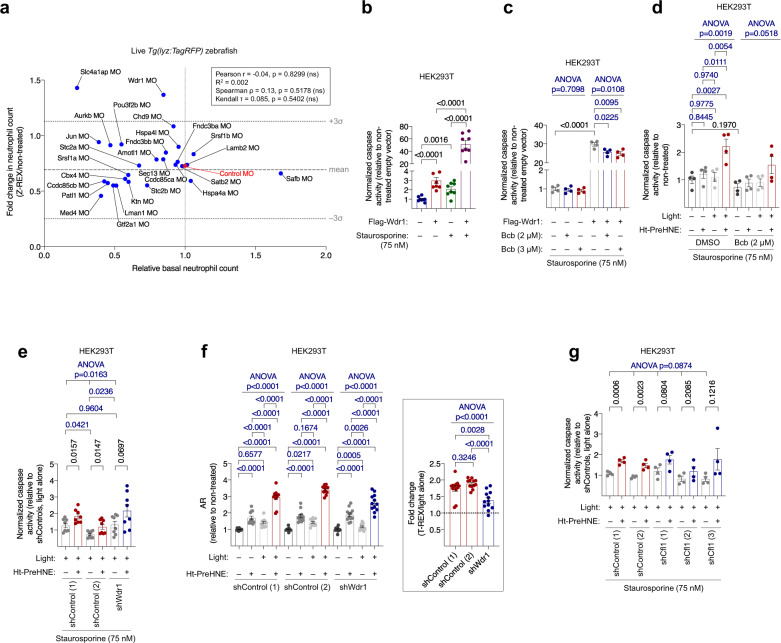
Wdr1 links hydroxynonenylated Keap1 to Bax-dependent apoptosis. **a** Keap1-binding partners altered upon Keap1-specific-hydroxynonenylation identified by SILAC proteomics (see Supplementary Table 2, Supplementary Data 2) were knocked down using MOs targeting indicated genes in *Tg(lyz:TagRFP)*, and Z-REX-mediated Keap1-hydroxynonenylation was performed in these knockdown backgrounds. *X*-axis: effect of the knockdown alone; *Y*-axis: the fold change in neutrophil count following Z-REX-mediated Keap1-hydroxynonenylation. These effects were not correlated. See Supplementary Fig. 9a, b. **b** HEK293T transfected with either empty vector or Flag-Wdr1 were treated with staurosporine for 18 h and Caspase-3 activity was measured. *P* values were calculated with Student’s *t*-test. **c** HEK293T transfected with either empty vector or Flag-Wdr1 were treated with staurosporine and/or Bcb for 18 h and Caspase-3 activity was measured. See Supplementary Fig. 11e, f. *P* values in black were calculated with Student’s *t*-test; *P* values in blue were calculated with ANOVA and Dunnett’s multiple comparisons test. **d** HEK293T subjected to T-REX-mediated Keap1-hydroxynonenylation and staurosporine stimulation showed Caspase-3-activity upregulation; treatment with Bcb ablated this effect. See Supplementary Fig. 11g. *P* values in black were calculated with Student’s *t*-test; *P* values in blue were calculated with ANOVA and Tukey’s multiple comparisons test. **e** HEK293T cells expressing shWdr1 or shControls were subjected to T-REX-mediated Keap1-hydroxynonenylation in the presence of staurosporine, and Caspase-3 activity was measured. See also Supplementary Fig. 12. P values in black were calculated with Student’s *t*-test; *P* values in blue were calculated with ANOVA and Tukey’s multiple comparisons test. **f** Antioxidant-response (AR) activity was measured in lysates from (**e**) to evaluate the intersection of Wdr1 with Keap1/Nrf2 signaling. Inset at right: Fold change (T-REX/light alone) in AR. *P* values were calculated with ANOVA and Tukey’s multiple comparisons test. **g** Similar experiment as in (**e**) to measure Caspase-3 activity in HEK293T cells expressing shCfl1 or shControls. See Supplementary Figs. 12 and 15. *P* values in black were calculated with Student’s *t*-test; *P* values in blue were calculated with ANOVA (see also Supplementary Fig. 1b). All data present mean ± SEM. All Student’s *t*-tests were two-tailed and unpaired. All sample sizes are listed in Supplementary Methods. Source data are provided as a Source data file.

Intriguingly, two morphants showed no significant change in neutrophil counts upon Keap1-hydroxynonenylation. When the individual fold changes in neutrophil counts post Keap1-hydroxynonenylation were analyzed as an ensemble, these two morphants emerged to be greater than three standard deviations from the mean change in neutrophil counts of all the samples tested (Fig. 3a upper dotted line, Supplementary Fig. 9b); the corresponding candidate genes (neither of which are linked to DMF mechanism-of-action) were *slc4a1ap* and *wdr1*. Although there was no correlation between change in neutrophils and basal neutrophil counts (by 3 different correlation tests), we noted that only Wdr1-knockdown had little effect on basal levels (i.e., levels under no Keap1-hydroxynonenylation) of neutrophils (see *x*-axis in Fig. 3a). Slc4a1ap-knockdown elicited a significant decrease in basal neutrophil counts. Further, in both runs of our independent cell-based SILAC data sets, the drop in the amount of Wdr1 bound to Keap1 following Keap1-specific-hydroxynonenylation, was one of the largest fold changes among all the hits [Supplementary Table 2 (entry 1) and Supplementary Data 2]; the fold change for Slc4a1ap was more subtle [Supplementary Table 2 (entry 19) and Supplementary Data 2]. We note that increased Nrf2-expression upregulated neutrophil numbers (Supplementary Fig. 5b). As discussed above, Nrf2-upregulation upon Keap1-hydroxynonenylation likely weakly countermands Keap1-hydroxynonenylation-promoted neutrophil apoptosis. We thus expected that when the apoptosis pathway is blocked, the neutrophil count may rise marginally, and this appeared to occur in Wdr1-morphants, albeit with *p* = 0.068 (Supplementary Fig. 9a), either way explaining the fact that there appears to be neutrophil upregulation upon Keap1-hydroxynonenylation in Wdr1-morphants (Supplementary Fig. 9a, b).

Wdr1 loss-of-function in mice promotes initiation of incorrect inflammatory response by neutrophils and megakaryocytes; this process has been linked to incorrect apoptosis regulation particular to these cells^41^. We thus focused on Wdr1 in further studies. The association of overexpressed Keap1 and endogenous Wdr1, and the decrease in this interaction following HNE treatment, were validated in HEK293T cells by co-immunoprecipitation/western blot analysis (Supplementary Fig. 9c). Furthermore, endogenous Wdr1 emerged to be enriched upon IP of endogenous Keap1 (Supplementary Fig. 10). This association diminished when cells were treated with HNE (Supplementary Fig. 10).

### Hydroxynonenal targets Keap1/Wdr1-axis in macrophages and fish

To glean mechanistic insights into this pathway and probe the pathway’s role in apoptotic regulation in mammalian cells, we returned to cultured human cells where we had shown that Keap1-hydroxynonenylation releases Wdr1 from Keap1 binding (Supplementary Figs. 8 and 9c; Supplementary Table 2; Supplementary Data 2). We further found in HEK293T that Keap1-hydroxynonenylation upregulated endogenous Wdr1 expression (Supplementary Fig. 11a–c). Both Wdr1 release from Keap1, and upregulation in Wdr1 levels are reminiscent of how Keap1-hydroxynonenylation upregulates Nrf2/AR. We thus predicted that Wdr1 release from Keap1 actively upregulates apoptosis. Hence, apoptosis should be upregulated by Wdr1-overexpression. We observed enhanced Caspase activity in HEK293T cells ectopically expressing human Wdr1, irrespective of apoptosis stimulation by staurosporine (Fig. 3b). Consistent with our data above, Wdr1-induced apoptosis was, in this instance, partly dependent on Bax (Fig. 3c). Thus, increase in Wdr1 is sufficient to upregulate apoptosis through a Bax-dependent pathway (Supplementary Fig. 7b–d).

Returning to Keap1-hydroxynonenylation-specific apoptosis in HEK293T cells, we found this process was also strongly inhibited by a Caspase-3 inhibitor (Supplementary Fig. 11d). To examine how this electrophile-regulated Wdr1-dependent apoptosis interplays with the classical Keap1/Nrf2/AR axis, we measured AR-levels in cells overexpressing Wdr1 using a standard dual-luciferase reporter assay. A moderate increase in AR that was not dependent on Bax was observed (Supplementary Fig. 11e–g), agreeing with a previous report that indicates that Wdr1 may compete with Nrf2 for Keap1 binding^42^. Despite being modest in HEK293T cells (Fig. 3d, first 4-bars), we reasoned that Keap1-hydroxynonenylation-induced apoptosis upregulation likely functions through the same mechanism as occurs in neutrophils and macrophages, only on a smaller scale. We thus examined in HEK293T the dependence of Keap1-hydroxynonenylation-induced apoptosis on Bax. Consistent with our investigations in live zebrafish, in Bax KO MEFs, and the Wdr1-overexpression data in HEK293T, Bax-inhibitor suppressed Keap1-hydroxynonenylation-driven apoptosis in HEK293T cells (Fig. 3d); by contrast, Keap1-hydroxynonenylation-promoted AR-upregulation was unaffected by Bax inhibition (Supplementary Fig. 11g); thus, Keap1-modification-dependent pathways other than apoptosis are unaltered in cells treated with Bax-inhibitor Bcb. We also investigated the dependence of this apoptotic output on Wdr1. Consistent with results in embryos, Wdr1-knockdown HEK293T cells did not significantly upregulate caspase activity in cells, even though two control-knockdown lines were able upregulate caspase under the same conditions (Fig. 3e, Supplementary Fig. 12a, b). On the other hand, Wdr1-knockdown cells upregulated AR to a significantly lower extent than control cells (Figs. 2d and 3f), consistent with an intersection between Keap1/Nrf2/AR and Keap1/Wdr1-apoptosis axes through Keap1. To reinforce this point, we examined how Wdr1 deficiency affected primary mouse bone marrow derived macrophages’ (BMDMs) susceptibility to HNE. BMDM differentiation was validated using flow cytometry (Supplementary Fig. 13). Relative to two different shControl lines, two different corresponding shWdr1 lines [showing significant knockdown of Wdr1 (Supplementary Fig. 14a)] were resistant to HNE-induced PARP cleavage (Fig. 4a). Critically, cell-cycle analysis showed that Wdr1-knockdown lines were not significantly growth impaired, relative to shControl lines (Supplementary Fig. 14b). Altogether, there is thus a similar apoptotic pathway (i.e., one mediated by a common series of proteins under the same conditions) operative in mammalian cells, including primary macrophage cells, as there is in zebrafish neutrophils and macrophages.

**Fig. 4:**
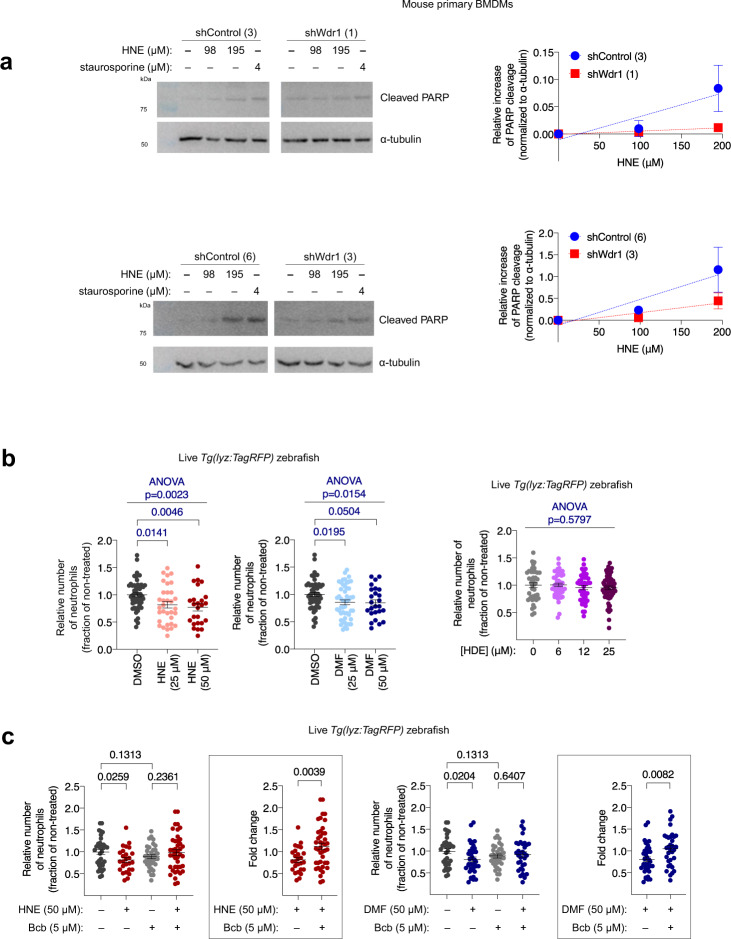
Bulk exposure of mouse primary BMDMs and larval zebrafish to HNE/DMF triggers Bax-dependent macrophage/neutrophil apoptosis. **a** Left*:* western blots analyzing changes in the endogenous levels of cleaved PARP (hallmark of apoptosis) in two different pairs of lentiviral shWdr1-knockdown BMDMs and knockdown-control BMDMs, subsequent to HNE or staurosporine treatment (3 h). Right: ImageJ quantification of relative extent of cleaved PARP in HNE-treated, compared to the respective DMSO-control set, in Wdr1-knockdown BMDMs (red squares) vs. shControl (blue dots) lines. In each dataset, normalization was performed against α-tubulin loading control. Slopes from linear regression of shControl vs. shWdr1, Upper plot: 0.00043 ± 0.00012 and 0.00006 ± 0.00003, respectively. Lower plot: 0.0059 ± 0.0022 and 0.0023 ± 0.0008, respectively. Fits derived from fitting to *y* = m*x*. **b** *Tg(lyz:TagRFP)* embryos expressing Halo-TEV-Keap1 were treated at 30 hpf with HNE or DMF or HDE for 6 h at indicated concentrations (up to maximum tolerable amount prior to cytotoxicity), and then neutrophils were counted. *P* values were calculated with ANOVA and Dunnett’s multiple comparisons test. Note that for the left two plots, the non-treated data are the same, but are presented in each plot for clarity. **c** Similar experiment as in (**a**) except with or without simultaneous administration of Bcb. Inset at right: Fold changes (treated/non-treated) in neutrophil counts. *P* values were calculated with two-tailed Student’s unpaired *t*-test. Note that the non-treated data are the same, but are presented in each plot for clarity. All data present mean ± SEM. All sample sizes are listed in Supplementary Methods. Source data are provided as a Source data file.

### Cofilin is downstream of Wdr1 in modified-Keap1-driven apoptosis

Wdr1 coordinates with cofilin to promote apoptosis through the mitochondrial pathway^43^. Thus, cofilin-knockdown should prevent Keap1-hydroxynonenylation-induced apoptosis. In three different cofilin-knockdown HEK293T cell lines (Fig. 3g), there was no significant upregulation of apoptosis upon Keap1-hydroxynonenylation. These lines were of similar knockdown efficiencies (Supplementary Fig. 12a, c), and also showed no change in Wdr1 levels (Supplementary Fig. 12b). Two knockdown-control lines showed significant upregulation of apoptosis under the same conditions. Cofilin-knockdown lines showed no significant difference in AR-upregulation from control lines (Fig. 2d, Supplementary Fig. 15). Thus, changes in AR-signaling cannot explain these observations.

### Wdr1 and cofilin mediate electrophile-driven immune cell apoptosis

At this juncture, we were ready to further establish the importance of the pathway uncovered by Z-REX in live fish, using bolus administration of the native compounds. These experiments are critical to evaluate the validity of the mechanistic insights offered by Z-REX, and the relevance of the insights so gleaned to DMF’s mechanism. This is because these experiments occur in wild-type fish and use electrophile treatment directly, yet they are guided by data obtained using T(Z)-REX-assisted targeted hydroxynonenylation. We thus determined the importance of Keap1, Wdr1, and cofilin in immune-cell-specific phenotypic modulation following whole-animal electrophile-administration. At the same developmental stage at which Z-REX was executed, bulk treatment of zebrafish embryos with HNE or DMF (25 or 50 μM) led to significant neutrophil and macrophage depletion (Fig. 4b). HDE treatment, in stark contrast, led to no change in neutrophils up to 25 μM (concentrations where HNE and DMF caused loss of neutrophils) (Fig. 4b). Above 25 μM, HDE was toxic. These data are entirely consistent with HNE mimicking DMF, but HDE failing to do so, as predicted by Z-REX.

The loss of neutrophils caused by whole-animal DMF- or HNE-administration was Nrf2-independent (Fig. 2d, Supplementary Fig. 16), as also predicted by our Z-REX data (Fig. 2e). We next evaluated if the players we discovered above were involved in immune-cell-loss promoted by bulk-electrophile-exposure. Bax inhibition completely suppressed the loss of neutrophils when embryos were treated with either HNE or DMF (Figs. 2d, 4c). We then investigated proteins upstream of Bax. Remarkably, two different MOs targeting Wdr1 led to total suppression of bolus-HNE- or -DMF-promoted neutrophil/macrophage loss (Fig. 5a, Supplementary Fig. 17a, b). To further examine the role of Wdr1 in DMF-induced neutrophil apoptosis, we took advantage of fish carrying the *Carmin* allele, encoding a defunct Wdr1 protein^44^. Early embryos with either one or two *Carmin* alleles were resistant to DMF treatment (Fig. 5b, Supplementary Fig. 18a–d). Our data further predict that cofilin-knockdown should also suppress HNE- and DMF-induced neutrophil apoptosis. This was in fact the case for two separate cofilin-knockdowns (Fig. 5a, Supplementary Fig. 17c).

**Fig. 5:**
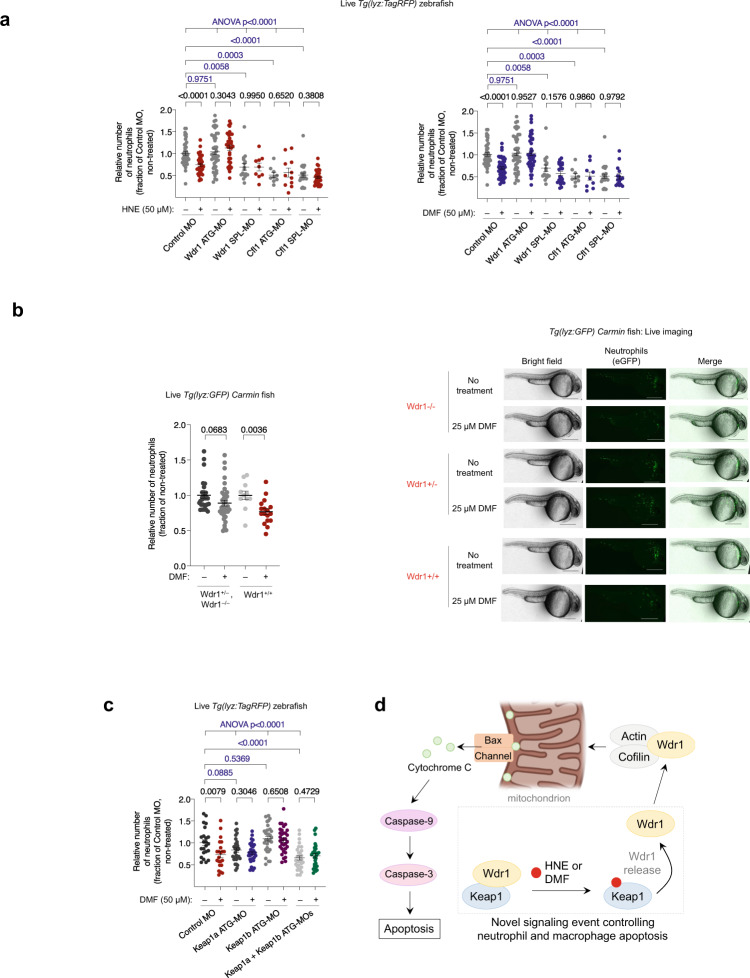
Bulk exposure of embryos to HNE or DMF triggers Wdr1- and cofilin-dependent apoptosis of neutrophils. **a** Similar experiment as in Fig. 4b except *Tg(lyz:TagRFP)* embryos were injected with Halo-TEV-Keap1 and the indicated MO (500 μM). See also Supplementary Fig. 16. In all cases, embryos were exposed to HNE or DMF at 30 hpf, and neutrophils were counted at 36 hpf. Inset at right: Fold changes (treated/non-treated) in neutrophil counts in each knockdown background. *P* values in black were calculated with two-tailed unpaired Student’s *t*-test. *P* values in blue were calculated with ANOVA and Dunnett’s multiple comparisons test (see also Supplementary Fig. 1b). Note that the non-treated data sets in each plot are the same, but presented in each plot for clarity. **b** *Tg(lyz:eGFP) carmin* embryos were treated at 30 hpf with DMF for 4 h, and neutrophils were counted subsequently. See also Supplementary Fig. 18a–d. Scale bars, 500 μm. Inset: analysis of fold change (DMF/non-treated) (see Fig. 2d) in neutrophil count. *P* values were calculated with two-tailed unpaired Student’s *t*-test (Supplementary Fig. 1b). **c** g(lyz:TagRFP*)* embryos were injected with MOs targeting Keap1a, Keap1b, both, or control MO (500 μM). See also Supplementary Fig. 19. At 30 hpf, embryos were treated with DMF for 6 h, then neutrophils were counted. *P* values in black were calculated with two-tailed unpaired Student’s *t*-test. *P* values in blue were calculated with ANOVA and Dunnett’s multiple comparisons test (see also Supplementary Fig. 1b). **d** Model of the Keap1-modification-specific apoptotic axis necessary for DMF mode-of-action in immune-cell depletion. Upon Keap1-electrophile-modification, Wdr1 is released from Keap1 binding. In concert with cofilin, Wdr1 promotes Bax-dependent mitochondrial-targeted activation of Caspase-3. All data present mean ± SEM. All sample sizes are listed in Supplementary Methods. Source data are provided as a Source data file.

Most importantly, knockdown of Keap1a/b also fully suppressed DMF-induced neutrophil loss (Fig. 5c, Supplementary Fig. 19). We compared these results head to head with fish in which GAPDH, a key alternative target of DMF^10^, had been knocked down. Under neither Z-REX nor bolus-HNE/DMF-dosing conditions did GAPDH-knockdown suppress neutrophil loss (Supplementary Fig. 20a–c).

## Discussion

These data present evidence that Keap1 is a sufficient target of the drug Tecfidera® (DMF), able to quantitatively account for the gamut of the drug’s apoptotic effects on macrophages and neutrophils. Such effects are strongly associated with drug action and have been observed in patients. Critically, we show that a specific target of this highly-electrophilic drug is a biologically sufficient responder under several conditions: not only conditions of precision electrophile–target engagement, relative to precise controls (i.e. using T(Z)-REX), but also when the target—and, separately, specific pathway components—are knocked down/out during bolus electrophile/electrophilic drug exposure. In the latter case, our specific phenotype is apoptosis in innate immune cells of an otherwise healthy developing animal or primary cells. Among several immune cell types, we focused on neutrophils and macrophages as representative effectors of chronic inflammation and demyelination in relapsing multiple sclerosis^45^ for which DMF treatment proves successful. In these relevant cell types, our data demonstrate that Keap1 is an intrinsically important target that is sufficient to recapitulate clinical behaviors. How manifestations of apoptosis in each different immune cell funnels into overall drug efficacy, or contributes to unwanted side-effects, is a remaining unknown that needs to be studied in subsequent work. However, it is encouraging that models of multiple sclerosis exist in zebrafish^46–49^, and through integration of tools used in this paper and those model systems, more insights will likely be possible. Thus, our experimental approaches offer a unique means to specifically mimic drug action in specific cells and afford a testable model for further investigations.

As has been stated in all previous studies on DMF and analogs, these data cannot absolutely rule out other targets of the drug. However, in contrast to existing data^10–12,15^, herein we compare outputs of both target-specific effects (wherein precision negative controls allow us to minimize the impact of off-target effects) and bolus electrophile/electrophilic drug dosing. This comparison shows each condition gives the same magnitude of outputs, with the same obligatory regulators. Thus, this study quantitatively assigns the importance of the uncovered pathway (Fig. 5d), in otherwise healthy and unperturbed fish and cells. To give an example of the power of this approach, cofilin, one of the downstream players in our described pathway, has been proposed to be a target of DMF^50^. In the target-rich world of pleiotropic drugs, such quandaries are common. However, by combining mutagenesis, knockdown/knockout, and ramifications of precision on-target signaling, our data show that cofilin labeling by DMF is not needed for this pathway to function. Such analysis has not been possible previously: either proposed target knockdown has not affected susceptibility to DMF^51^, or interrogation of on-target labeling has not been possible (aside from via the use of other electrophilic compounds^10^, which have other off-target effects, likely including Keap1).

Of course, there are limitations to our strategy. Issues with the Z-REX method, such as delivery to unintended proteins can be dealt with through mutagenesis and other controls, such as the non-fused P2A construct we use here. However, we cede that such electrophile-sensing defective but otherwise functional mutants may not always be available. Perhaps more importantly, currently Z-REX is limited to enal/enone-derived natural electrophiles, in terms of the class of reactive molecules it can release. This limitation forced us to identify (a) suitable enal/enone-based natural electrophile(s) as a surrogate for DMF. Our Z-REX-coupled RNA-Seq data and associated downstream results surprisingly revealed that HNE—but not HDE, another natural electrophile related to HNE—is a good surrogate for DMF-promoted Keap1-Wdr1-dependent immune-cell apoptotis pathway that we discovered. However, HDE behaves similarly to HNE in terms of canonical Keap1-Nrf2-antioxidant-response signaling^13,52^. Interestingly, when we examined this phenomenon in several other known stress-responsive pathways using numerous luciferase reporter assays (Supplementary Fig. 21a, b), we found that this similarity in output is a more or less general property of DMF and HNE, versus HDE. Given the complexity of the systems, the underlying explanations for such observations under bulk-electrophile exposure could be manifold, and may not all be linked to Keap1. However, either way, these data overall do provide credence that DMF and HNE function similarly.

Perhaps the most interesting observation to emerge from this work is the heightened susceptibility of several immune cells to DMF-induced apoptosis. It is worth noting, as mentioned above, that this observation is consistent with clinical observations, and hence indicates that our model system recapitulates response to DMF well. Critically, Z-REX—as a quasi-intramolecular targeted delivery—allows regulation of the percentage of target protein modified in cells. Thus, these data show that it is likely not permeation/distribution of the electrophile into a subset of cell types that is responsible for selective toxicity/activity as has been seen with several other approved small-molecule drugs, e.g., bortezomib. Rather, it is a specific susceptibility of immune cells to the specific Keap1-orchestrated apoptosis pathway we outline here. As alluded to above, *Wdr1* is indeed known to be particularly important for function of neutrophils in several model systems. *Wdr1* is an essential gene, however, which has limited study somewhat. Nevertheless, *Wdr1* mutant mice show auto-inflammatory disease and changes in neutrophil behavior^53^. Mutations in *Wdr1* also manifest themselves in human neutrophils as well^54^. Thus, neutrophils and macrophages, and likely other immune cells, are particularly sensitive to Wdr1 levels.

We thus propose that the combination of Z-REX and bolus dosing will be useful to parse molecular targets of electrophiles in clinical use or trials. Since we chose to use DMF as our test electrophilic drug, and HNE/HDE as our comparison electrophiles, this work also shows that a number of varied electrophiles may be able to be modeled through the use of T(Z)-REX. Of course, as the classes of electrophiles compatible with T(Z)-REX increase, the range of processes available to such studies will increase, which is also encouraging. In a broader sense, these data further document the complex regulatory modes present in biological systems. Namely, Keap1, a protein believed to be essential for survival, can turn tail and regulate apoptosis in certain cell types. Understanding of how this cell-type-specific mechanism functions is likely the next phase of these investigations.

## Methods

### Statistics and reproducibility

Sample sizes and numbers of biological replicates are listed in Supplementary Methods. For zebrafish experiments, each larval fish was considered a biological replicate. When images of zerbafish are shown, they are representative of multiple independent samples (see Supplementary Methods). For experiments involving cultured cells, samples generated from individual wells or plates were considered biological replicates. In the figure legend for each experiment, how the data are presented in the figure (typically mean ± SEM) is clearly indicated. Our statistical approach is detailed in Supplementary Fig. 1b. Data were plotted/fit and statistics generated using GraphPad Prism 7 or 8.

### Reagents

All HNE and HDE used in this study were alkyne-functionalized. These molecules are often referred to elsewhere as “HNE(alkyne)” and “HDE(alkyne)”, respectively, but this convention is not used here for clarity. These reagents were synthesized as previously described^55^. Ht-PreHNE and Ht-PreHDE were synthesized as previously described^52^. Unless otherwise indicated, all other chemical reagents were bought from Sigma at the highest availability purity. DMF was from Alfa Aesar. TCEP was from ChemImpex. Staurosporine was from Apollo Scientific. Calpain inhibitor I was from Cayman Chemical. AZ-10417808, Z-DEVD-FMK, Z-IETD-FMK, Bax channel blocker, and BI-D1870 were all from ApexBio. Ac-DEVD-AMC was from Bachem. Puromycin was from Santa Cruz. SMBA1 was from Sigma. AlamarBlue was from Invitrogen, and was used according to the manufacturer’s instructions. Minimal Essential Media, RPMI, Opti-MEM, Dulbecco’s PBS, 100X pyruvate (100 mM), 100X nonessential amino acids (11140-050), and 100X penicillin–streptomycin (15140-122) were from Gibco. Isotopically pure amino acids were from Sigma. Protease inhibitor cocktail complete EDTA-free was from Roche. TALON (635503) resin was from Clontech. 2020 and LT1 transfection reagents were from Mirus. PEI was from Polysciences. Tricaine methanesulfonate was from Sigma. Venor GeM PCR-based mycoplasma detection kit was used as stated in the manual and was from Sigma. ECL substrate and ECL-Plus substrate were from Pierce and were used as directed. Acrylamide, ammonium persulfate, TMEDA, and Precision Plus protein standard were from Bio-Rad. All lysates were quantified using the Bio-Rad Protein Assay (Bio-Rad) relative to BSA as a standard (Bio-Rad). PCR was carried out using Phusion Hotstart II (Thermo Scientific) as per the manufacturer’s protocol. All plasmid inserts were validated by sequencing at Cornell Biotechnology sequencing core facility or Microsynth. All sterile cell culture plasticware was from CellTreat. Sources of antibodies are listed in Supplementary Table 6. Antibodies were validated using western blot/immunofluorescence to show that multiple independent shRNAs/MOs significantly reduced the levels of the detected protein. Sources of luciferase reporter plasmids are listed in Supplementary Table 8.

### Construction of plasmids

Sequences of all primers used for cloning are listed in Supplementary Table 3. The inserts in all plasmids generated were fully validated by Sanger sequencing at the Cornell Genomics Core Facility or Microsynth. pCS2 + 8 Flag-Wdr1 was constructed by amplification of wdr1 (obtained from the EPFL Gene Expression Core Facility) using the appropriate forward and reverse primers with Phusion Hotstart II following the manufacturer’s protocol. The PCR products were then extended using forward and reverse extension primers. Empty pCS2 + 8 plasmid was digested with EcoRI-HF (NEB), and the extended PCR product was cloned into this plasmid.

pCS2 + 8 Halo-TEV-Keap1^C151S,C273W,C288E^ was constructed from pCS2 + 8 Halo-TEV-Keap1 plasmid, using the appropriate forward and reverse primers containing desired mutations with Phusion Hotstart II following the manufacturer’s protocol. The PCR products were then extended using forward and reverse extension primers. pCS2 + 8 Halo-TEV-Keap1-2HA plasmid was digested with SphI-HF (NEB, R3182), and the extended PCR product was cloned into this plasmid.

### Zebrafish husbandry and breeding

All procedures at Cornell University were approved by the Institutional Animal Care and Use Committee (IACUC) and performed in accordance with the guidelines of the NIH. All procedures at EPFL were performed in accordance with the Swiss regulations on animal experimentation (Animal Welfare Act SR 455 and Animal Welfare Ordinance SR 455.1), in the EPFL zebrafish unit, cantonal veterinary authorization VD-H23. *Tg(lyz:TagRFP)* were obtained from the Zebrafish International Resource Center (ZIRC, University of Oregon). *Tg(mpeg1:eGFP)* were obtained from Professor Todd Evans (Weill Cornell Medicine). These reporter lines were crossed with WT fish to produce progeny exclusively heterozygous for the fluorescent marker (or wt/wt, which were not examined). Embryos were produced by natural mating in breeding tanks.

*Tg(lyz:eGFP) Carmin* fish were obtained from Professor Philippe Herbomel (Institut Pasteur). Tail fins were clipped from adult fish and submerged in 30 μL lysis buffer (10 mM Tris, 1 mM EDTA, 0.3% Tween-20, and 0.3% NP-40). The mixture was heated to 98 °C for 10 min, cooled on ice for 1 min, supplemented with 3 μL of 20 mg/mL proteinase K (Sigma-Aldrich, P2308), and incubated at 55 °C for 14 h. The resulting genomic DNA solution was then used to PCR amplify the desired gene sequence (Supplementary Table 3). The PCR product was characterized by Sanger sequencing at Microsynth to identify adult fish genotype (sequencing primer: 5′-GCTTGATCCTCTTCTCAGT-3′, Supplementary Table 3). Heterozygous carmin fish were crossed with carmin heterozygotes in the *Tg(lyz:eGFP)* background fish to produce progeny, whose genotypes were later identified by a similar genotyping method described above, but with whole fish embryos instead of fin clips. Genotypes of embryos were also characterized by restriction enzyme digestion of PCR products: the PCR product generated as described above was incubated with NciI (100 units/mL, R0196, NEB) in 1x cutsmart buffer (B7204, NEB) at 37 °C for 2 h, followed by agarose gel electrophoresis (Supplementary Fig. 18a–c).

### Zebrafish microinjection

The yolk sack of embryos at the 1–4-cell stage was microinjected with ~2 nl of mRNA [1.4–1.6 mg/ml (mMessage mMachine SP6 kit, Invitrogen)] or 2 nl of morpholino oligonucleotides [0.5 mM (Supplementary Table 4; GeneTools LLC)] or 2 nl of a 1:1 mixture of mRNA and MO (0.5 mM) as indicated in the figures. Fish were grown at 28.5 °C with a 14-h light/10-h dark cycle in 10% Hank’s Balanced Salt Solution (HBSS).

### Z-REX procedure in zebrafish

This was carried out as previously reported^14^. Embryos injected with mRNA encoding Halo-TEV-Keap1-2xHA or Halo-2xHA-P2A-TEV-Keap1-2xHA as described above were treated with preHNE(alkyne) (1 μM) in 10% HBSS containing penicillin–streptomycin (Gibco) and grown in the dark for 30 h. Embryos were then rinsed with 10% HBSS three times for 30 m each in a red-light room, and exposed to UV light (365 nm, 0.5 mW/cm^2^) for 3 m with gentle agitation of the plate every minute. Embryos were then either immediately euthanized or incubated further as indicated. For Z-REX experiments with small-molecule treatment (e.g., Bcb), the compound was introduced at the stated concentration in the 10% HBSS immediately following light exposure.

### RNA sequencing of zebrafish embryos

Zebrafish expressing Halo-TEV-Keap1-2xHA were subjected to Z-REX conditions. Euthanized embryos were lysed in Trizol using ceramic hard tissue homogenizing mix (VWR), and RNA was isolated following the manufacturer’s protocol. The quality of the RNA was assessed by Nanodrop spectrophotometry (A260/A280 ratio ~2) and fragment analysis using a Bioanalyzer (Agilent). The rest of the procedure including data processing was performed by the RNA sequencing core (RSC) service at Cornell University. Briefly, from 500 ng total RNA input, polyadenylated RNA was isolated with the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs). TruSeq-barcoded RNA-seq libraries were generated with the NEBNext Ultra Directional RNA Library Prep Kit (New England Biolabs). Each library was quantified with a Qubit 2.0 (dsDNA HS kit; ThermoFisher) and the size distribution was determined with a Fragment Analyzer (Advanced Analytical) prior to pooling. Libraries were sequenced on a NextSeq500 instrument (Illumina). At least 20 M single-end 81nt reads were generated per library. Reads were trimmed for low quality and adapter sequences with cutadapt v1.8 [parameters: –m 50 –q 20 –a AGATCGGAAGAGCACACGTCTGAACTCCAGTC –match-read-wildcards^56^]. Reads were mapped to the reference genome/transcriptome (*D. rerio* GRCz10 [Ensembl]) using tophat v2.1 [parameters: –library-type=fr-firststrand –no-novel-juncs –G<ref_genes.gtf>^57^]. 

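The deposited FPKM values were compared with the counts. The copy of Supplementary Data 1 used here ends early: it holds 1999 of 31950 genes in its sheet of counts and 1998 of 31950 in its sheet of FPKM values and tests. All of these equal the deposited values. In that copy, 3455 log2 fold changes from Cuffdiff differed from the log2 ratio of the FPKM values by at most 1.3e-05. The counting tool behind the deposited counts is not named in the paper's text.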

Cufflinks v2.2 (cuffnorm/cuffdiff) was used to generate FPKM values and statistical analysis of differential gene expression^58^.

### Quantitative real-time PCR (qRT-PCR)

This was carried out as previously described^59^. Briefly, embryos treated as indicated (3–5 per sample) were euthanized, washed with PBS, and homogenized in Trizol reagent with glass beads and vortexing for ~30 s. Total RNA was then isolated following the manufacturer’s protocol. One microgram of total RNA (purity/integrity assessed by agarose gel electrophoresis and concentration determined by A_260nm_ using a BioTek Cytation3 microplate reader with a Take3 accessory) was treated with amplification-grade DNase I (Invitrogen) and reverse-transcribed using Oligo(dT)_20_ as a primer and Superscript III Reverse Transcriptase (Life Technologies) following the manufacturer’s protocol. PCR was performed for two technical replicates per sample using iQ SYBR Green Supermix (Bio-Rad) and primers specific to the gene of interest (Supplementary Table 3) following the manufacturer’s protocol. Amplicons were chosen that were 150–200 bp in length and had no predicted off-target binding predicted by NCBI Primer BLAST. For genes with multiple splice variants, primers were chosen that amplified conserved sequences across all splice variants. Primers were validated using standard curves generated by amplification of serially-diluted cDNA; primers with a standard curve slope between –0.8 and 1.2 and *R*^2^ ≥ 0.97 were considered efficient. Single PCR products were confirmed by melting analysis following the PCR protocol. Data were collected using a LightCycler 480 (Roche). Threshold cycles were determined using the LightCycler 480 software. Samples with a threshold cycle >35 or without a single, correct melting point were not included in data analysis. Normalization was carried out using a single housekeeping gene as indicated in each dataset and the ΔΔC_t_ method.

### Live imaging of macrophages and neutrophils in zebrafish embryos

Following treatment as indicated, embryos were anesthetized with tricaine methanesulfonate (Sigma), manually dechorionated, and imaged on a 2% agarose pad using a Leica M205-FA fluorescence stereomicroscope. Fluorescent macrophages and neutrophils were quantitated using the “Find Maxima” function of ImageJ (NIH).

### Immunofluorescence (IF)

Whole-mount IF was carried out as previously described^60^. Briefly, euthanized embryos washed twice with PBS were fixed in 4% formaldehyde (1 ml) overnight at 4 °C with gentle rocking in 1.5 ml tubes. Formaldehyde was replaced with chilled methanol (1 ml) and embryos were kept at –20 °C overnight. Methanol was replaced with PDT [1 ml; 1X PBST (PBS with 0.1% Tween-20), 1% DMSO, 0.3% Triton-X-100], which was replaced with fresh PDT, and embryos were gently rocked for 30 min at room temperature. The PDT was again replaced with fresh PDT and embryos were rocked for another 30 min. PDT was replaced with blocking buffer (1 ml; 1X PBST, 10% FBS, 2% BSA) and embryos were gently rocked for 1 h. Primary antibodies (Supplementary Table 6) were diluted to the appropriate concentration in fresh blocking buffer (0.8 ml). Embryos were gently rocked with antibodies for either 2 h at room temperature or overnight at 4 °C. The washing and blocking procedure was repeated, and embryos were gently rocked with secondary antibodies in blocking buffer (1 ml) for 1.5 h at room temperature. The washing (but not blocking) procedure was again repeated, and stained embryos were immediately imaged on a 2% agarose pad using a Leica M205-FA fluorescence stereomicroscope.

### Cell culture

HEK293T (obtained from ATCC) and were cultured in MEM (Gibco 51090036) supplemented with 10% v/v fetal bovine serum (Sigma), penicillin/streptomycin (Gibco), sodium pyruvate (Gibco), and nonessential amino acids (Gibco) at 37 °C in a humidified atmosphere of 5% CO_2_. Media were changed every 2–3 days.

MEFs [obtained from ATCC: CRL-2907 (wt), CRL-2910 (*bax*^−*/−*^), and CRL-2913 (*bax*^−*/−*^*bak*^*−/−*^] were cultured in IMDM (Gibco 12440-053) supplemented with 10% v/v fetal bovine serum (Sigma), penicillin/streptomycin (Gibco), sodium pyruvate (Gibco), and nonessential amino acids (Gibco) at 37 °C in a humidified atmosphere of 5% CO_2_. Media were changed every 2–3 days.

### Mouse maintenance and culture of bone marrow cells (BMCs)

The mouse study protocols/experimental procedures underwent an ethical review and were approved by the Swiss Veterinary Authorities (license no. VD3290). Mice were maintained in standard housing with a temperature of 22 ± 2 °C, relative humidity of 55 ± 10%, and a 12 h:12 h light:dark cycle (7 am–7 pm). BMCs were extracted from mouse femurs and tibiae as previously described^61^, and differentiated to macrophages (bone marrow derived macrophages, BMDMs) by adding 50 ng/mL recombinant murine M-CSF (macrophage colony-stimulating factor, PeproTech, 315-02) to the growth medium as previously described^62^. BMCs were cultured in DMEM (Gibco 41965-039) supplemented with 10% v/v fetal bovine serum (Sigma), penicillin/streptomycin (Gibco), and sodium pyruvate (Gibco) at 37 °C in a humidified atmosphere of 5% CO_2_. Media were changed every 2–3 days.

### General T-REX procedure in cells

HEK293T cells were transfected as indicated. After 24 h, cells were treated with Ht-PreHNE (5 μM) for 2 h in serum-free media. Excess Ht-PreHNE was removed by replacing the media with fresh serum-free media three times over a period of 1.5 h. Cells were then exposed to light (365 nm, 0.5 mW/cm^2^, 3 min) and incubated further as indicated. In cases where small-molecule (e.g., Bcb) treatment was necessary, compounds were introduced in serum-free media at the indicated concentrations immediately following light exposure.

### Analysis of Keap1 interactome changes following Keap1-hydroxynonenylation by T-REX-coupled SILAC proteomics strategy

A previously-generated HEK293T line expressing DsRed-IRES-His_6_-Halo-TEV-Keap1^59^ was grown for six passages in media containing exclusively “light” lysine and arginine (K + 0, R + 0) or “heavy” lysine and arginine (K + 8, R + 10), with media changes every 2–3 days. These cells were cultured in duplicate 10 cm diameter plates. Cells were treated with Ht-preHNE(alkyne) (20 μM) for 2 h in serum-free media (with “light” or “heavy” amino acids as appropriate). Cells were then rinsed three times with serum-free media (30 m per rinse) and exposed to UV light (365 nm, 0.5 mW/cm^2^) for 5 m. Cells were incubated for a further 1.5 h, then harvested, counted using a Countess II FL cell counter, and heavy and light cells were mixed in a 1:1 ratio for each comparison. Pooled cells were then lysed in lysis buffer [50 mM HEPES pH 7.6, 150 mM NaCl, 1% NP-40, 5 mM imidazole, and 1X cOmplete EDTA-free protease inhibitor tablets (Roche)] using three rapid cycles of freeze–thaw–vortexing with glass beads (Sigma). Insoluble material was cleared by centrifugation and total protein was diluted to 1 mg/ml and incubated with 50 μl TALON resin (Takara Bio) for 1 h at 4 °C with end-over-end rotation. Under these conditions, Keap1 expressed in cells was shown to be HNEylated by mass-spectrometry and the His-tag pulldown procedure deployed herein yields homogenous His_6_-Halo-TeV-Keap1 protein ectopically expressed in cells^13,52,59^. The resin was then washed three times with wash buffers [50 mM HEPES pH 7.6, 150 mM NaCl; and 5 mM imidazole (1st wash), 10 mM imidazole (2nd wash), or 15 mM imidazole (3rd wash)] for 10 min each with end-over-end rotation. His_6_-Halo-TEV-Keap1 and binding partners were eluted from the TALON resin with 30 μl elution buffer (50 mM HEPES pH 7.6, 150 mM NaCl, 200 mM imidazole) for 10 min with end-over-end rotation. Eluted proteins were resolved on a 4–20% gradient SDS-PAGE gel (Bio-Rad) and each band was cut into 5 fragments for LC-MS/MS analysis (Cornell Proteomics Core Facility).

### Analysis of Wdr1’s relative occupancy on Keap1 following HNE exposure to HEK293T cells

HEK293T cells transfected with the plasmid encoding either DsRed-IRES-His_6_-Halo-TeV-Keap1 or empty vector were cultured for 36 h, and media was changed 24 h post the transfection. The cells were then either treated with 25 µM HNE-alkyne or DMSO vehicle for 1.5 h in serum-free media. Under these conditions, Keap1 expressed in cells was shown to be HNEylated by mass-spectrometry and the His-tag pulldown procedure deployed herein yields homogenous His_6_-Halo-TeV-Keap1 protein ectopically expressed in cells^2,3,16^. Cells were then rinsed with 1x PBS and harvested. The cell pellets were then lysed in lysis buffer [50 mM HEPES pH 7.6, 150 mM NaCl, 1% NP-40, 5 mM imidazole, 1X Roche cOmplete, mini, EDTA-free protease inhibitor cocktail, 20 µM PR-619, 200 nM Bortezomib] using three rapid cycles of freeze–thaw. The cell lysates were clarified by centrifugation (21,000 × *g*, 8 min, 4 ^o^C) and total protein was diluted to 1 mg/ml using cell lysis buffer and incubated with 50 µL TALON resin (Takara Bio) for 1 h at 4 °C with end-to-end rotation. The resin was then washed three times with wash buffers [50 mM HEPES pH 7.6, 150 mM NaCl, 1X Roche cOmplete, mini, EDTA-free protease inhibitor cocktail, 20 µM PR-619, 200 nM Bortezomib; and 5 mM imidazole (1st wash), 10 mM imidazole (2nd wash), or 15 mM imidazole (3rd wash)] for 10 min each with end-over-end rotation at 4 °C. His_6_-Halo-TeV-Keap1 and binding partners were eluted from TALON resin using 30 µL elution buffer (50 mM HEPES pH 7.6, 150 mM NaCl, 1X Roche cOmplete, mini, EDTA-free protease inhibitor cocktail, 20 µM PR-619, 200 nM Bortezomib, 200 mM imidazole) over 10 min incubation period with end-over-end rotation at 4 °C. Eluted proteins were resolved on a SDS-PAGE gel and transferred to a PVDF membrane for western blot analysis using indicated antibodies.

### Co-immunoprecipitation of endogenous Keap1 and Wdr1

General co-IP procedure similar to that previously reported was followed^63^. Briefly, HEK293T cells were treated with either DMSO (–) or HNE (+) (12 µM). After 1.5 h, cells were harvested and washed twice with PBS. Cells were resuspended in lysis buffer (50 mM Tris pH 7.6, 150 mM NaCl, 1% Triton-X-100, 1X Roche cOmplete, EDTA-free protease inhibitor cocktail) and freeze-thawed three times. The lysate was spun down (20,000 × *g*, 10 min at 4 °C). The supernatant was collected and normalized to 12 mg/ml. 1 mL lysate was precleared with 150 μl settled protein A resin (ThermoFisher, #20334) at 4 °C for 1 h. To the 1 mL precleared lysate was added 75 μl mouse anti-Keap1 bound protein A resin and incubated at 4 °C overnight (the mouse anti-Keap1 bound protein A resin was produced by incubating 1 μg mouse anti-Keap1 with 100 μL settled protein A resin at 4 °C overnight a day prior to the experiment). The resin was pelleted (1000 × *g*, 1 min) then washed three times for 10 min each in 1 ml of 50 mM Tris pH 7.6, 150 mM NaCl, 0.1% Triton X-100 at 4 °C. The washed resin was added 50 μl 2X Laemmli Buffer containing 50 mM TCEP, and heated to 95 °C for 5 min to elute proteins. The resin was spun down (20,000 × *g*, 10 min at rt), and the supernatant was used in SDS-PAGE and western blot analyses.

### Generation of lentiviral shRNA-based knockdown HEK293T cell lines

HEK293T packaging cells (5.5 × 10^5^ cells) were seeded in 6-well plates in antibiotic-free media and incubated for 24 h. The cells were transfected with a mixture of 500 ng packaging plasmid (pCMV-R8.74psPAX2), 50 ng of envelope plasmid (pCMV-VSV-G), and 500 ng of pLKO vector containing the hairpin sequence (Sigma; Supplementary Table 7) using TransIT-LT1 (Mirus Bio) following the manufacturer’s protocol. shControl plasmids were obtained from Prof. Andrew Grimson (Cornell University). Eighteen hours post transfection, media were replaced with media containing 20% FBS and incubated for a further 24 h. Media containing virus particles were harvested, centrifuged (800 × *g*, 10 min), filtered through 0.45 μm filter, and used for infection or frozen at –80 °C for later use.

HEK293T cells (5.5 × 10^6^ cells) in 6-well plates were treated with 1 mL of virus-containing media in a total volume of 6 mL of media containing 8 μg/mL polybrene. After 24 h, media were changed and the cells were incubated for 24 h. Following this period, media were changed to media containing 2 μg/mL puromycin (Corning) and allowed to grow to confluence. Following selection, cells were assayed by western blotting.

### BMDM differentiation analysis

In vitro differentiation of primary mouse BMCs into BMDMs was performed as described above (see the “Mouse maintenance and culture of bone marrow cells” section). Differentiation was validated by flow-cytometry analysis using previously reported methods and reagents^62^. Briefly, at indicated days post differentiation, 10^6^ cells were incubated with 0.25 µg anti-mouse CD16/32 antibody in 100 µL staining buffer (BioLegend, 429-210) on ice for 10 m. Cells were pelleted by centrifugation, and then resuspended in 100 µL staining buffer containing anti-F4/80 conjugated to AlexaFluor 488 and anti-CD11b conjugated to BV711 and incubated on ice for 20 m in the dark. After being washed twice with staining buffer, cells were analyzed using an Attune NxT Flow Cytometer (AlexaFluor 488: excitation: 488 nm, emission: 530 nm; BV711, excitation: 405 nm, emission: 710 nm). Cells were first gated by FSC-A and SSC-A to determine cells of interest based on size and granularity (typically 55–60%). Further gating was performed by FSC-W and FSC-H, to determine single-cell populations (typically 90–95%). The gates for F4-80 (AlexaFluor 488) and CD11b (BV711) were determined against non-stained cells. Data analysis was performed using FlowJo v10.

### Generation of lentiviral shRNA-based knockdown BMDMs

HEK293T packaging cells (1.25 × 10^6^ cells) were seeded in T75 flasks in antibiotic-free media and incubated for 24 h. The cells were transfected with a mixture of 2500 ng packaging plasmid (pCMV-R8.74psPAX2), 250 ng of envelope plasmid (pCMV-VSV-G), and 2500 ng of pLKO vector containing the hairpin sequence (Sigma; Supplementary Table 7) using TransIT-LT1 (Mirus Bio) following the manufacturer’s protocol. shControl plasmids were obtained from (Sigma or Addgene; Supplementary Table 7). Eighteen hours post transfection, media were replaced with media containing 30% FBS and incubated for a further 24 h. Media containing virus particles were harvested, filtered through 0.45 μm filter, and used for infection.

BMDMs (2.2 × 10^7^ cells) in T75 plates were treated with 4 mL of virus-containing media in a total volume of 24 mL of media containing 4 μg/mL polybrene. After 24 h, media were changed and the cells were incubated for 24 h. Following this period, media were changed to media containing 2.5 μg/mL puromycin (Corning) and allowed to grow to confluence. Following selection, cells were assayed by western blotting.

### Western blotting

Cells were resuspended in lysis buffer (50 mM HEPES pH 7.6, 1% Triton X-100, 0.3 mM TCEP, 1X Roche cOmplete tablet) and lysed by three cycles of rapid freeze–thaw. Lysates were cleared by centrifugation (20,000 × *g*, 10 min, 4 °C) and total protein concentration was determined by Bradford assay (against BSA standard). Thirty or fifty micrograms of total protein was loaded per lane, separated by SDS-PAGE, transferred to PVDF, then the membrane was blocked, and incubated with the appropriate antibodies (Supplementary Table 6). Detection was carried out on a ChemiDoc-MP imaging system (Bio-Rad) or a Fusion FX imager (Vilber) using ECL Western Blotting Substrate (Pierce) or SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Scientific). Western blot data were quantitated using the Gel Analysis tool in ImageJ (NIH). Bands of interest were integrated and normalized to the loading control.

### Luciferase reporter assays for measurement of antioxidant response (AR)

These assays were carried out as previously described^13^. Briefly, cells were co-transfected with a 1:0.025:1:1 mixture of pGL4.37 E364A [(ARE:firefly luciferase) Promega]:pGL4.75, E693A [(CMV:*Renilla* luciferase) Promega]:pCS2 + 8 Halo-TEV-Keap1:pcDNA3 myc-Nrf2 with Mirus 2020 following the manufacturer’s protocol for 24 h. Cells were then subjected to T-REX as described above and incubated for a further 18 h. Media were removed and cells were lysed for 15 min in passive lysis buffer (Promega) with gentle shaking and homogenized lysate was transferred to the wells of an opaque white 96-well plate (Corning). Firefly and *Renilla* luciferase activity were measured sequentially on a BioTek Cytation3 microplate reader.

### Luciferase reporter assays

Cells were co-transfected with a 1:0.025 mixture of firefly luciferase reporter plasmid (Supplementary Table 8): pGL4.75, E693A [(CMV:*Renilla* luciferase) Promega] using Mirus 2020 following the manufacturer’s protocol. After 24 h, cells were treated with indicated electrophiles [12 and 24 μM (HNE or HDE); 24 and 48 μM (DMF) for low and high doses, respectively], and incubated for a further 18 h. Cells were lysed and luciferase activity measured as described above.

### Caspase activity assays

In black 96-well assay plates, lysates from luciferase reporter assays (40 μl per sample) were added to a mixture (150 μl) containing 50 mM HEPES pH 7.6, 0.1% CHAPS, 5 mM DTT, 10 μM Ac-DEVD-AMC. Time-dependent AMC release was measured in fluorescence mode (360 nm excitation; 460 nm emission) on a BioTek Cytation3 microplate reader for 120 min. The activity under these conditions was linear for 90 min. Caspase activity was normalized to the corresponding *Renilla* luciferase signal.

### Growth inhibition assays

Cells (3000 cells per well for HEK293T cells; 1500 cells per well for MEFs) were seeded in 96-well plates. After 24 h, cells were treated with the indicated molecules at the indicated concentrations and incubated for 48 h. AlamarBlue was added to each well and the cells were incubated for a further 4 h, after which fluorescence (excitation 560 nm; emission 590 nm) was measured using a BioTek Cytation3 microplate reader.

### Cell-cycle analysis

BMDMs (8.4 × 10^5^ cells per well) were seeded in 6-well plates and incubated for 24 h. Cells were harvested, pelleted by centrifugation, and then resuspended in 300 μL Dulbecco’s PBS. Chilled EtOH (700 μL) was added dropwise to each sample with regular mixing, and the cells were maintained at 4 °C in dark at least 24 h. Cells were pelleted and washed with 1% BSA in PBS twice, then incubated with 300 μL 50 μg/mL propidium iodide (PI, Sigma-Aldrich, P4864) at room temperature for 30 min with rotation in dark. 30 μL of 10 mg/ml RNase (Qiagen, 1007885) was then added followed by continued rotating for 30 min. Data were acquired using flow cytometry (Attune NxT Flow Cytometer, excitation: 561 nm; emission: 620 nm) and data analysis was performed using FlowJo v10. Cells were first gated by FSC-A and SSC-A to determine cells of interest based on size and granularity (typically 60–75%), from which were further gated by FSC-W and FSC-H to determine single-cell populations (typically 85–95%). The gates among G1, S, and G2/M phases of the cells are indicated in Supplementary Fig. 14b.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE135190. The proteomics data generated in this study have been deposited in the ProteomeXchange database under identifier PXD015481. The remainder of the data generated in this study are provided in Supplementary Tables 1–2, Supplementary Data 1–2, and the Source data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Wdr1 and cofilin are necessary mediators of immune-cell-specific apoptosis triggered by Tecfidera
**Source:** Nat Commun. 2021 Sep 30;12:5736. doi: 10.1038/s41467-021-25466-x
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Wdr1 and Cofilin are Necessary Mediators of Immune-Cell-Specific Apoptosis Triggered by Tecfidera

Jesse R. Poganik<sup>1,2</sup>, Kuan-Ting Huang<sup>1</sup>, Saba Parvez<sup>3</sup>, Yi Zhao<sup>4</sup>, Sruthi Raja<sup>1</sup>,  
Marcus J. C. Long<sup>5\*</sup> and Yimon Aye<sup>1\*</sup>

## Contents

|                               |    |
|-------------------------------|----|
| Supplementary Figures .....   | 2  |
| Supplementary Tables .....    | 32 |
| Supplementary Methods .....   | 40 |
| Supplementary References..... | 45 |

## Supplementary Figures

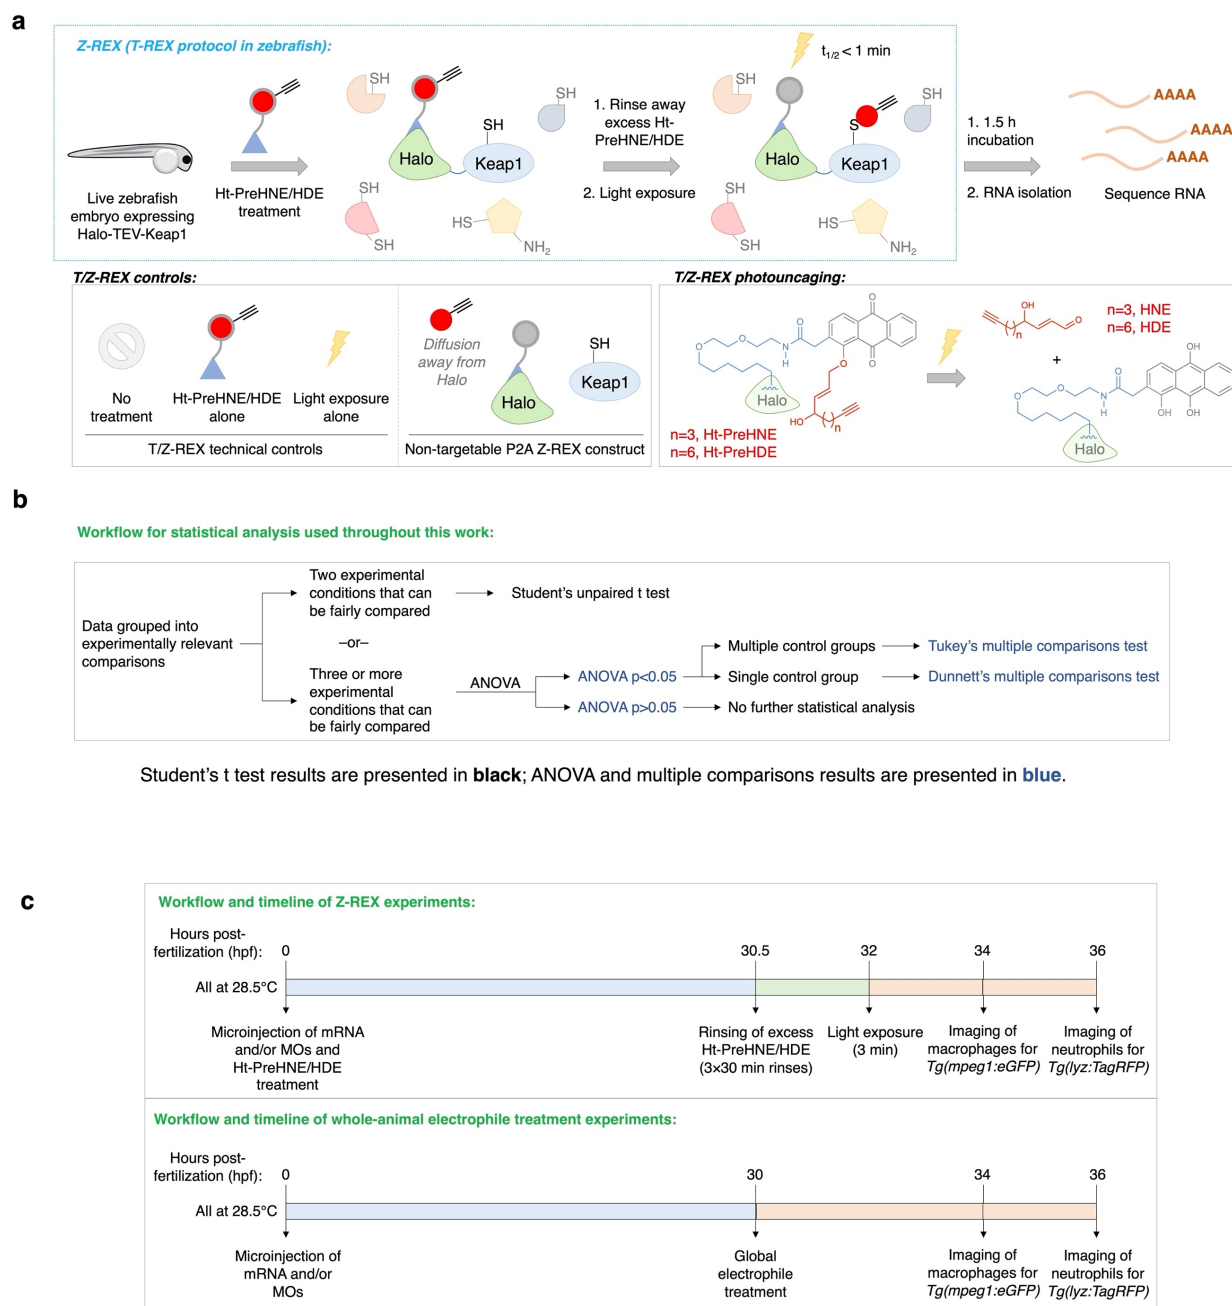

**Supplementary Figure 1. Illustrations of Z-REX, associated controls, statistical analysis approach, and Z-REX vs. bolus electrophile treatment experimental workflows.**

(a) Workflow of Z-REX-coupled RNA-seq screen. Steps within the blue dotted rectangle correspond to generalizable Z-REX protocol for temporally-controlled protein-specific targeted delivery of an electrophile (in this case HNE or HDE). Zebrafish embryos expressing Halo-TEV-Keap1 protein were treated with zebrafish-compatible<sup>1</sup> Halo-targetable photocaged precursors to HNE or HDE [termed Ht-PreHNE/HDE (see also Supplementary Fig. 2a)], which irreversibly bind to HaloTag within Halo-Keap1-fusion protein that includes a TEV-protease-cleavable linker between Halo and Keap1. After rinsing away

excess photocaged probe, embryos were exposed to light (365 nm, 0.5 mW/cm<sup>2</sup>, 3 min) to release HNE/HDE within the proximity of Keap1, eliciting substoichiometric Keap1-modification<sup>2,3</sup>. After 1.5 h incubation, RNA was isolated and subjected to RNA-seq. *Lower left inset*: Z-REX technical controls. (The same series of technical controls are applied in the cell-based variant of Z-REX, termed T-REX<sup>2,3</sup>). *Lower right inset*: generalizable photouncaging chemistry with Ht-PreHNE and Ht-PreHDE.

**(b)** Data analysis approach and statistical tests used throughout this work. Please see individual Figure legends for detailed description of specific tests deployed. Briefly, when data are direct comparisons between two variables, a two-tailed unpaired Student's t-test is performed (P values in this case are depicted in black in the corresponding data sets). When there are multiple comparisons, one-way analysis of variance (ANOVA) is performed first. If ANOVA shows means are significantly different from each other, then the appropriate corrected t-test is used, as described (depicted in blue, in the corresponding data sets). Sample sizes used in each data set are described elsewhere in Supplementary Methods below.

**(c)** Experimental design and timeline deployed in this work unless otherwise indicated: (upper panel) Z-REX; and (lower panel) bolus electrophile administration.

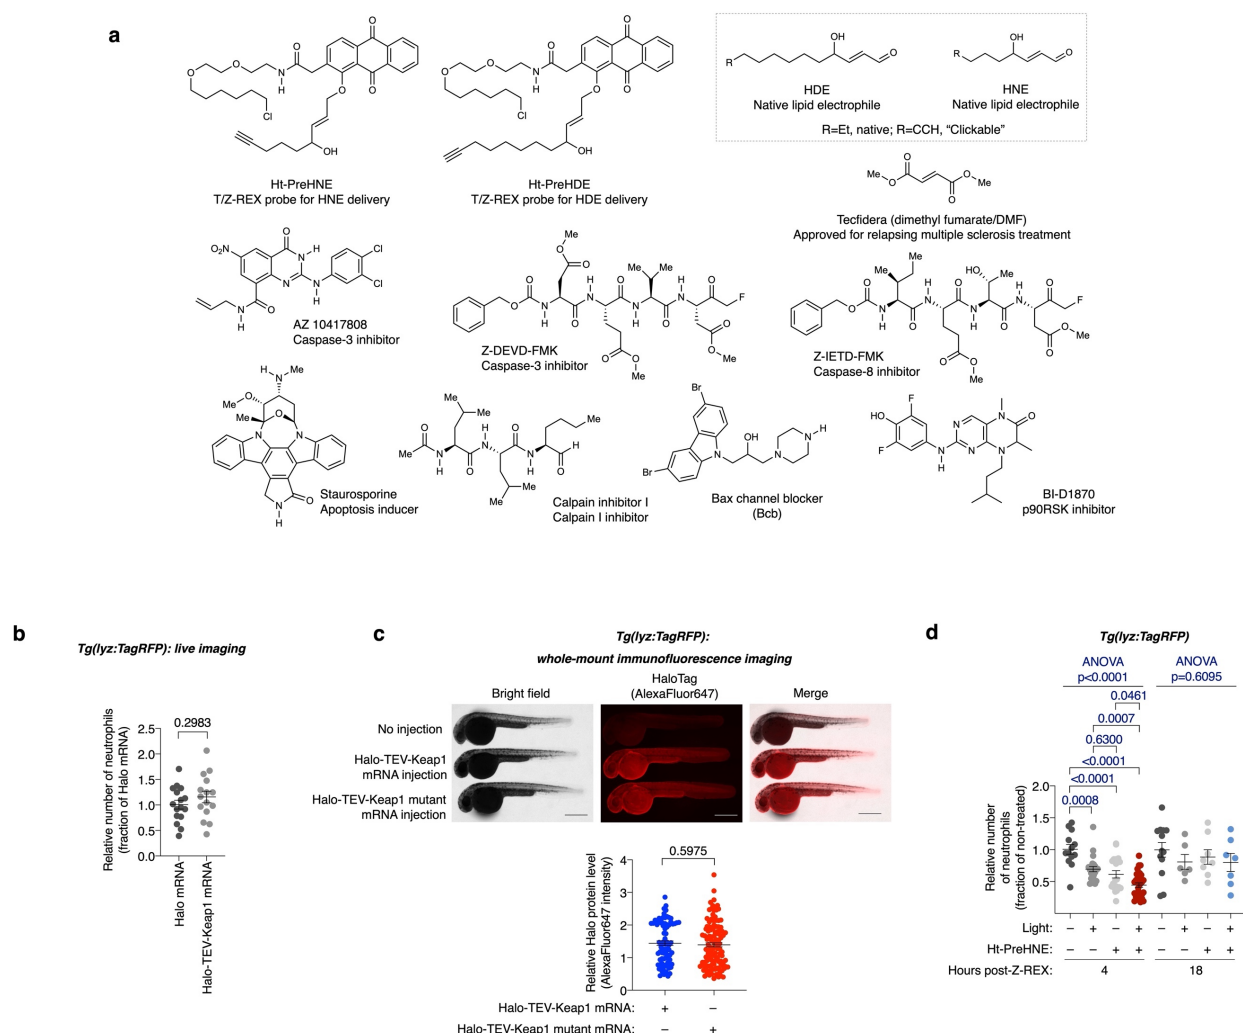

## Supplementary Figure 2. Ectopic expression of human Keap1 has no effect on neutrophil count in zebrafish embryos; Loss of neutrophils post Keap1-hydroxynonenylation is transient.

(a) Chemical structures of small molecules used in this study and their functions. Note: both native and “Clickable” (i.e., alkyne-functionalized) HNE and HDE are shown; only the “Clickable” variants were used in this study. All T/Z-REX probes used were exclusively “Clickable”. Also see Supplementary Fig. 1a.

(b) *Tg(lyz:TagRFP)* embryos were injected with mRNA encoding either Halo-TEV-Keap1 or Halo alone, and neutrophils were counted at 36 hpf. P values were calculated with two-tailed unpaired Student’s t test (see also Supplementary Fig. 1b).

(c) *Tg(lyz:TagRFP)* embryos were injected with mRNA encoding Halo-TEV-Keap1 or Halo-TEV-Keap1<sup>C151S&C273W&C288E</sup> (referred to in the figure as ‘Halo-TEV-KEAP1 mutant’). At 36 hpf, embryos were collected and immunostained as described in Methods. Scale bars, 500  $\mu$ m. Fluorescence was quantitated using the measure tool of Image-J and normalized to non-injected fish. P values were calculated with two-tailed unpaired Student’s t test (see also Supplementary Fig. 1b).

(d) *Tg(lyz:TagRFP)* embryos were subjected to Keap1-hydroxynonenylation using Z-REX, and neutrophils were counted either 4 or 18 h post-Z-REX (corresponding to ~36 hpf and 50 hpf, respectively). P values were calculated with ANOVA and Tukey’s multiple comparisons test (see also Supplementary Fig. 1b).

All data present mean $\pm$ SEM. All sample sizes listed in Supplementary Methods. Source data are provided as a Source Data file.

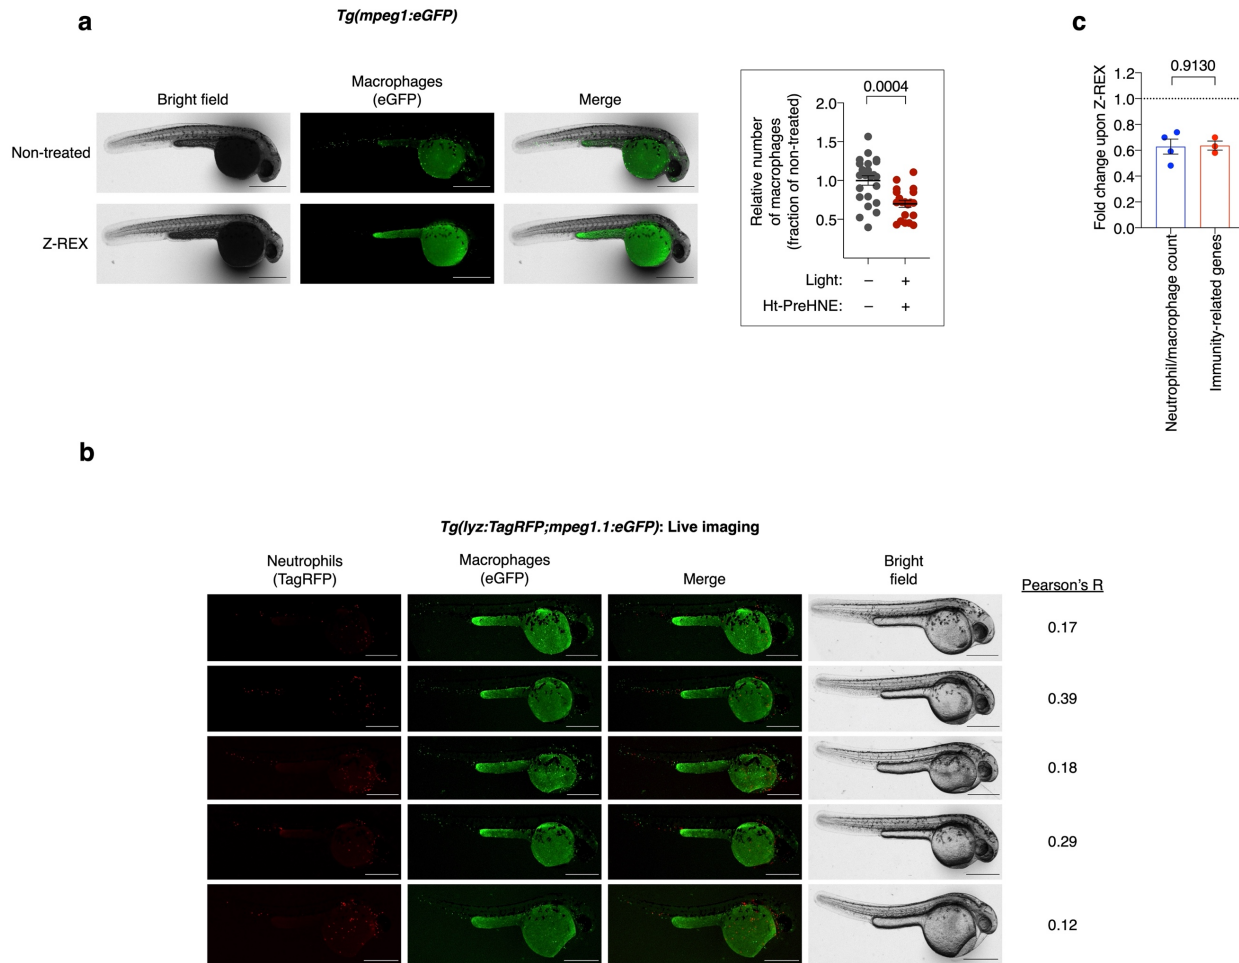

**Supplementary Figure 3. Z-REX-assisted hydroxynonenylation of Keap1 suppressed macrophage counts in zebrafish embryos; suppression of neutrophil/macrophage cell counts is not significantly different from suppression of immunity-related genes.**

**(a)** Representative images of *Tg(mpeg1:eGFP)* subjected to Keap1-hydroxynonenylation by Z-REX against untreated controls. *Inset at right:* Quantitation of macrophages counted 2 h post-Z-REX (34 hpf). Scale bars, 500  $\mu$ m. P values were calculated with two-tailed unpaired Student's t test (see also Supplementary Fig. 1b).

**(b)** Live imaging of *Tg(lyz:TagRFP;mpeg1.1:eGFP)* shows no colocalization of neutrophil and macrophage markers in reporter fish lines. Five representative fish are shown housing both the neutrophil (*lyz:TagRFP*) and macrophage (*mpeg1.1:eGFP*) reporters. Pearson's R for colocalization of background-subtracted fluorescence was determined using the "Coloc 2" tool of ImageJ. Scale bars, 500  $\mu$ m.

**(c)** Comparison of fold change (Z-REX/non-treated; see Fig. 2d) in neutrophil/macrophage counts (by live imaging analysis) and change in transcript abundance of immunity-related genes (by qRT-PCR analysis). P values were calculated with two-tailed unpaired Student's t test (see also Supplementary Fig. 1b).

All data present mean $\pm$ SEM. All sample sizes listed in Supplementary Methods. Source data are provided as a Source Data file.

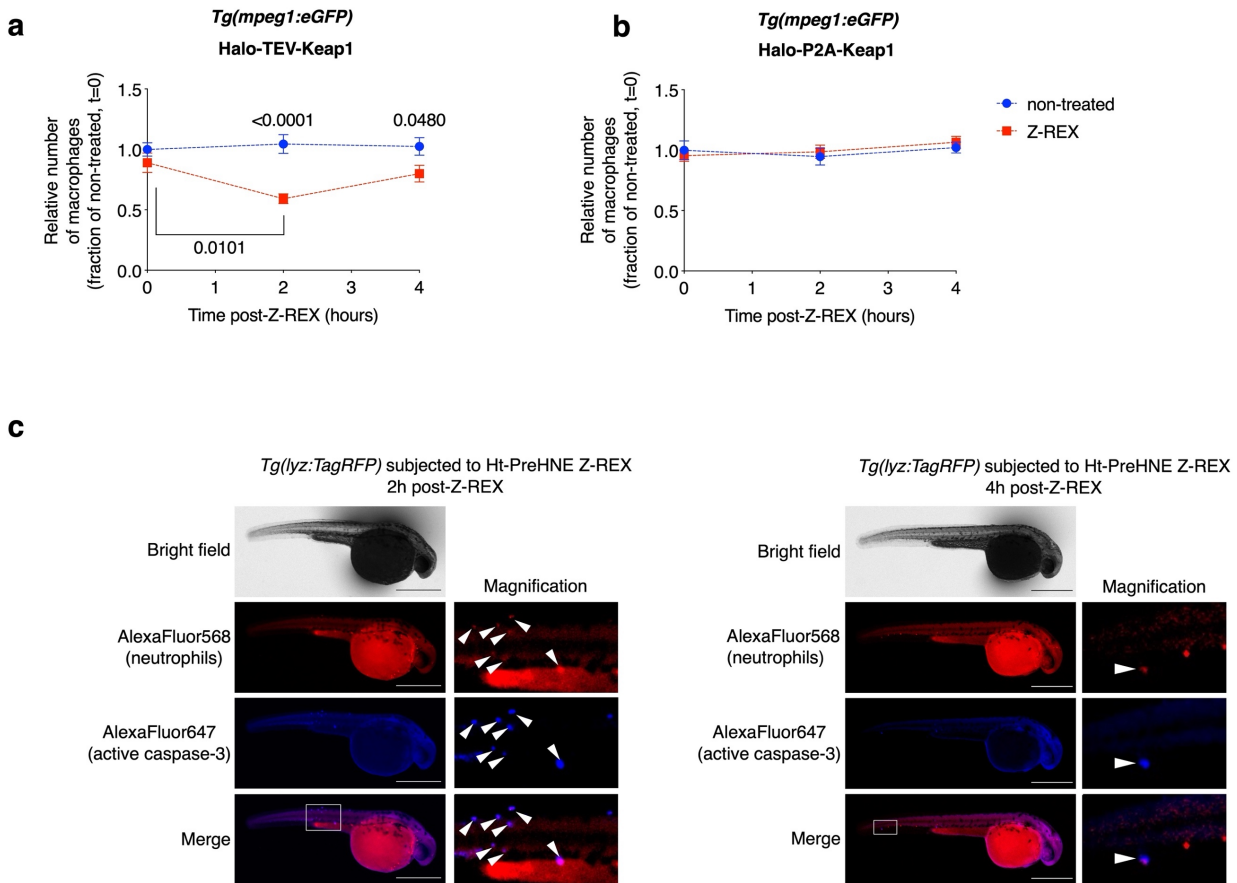

**Supplementary Figure 4. Keap1-hydroxynonenylation-promoted neutrophil/macrophage loss is dependent on caspase-3-mediated apoptosis.**

(a and b) Macrophage count was monitored over time post-Z-REX in *Tg(mpeg1:eGFP)* embryos expressing either Halo-TEV-Keap1 (a) or Halo-P2A-Keap1 (b). Halo-P2A-Keap1 construct cannot undergo Keap1-hydroxynonenylation by Z-REX (see Supplementary Fig. 1a inset “P2A system”). In (a), the numbers above the blue points represent two-tailed unpaired Student’s t-tests between the number of macrophages at the given time point in control embryos, and number of macrophages, at the same time point (red points), in embryos that had undergone Z-REX. The drop in macrophages upon Z-REX is significant 2 h post light exposure. The two-tailed unpaired Student’s t-test for comparison between 0 and 2 hours is shown below the red points (0.0101).

(c) *Tg(lyz:TagRFP)* embryos were subjected to Z-REX to hydroxynonenylate Keap1. At 2- and 4 h-post-Z-REX, embryos were subjected to immunostaining for RFP (red, neutrophils) and active Caspase-3 (blue) as described in the methods section. *Right*, expansions of the boxed regions showing magnification of individual channels. Colocalization events are indicated with white arrows. Scale bars, 500  $\mu$ m.

All data present mean $\pm$ SEM. All sample sizes listed in Supplementary Methods. Source data are provided as a Source Data file.

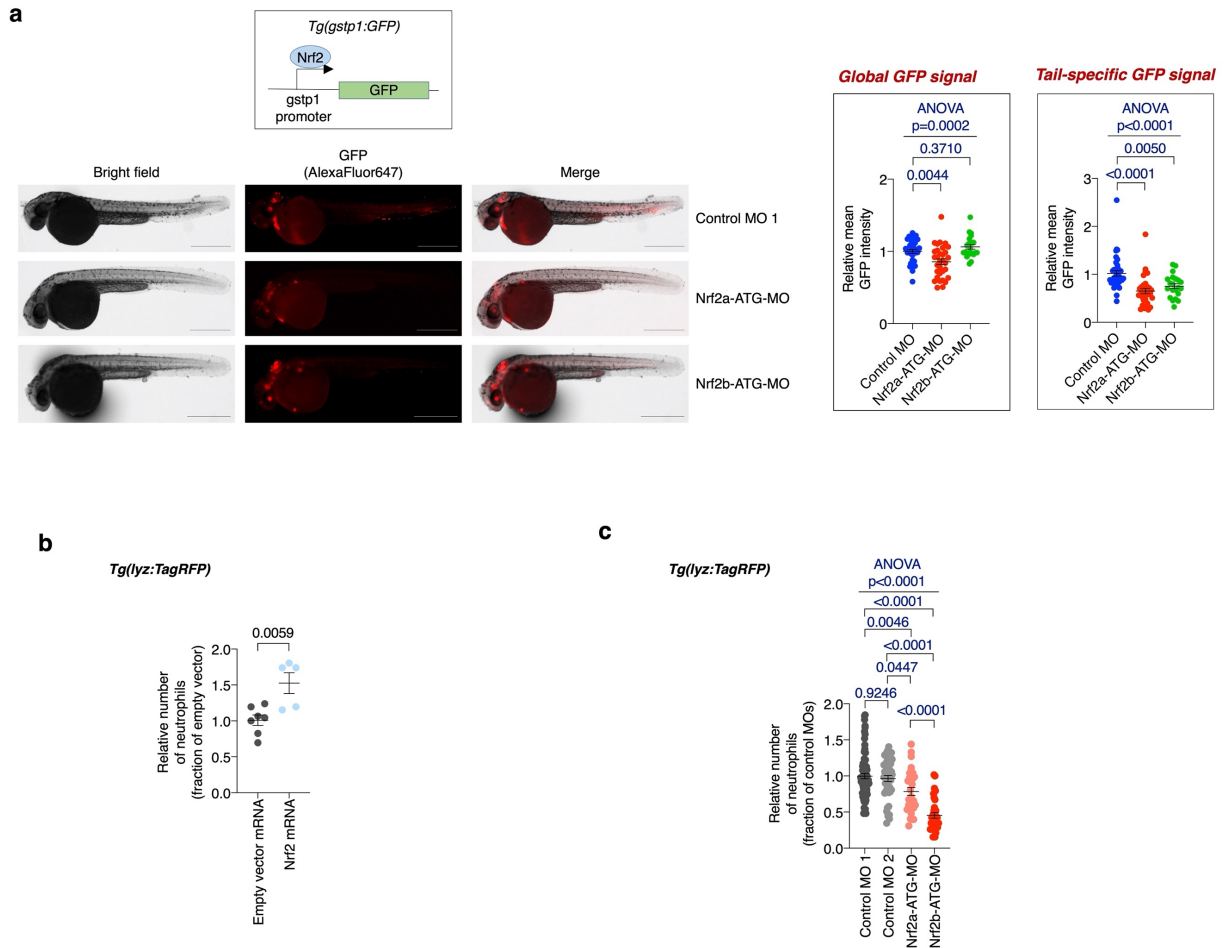

**Supplementary Figure 5. Nrf2-gene expression levels are generally correlated with neutrophil and macrophage counts; neutrophil and macrophage loss engendered by Keap1-specific hydroxynonenylation is independent of Nrf2.**

(a) Using the reporter line *Tg(gstp1:GFP)*, which reports on the levels of Nrf2<sup>4</sup>, embryos were injected with the indicated MO (500  $\mu$ M). At 36 hpf, embryos were collected and immunostained as described in the methods section. Red fluorescent antibody staining was used as zebrafish at this developmental stage have high background fluorescence in the GFP channel, preventing accurate quantitation. Representative fish are shown. Scale bar, 500  $\mu$ m. *Inset*: Fluorescence *both* at the global level (over whole fish) (*left*) and signal specific to the tail region (the most responsive region of this reporter line) (*right*), was quantitated with the measure tool of Image-J. P values were calculated with ANOVA and Dunnett's multiple comparisons test. ATG-MO: an MO targeting the translation start site; SPL-MO: an MO inhibiting splicing.

(b) *Tg(lyz:TagRFP)* embryos were injected with mRNA encoding human Nrf2 or a negative control (empty vector mRNA), and neutrophils were counted at 36 hpf. P values were calculated with two-tailed unpaired Student's t test (see also Supplementary Fig. 1b).

(c) The zebrafish Nrf2a/b-paralogs were knocked down in *Tg(lyz:TagRFP)*, by injection of MOs (500  $\mu$ M) targeting respective paralogs, and data compared to control samples treated with two independent control MOs. Neutrophils were counted at 36 hpf in all samples. P values were calculated with ANOVA and Tukey's multiple comparisons test (see also Supplementary Fig. 1b).

All data present mean $\pm$ SEM. All sample sizes listed in Supplementary Methods. Source data are provided as a Source Data file.

**a**

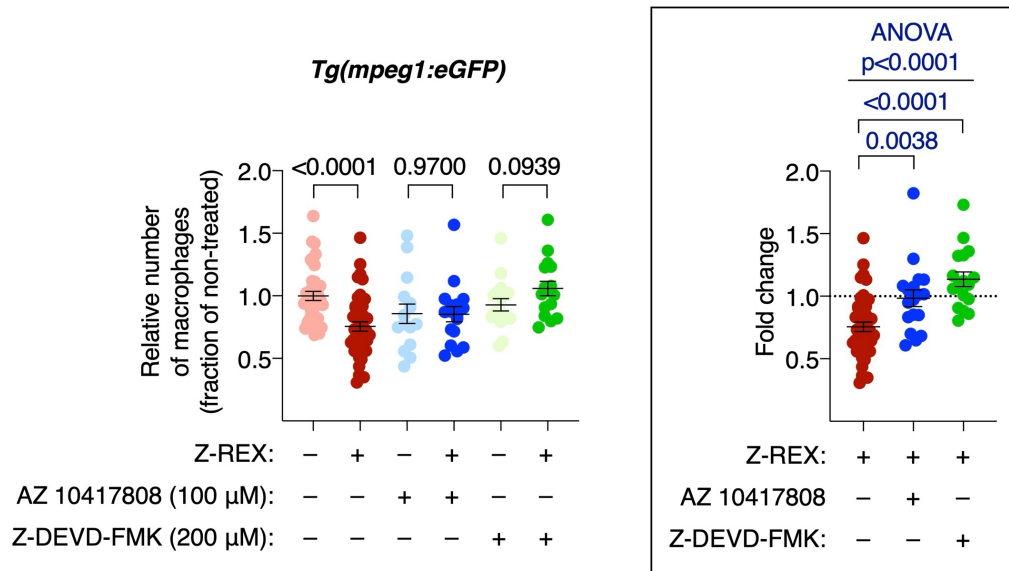

**b**

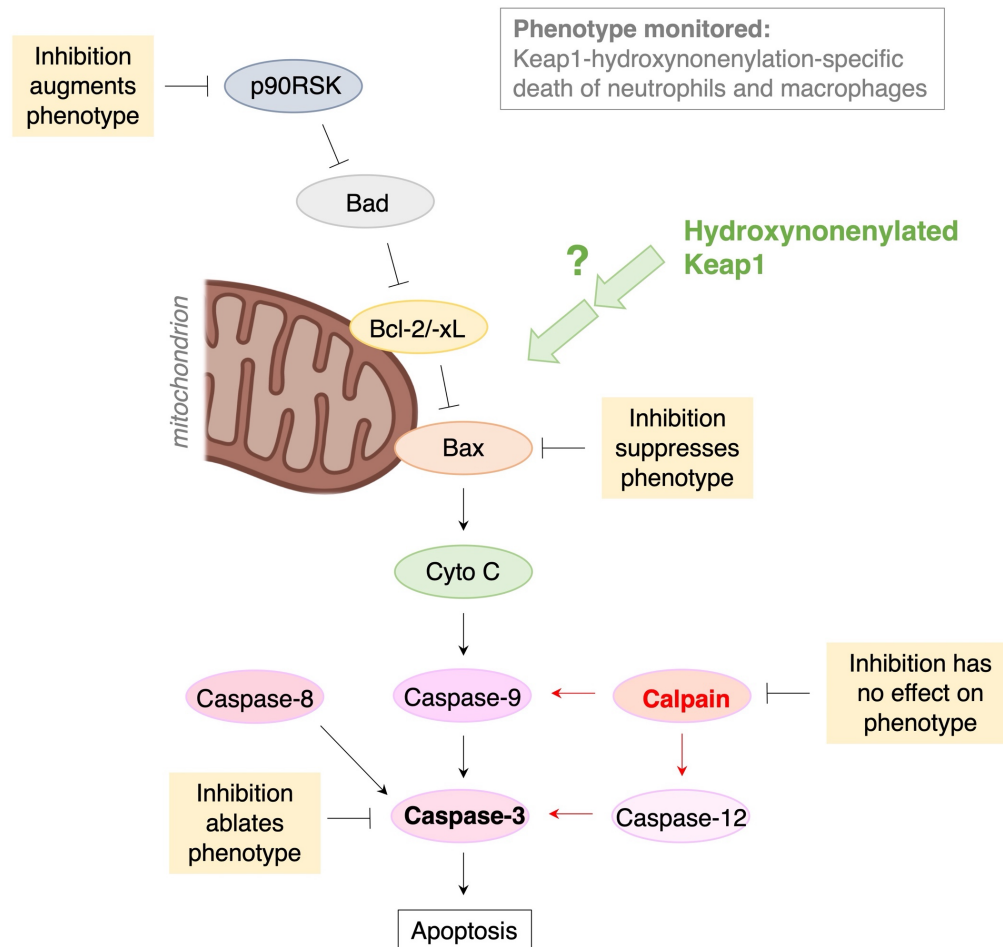

**Supplementary Figure 6. Keap1-hydroxynonylation-promoted macrophage loss is dependent on Caspase-3-mediated apoptosis.**

(a) *Tg(mpeg1:eGFP)* embryos were subjected to Keap1-hydroxynonylation by Z-REX in the presence of either Caspase-3 inhibitors, AZ 10417808 (reversible, non-peptide based) or Z-DEVD-FMK (covalent, peptide based) (see Supplementary Fig. 2a). Macrophages were counted 2 h post-Z-REX (34 hpf). *Inset at right*: analysis of fold changes (Z-REX/corresponding non-Z-REX-condition; see Fig. 2d) of macrophage counts. P values in black were calculated with two-tailed unpaired Student's t test; P values in blue were calculated with ANOVA and Dunnett's multiple comparisons test (see also Supplementary Fig. 1b). All data are presented as mean±SEM. All sample sizes listed in Supplementary Methods. Source data are provided as a Source Data file.

(b) Illustration of two relevant arms of apoptosis: Calpain-mediated arm signaling through Caspase-12 and -9,<sup>5,6</sup> and mitochondrial-targeted apoptosis signaling through Caspase-8 or -9.<sup>7-9</sup> Shown in yellow boxes are our empirical results from pharmacological perturbations that assisted pathway deconvolution studies in this work. The specific phenotypic outcomes observed with inhibiting indicated protein players led us to hypothesize that Keap1-hydroxynonylation intercepts Bax-dependent mitochondrial apoptosis (Block arrows in light green). See text for detailed discussion.

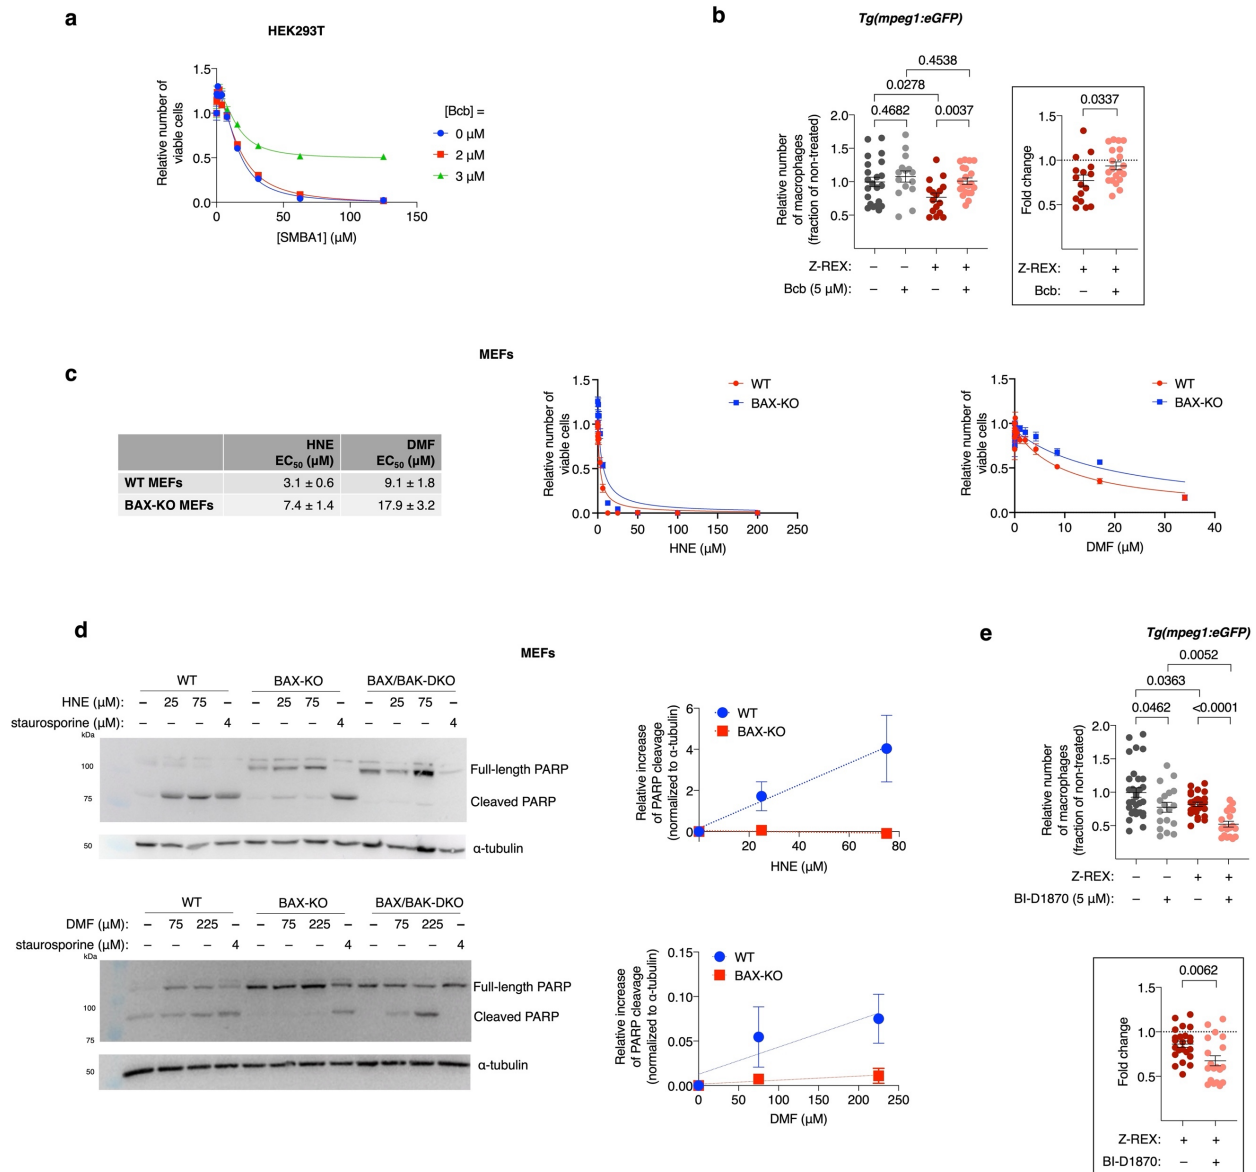

**Supplementary Figure 7. Keap1-hydroxynonylation-promoted loss of macrophages is both pharmacologically and genetically dependent on Bax channels, and is promoted by inhibition of p90RSK.** (a) HEK293T cells were simultaneously treated for 24 h with the indicated concentrations of Bcb and SMBA1, a Bax-specific agonist<sup>10</sup>. Viability was assessed by alamarBlue assays as described in Methods. Note: these data agree with published reports of Bax-activation alone being sufficient to prime apoptosis<sup>11-13</sup>.

(b) *Tg(mpeg1:eGFP)* were subjected to Keap1-hydroxynonylation by Z-REX with or without treatment with Bax channel blocker (Bcb) (see Supplementary Fig. 2a), and macrophages were counted 2 h post-Z-REX (34 hpf). *Inset at right*: analysis of fold changes (Z-REX/corresponding non-Z-REX-condition; see Fig. 2d) in macrophage counts. P values were calculated with two-tailed unpaired Student's t test (see also Supplementary Fig. 1b).

(c) MEFs of either WT or indicated knockouts were treated for 48 h with the indicated concentrations of HNE or DMF. Viability was assessed by alamarBlue assays as described in Methods. *Inset, table*: EC<sub>50</sub> of

viability derived from:  $Y = A / [1 + (X/EC_{50})]$ , in which Y, A and X respectively represent: cell viability, constant for floating y-intercept, and concentration of HNE (or DMF).

**(d)** *Left*: western blots analyzing changes in the endogenous levels of cleaved PARP (hallmark of apoptosis) in MEFs of either WT or indicated knockouts, subsequent to treatment with either HNE (top blots) or DMF (lower blots) or staurosporine (both blots) (3 h treatment). *Right*: ImageJ quantification of relative extent of cleaved PARP in HNE- or DMF-treated, compared to the respective DMSO-control set, in Bax KO (red squares) vs. wt (blue dots) MEFs. In each data set, further normalization was performed against  $\alpha$ -tubulin loading control. PARP cleavage in all treated cells for wt is larger than Bax KO for HNE [slope from linear regression (wt) =  $0.055 \pm 0.011$ ; (Bax KO) =  $-0.00082 \pm 0.00090$ ] and for DMF [slope from linear regression (wt) =  $0.00037 \pm 0.0001$ ; (Bax KO) =  $0.000054 \pm 0.00002$ ]. Fits derived from fitting to  $y = mx$ .

**(e)** *Tg(mpeg1:eGFP)* were subjected to Keap1-hydroxynonenylation by Z-REX with or without treatment with BI-D1870, an inhibitor of p90RSK (see Supplementary Fig. 2a), and macrophages were counted 2 h post-Z-REX (34 hpf). *Inset below*: analysis of fold changes (Z-REX/corresponding non-Z-REX-condition; see Fig. 2d) in macrophage counts. P values were calculated with two-tailed unpaired Student's t test (see also Supplementary Fig. 1b).

All data present mean  $\pm$  SEM. All sample sizes listed in Supplementary Methods. Source data are provided as a Source Data file.

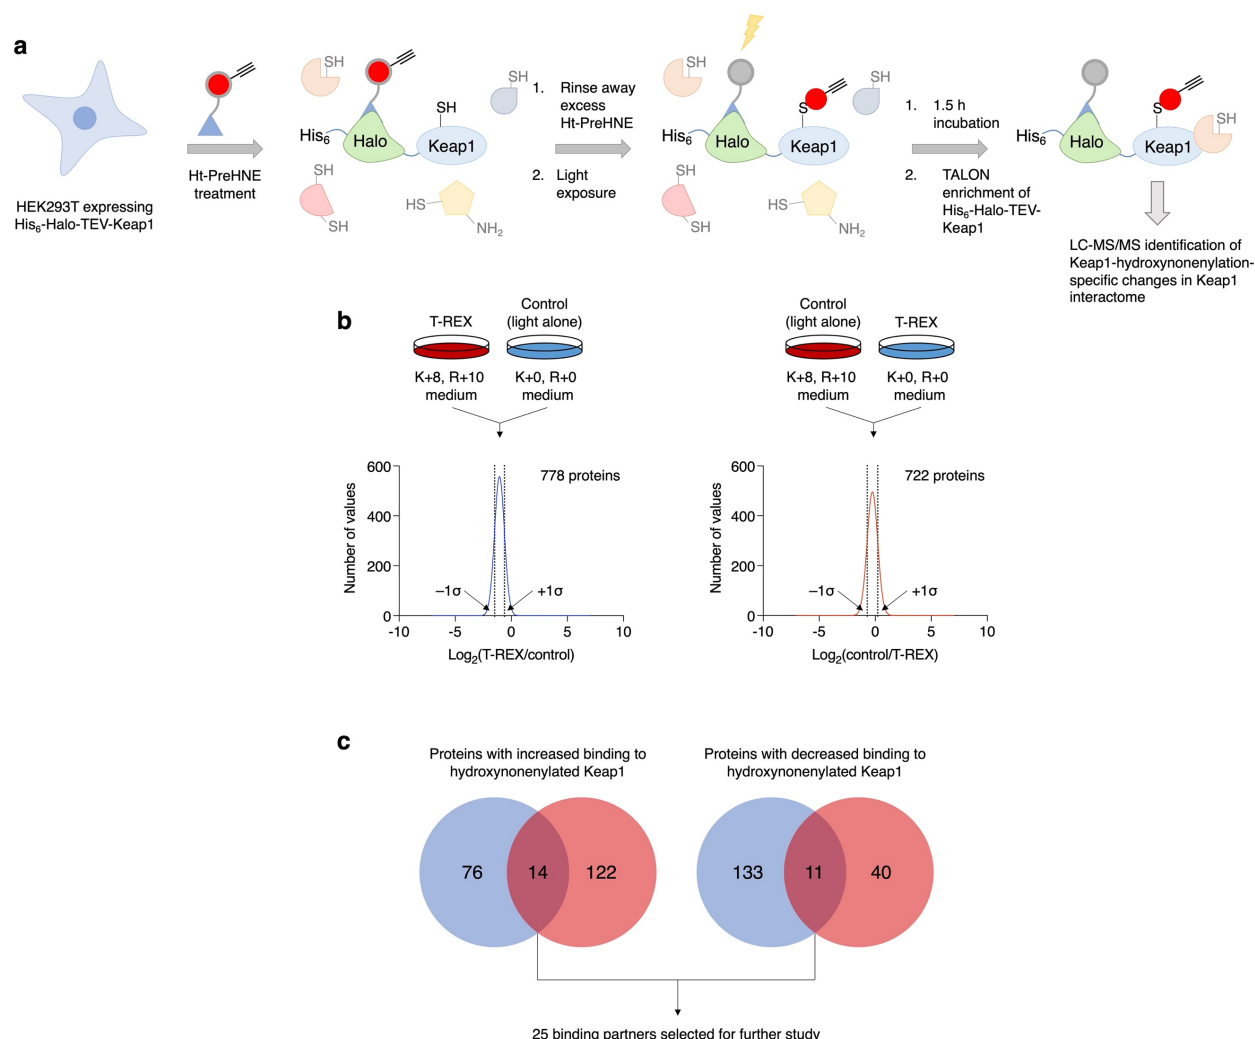

### Supplementary Figure 8. T-REX-coupled SILAC proteomics strategy in cells interrogates Keap1-modification-specific changes in Keap1 interactome.

(a) T-REX workflow in live cells coupled with affinity pulldown to determine protein partners that the protein of interest (in this case Keap1) has gained or lost specifically as a result of HNE-modification in cells. Following the standard live-cell-based T-REX protocol<sup>2</sup>, HEK293T cells stably expressing His<sub>6</sub>-Halo-TEV-Keap1 fusion protein were treated with Ht-PreHNE (Halo-targetable photocaged precursor to alkyne-functionalized HNE; see Supplementary Fig. 1a and 2a); excess unbound Ht-PreHNE was washed out; and samples were exposed to light (365 nm, 0.5 mW/cm<sup>2</sup>, 3 min). Following 1.5 h incubation, the cells were lysed, and His<sub>6</sub>-Halo-TEV-Keap1 protein with hydroxynonenylation modification on Keap1 (and its associated interactome) was pulled down using a Ni-NTA affinity resin. [Control samples were subjected to identical conditions except DMSO was used in place of Ht-PreHNE, thereby resulting in no HNE-modification of Keap1. See also Supplementary Fig. 8b]. Standard peptide digest, and subsequent LC-MS/MS analysis allowed comparative identification of Keap1-interactome between samples where Keap1 was hydroxynonenylated and those where Keap1 was not hydroxynonenylated.

(b) SILAC experimental setup was integrated into the T-REX workflow in Supplementary Fig. 8a. Heavy amino acid-labeled HEK293T cells expressing His-Halo-TEV-Keap1 were subjected to Keap1-hydroxynonenylation by T-REX<sup>2,3,14-20</sup> and light amino acid-labeled cells were subjected to light exposure alone as a negative control (top *left*); the reverse setup was also used (top *right*). From the resulting

dataset, proteins whose extent-of-binding to hydroxynonylated Keap1 was increased/decreased greater than 1 standard deviation ( $1\sigma$ ) above/below the mean were compared between the two datasets. Gaussian fitting and analysis were performed using Prism. See also Supplementary Table 2 and Supplementary Data 2.

(c) The binding partners whose interaction with hydroxynonylated Keap1 was altered consistently between the two datasets (i.e., overlap in Venn diagrams) were carried forward for further validation in cells and fish. See text for discussion. Note: the data compared in Supplementary Fig. 8c include hits at the  $1\sigma$  confidence interval and above, so it is not surprising that overlap across the two data sets is 20%. However, we included a large number of potential hits in the screen, such that we could carry out ensemble analysis on these as shown in Supplementary Fig. 9b. Our final hit, Wdr1, is validated to suppress fold change in neutrophils upon Keap1-hydroxynonylation at the  $3\sigma$  confidence level from the group of 25 hits in Supplementary Fig. 8c. Wdr1 is also diminished in the co-immunoprecipitation at the  $3\sigma$  level in each of the two independent experiments.

All sample sizes listed in Supplementary Methods. Source data are provided as a Source Data file.

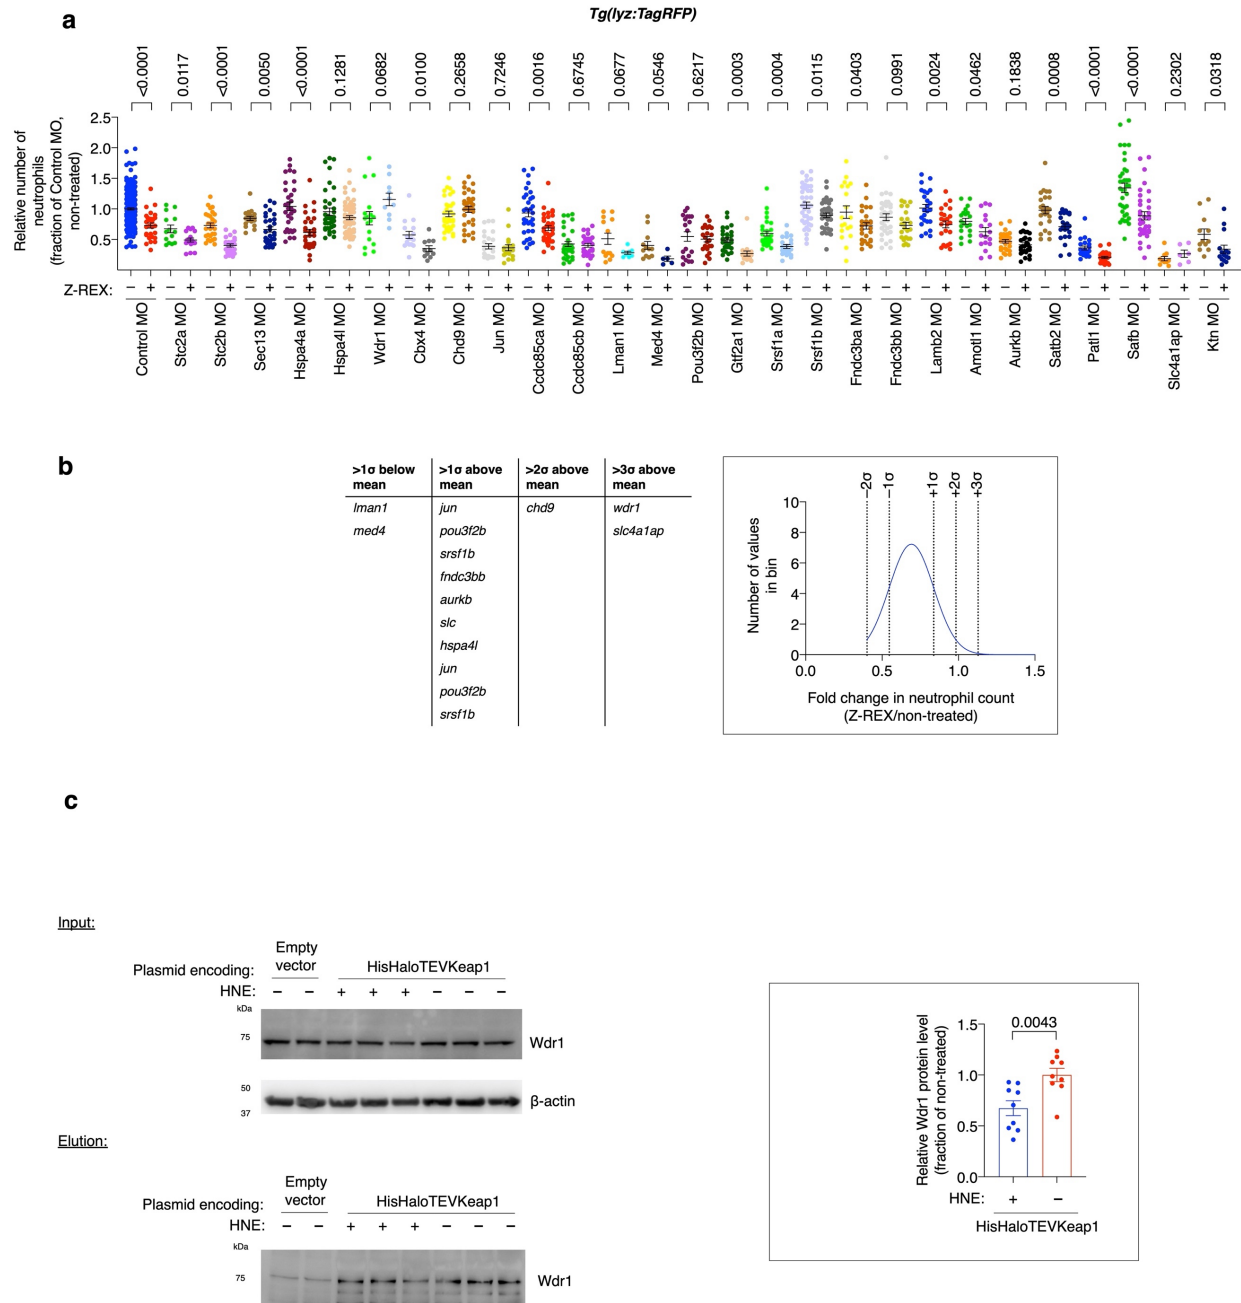

**Supplementary Figure 9. Interference of *wdr1* or *slc4a1ap* blocks neutrophil loss upon Keap1-hydroxynonylation; following whole-cell HNE exposure, association between hydroxynonylated ectopic Keap1 and endogenous Wdr1 is reduced.**

ATG-MO: an MO targeting the translation start site; SPL-MO: an MO inhibiting splicing.

(a) Keap1-hydroxynonylation with Z-REX was performed in *Tg(lyz:TagRFP)* embryos co-injected with MOs (500 μM) targeting the indicated Keap1-binding partner discovered from the SILAC-T-REX data sets, and neutrophils were counted 4 h post-Z-REX. Note: knockdown of many of these genes affects basal neutrophil levels. However, fold change in neutrophils across the whole data set is not different from that of the control fish. Furthermore, there is no correlation between how the MO changes neutrophil levels in the absence of Z-REX to how Z-REX decreases the number of neutrophils in each MO background (Fig.

3a). P values were calculated with two-tailed unpaired Student's t test (see also Supplementary Fig. 1b). All data present mean $\pm$ SEM. Note: these data are analyzed as an ensemble below; t tests were not used to identify hits.

**(b)** Gaussian fitting and global analysis were performed for the knockdown embryos in **(a)**, examining the fold changes (Z-REX/non-treated; see Fig. 2d) in neutrophil count in live embryos following Keap1-hydroxynonylation. The results showed that for all 27 genes examined, the average fold change in Keap1-hydroxynonylation-associated neutrophil count upon respective gene-knockdown was largely consistent with that observed in the background of a knockdown control MO (~30% decrease). Notably, knockdown of either *wdr1* or *slc4a1ap* upregulated neutrophil count following Z-REX Keap1-hydroxynonylation to an extent greater than 3 standard deviations ( $>3\sigma$ ) above the mean.

**(c)** HEK293T cells stably expressing His-Halo-TEV-Keap1 were treated with either DMSO (–) or HNE (+) (25  $\mu$ M) for 1.5 h. (Under these conditions, Keap1 expressed in cells is shown to be HNEylated<sup>2,3,15</sup>). Following cell lysis, hydroxynonylated and non-modified His<sub>6</sub>-Halo-TEV-Keap1 and their associated interactomes were enriched using Ni-NTA affinity resin. The input and eluted proteins were subjected to western blotting to assess levels of Wdr1 bound to His<sub>6</sub>-Halo-TEV-Keap1. *Inset*: Quantification of Wdr1 protein levels normalized to a loading control,  $\beta$ -actin. Quantitation was performed with ImageJ. P values were calculated with two-tailed unpaired Student's t test (see also Supplementary Fig. 1b).

All data present mean $\pm$ SEM. All sample sizes listed in Supplementary Methods. Source data are provided as a Source Data file.

**IP:**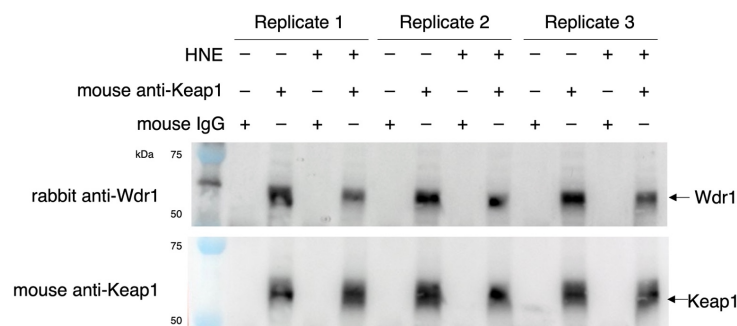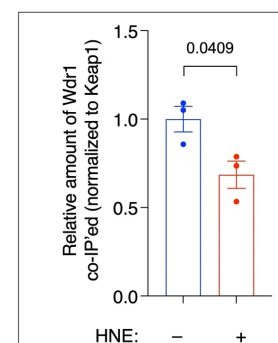**Input**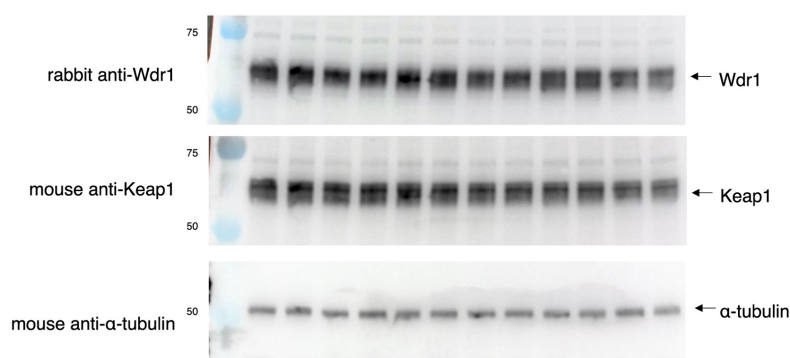

**Supplementary Figure 10. Co-IP experiment of endogenous proteins in native untreated HEK293T cells shows association between Keap1 and Wdr1; whole-cell exposure to HNE results in reduced association.** HEK293T cells were treated with either DMSO (–) or HNE (+) (12  $\mu$ M) for 1.5 h. Following cell lysis, Keap1 and its associated interactome were enriched using anti-Keap1 bound to protein A resin. The input and eluted proteins were subjected to western blot analysis using indicated antibodies to assess levels of Wdr1 bound to Keap1. [The band around 50 kDa in the top blot (under ‘IP’) is a non-specific band, likely binding to the heavy-chain due to it being present in high concentration in IgG-control samples]. ***Inset:*** Quantification of Wdr1 normalized to Keap1, performed with ImageJ. P values were calculated with two-tailed unpaired Student’s t-test (see also Supplementary Fig. 1b). All data present mean $\pm$ SEM. All sample sizes listed in Supplementary Methods. Source data are provided as a Source Data file.

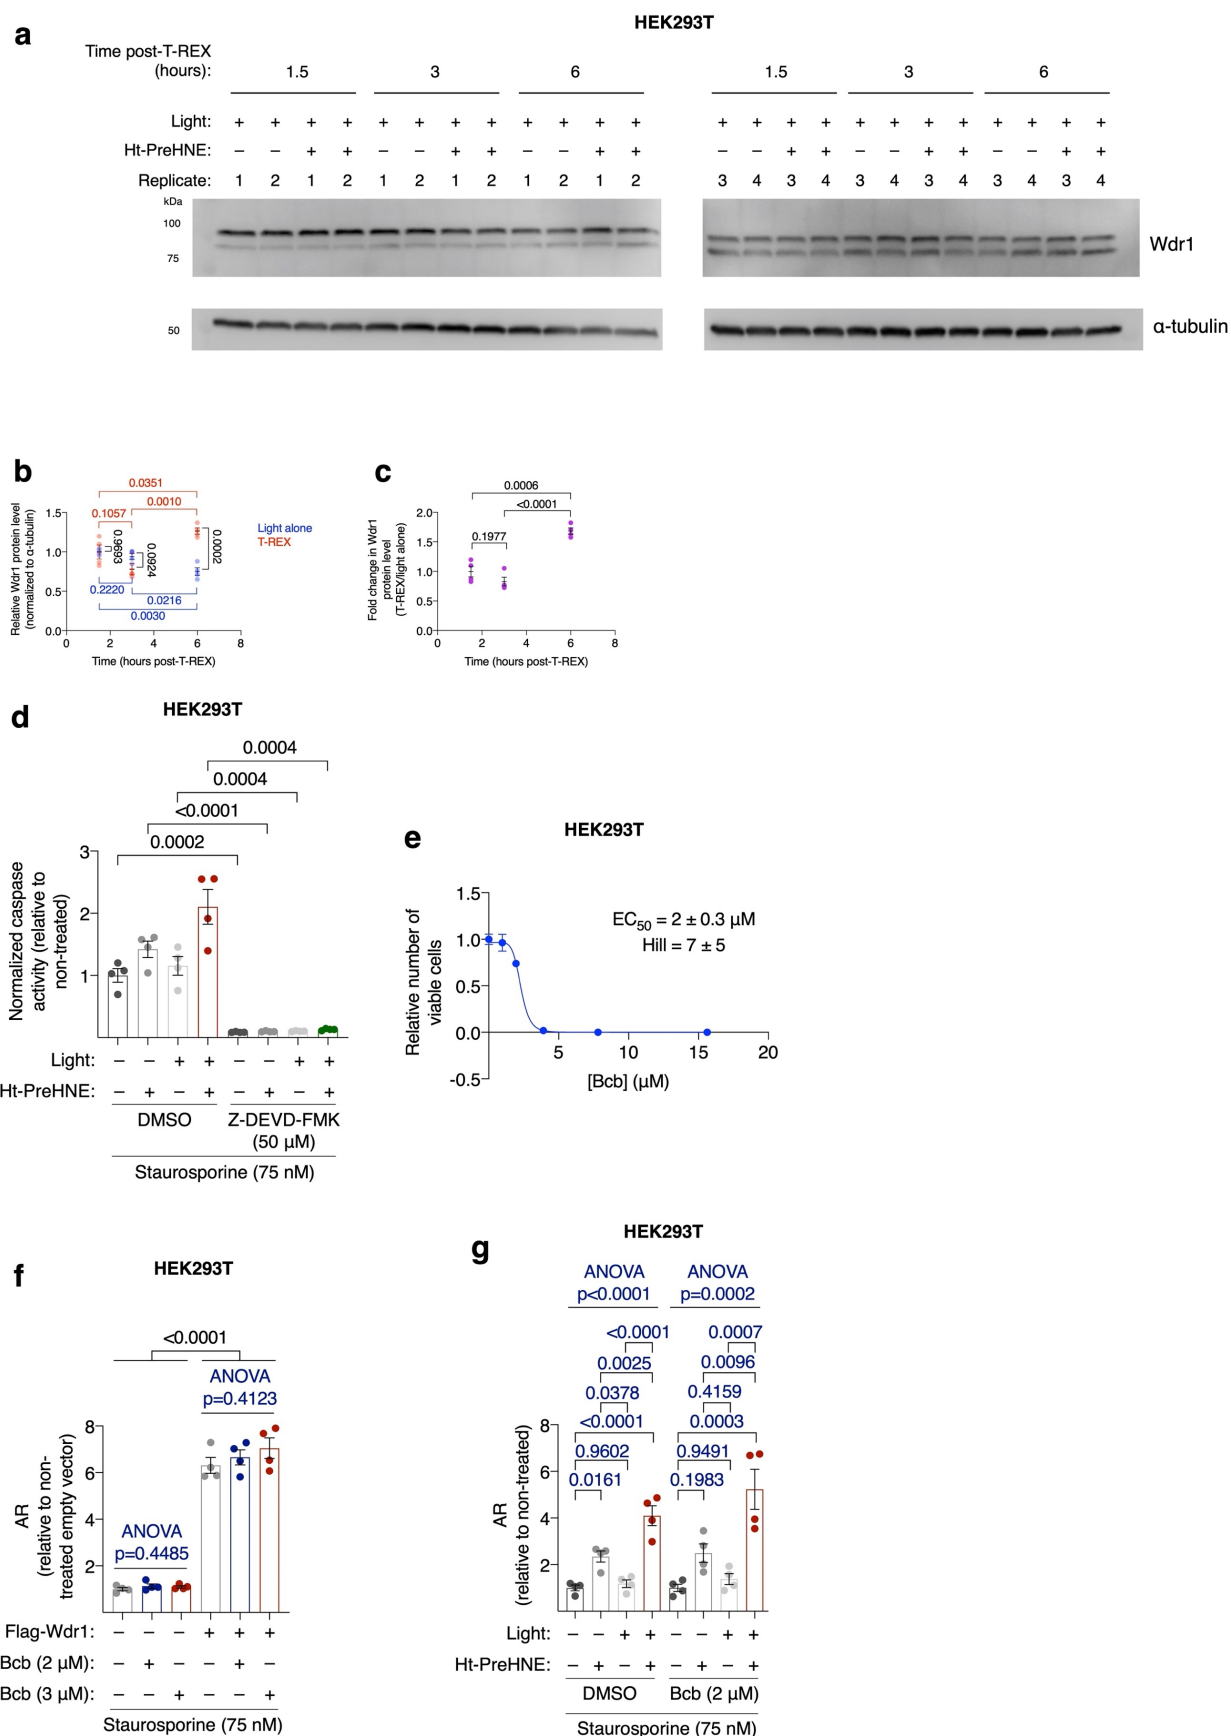

**Supplementary Figure 11. Z-DEVD-FMK inhibits Caspase activity; Bcb does not significantly affect AR or viability at the concentrations used; and Keap1-hydroxynonylation upregulates endogenous Wdr1 levels.**

(a) HEK293T cells subjected to T-REX-mediated Keap1-hydroxynonylation were harvested at the indicated timepoints and lysates were subjected to western blotting to assess levels of endogenous Wdr1 protein. Note: this analysis likely underestimates changes in free Wdr1 levels, since our SILAC data described elsewhere (Supplementary Fig. 8, Supplementary Table 2, Supplementary Data 2) revealed that this change in Wdr1 levels is also coupled to loss of Wdr1's association from Keap1 following Keap1-hydroxynonylation, thereby implying that total free Wdr1 protein is increased significantly.

(b) Data from (a) quantitated using ImageJ. All p values were calculated with two-tailed unpaired Student's t test but are shown in colors corresponding to control (blue) or T-REX (red) for clarity.

(c) Fold change (T-REX/light alone control) was calculated for the data in (b). P values were calculated with two-tailed unpaired Student's t test (see also Supplementary Fig. 1b).

(d) Caspase activity of HEK293T cells subjected to T-REX and treated staurosporine and Z-DEVD-FMK (18 h) as indicated in Methods. P values were calculated with two-tailed unpaired Student's t test (see also Supplementary Fig. 1b).

(e) Growth inhibition by Bcb was assessed using alamarBlue after 48 h of treatment with the indicated concentrations of Bcb.

(f) AR activity of HEK293T cells from Fig. 3c overexpressing Flag-Wdr1 and treated with staurosporine and Bcb (18 h) as indicated in Methods. P values in black were calculated with two-tailed unpaired Student's t test; P values in blue were calculated with ANOVA (see also Supplementary Fig. 1b).

(g) AR activity of HEK293T cells from Fig. 3d subjected to Keap1-hydroxynonylation by T-REX and treated with staurosporine and Bcb (18 h) as indicated in Methods. P values were calculated with ANOVA and Tukey's multiple comparisons test (see also Supplementary Fig. 1b).

All data present mean±SEM. All sample sizes listed in Supplementary Methods. Source data are provided as a Source Data file.

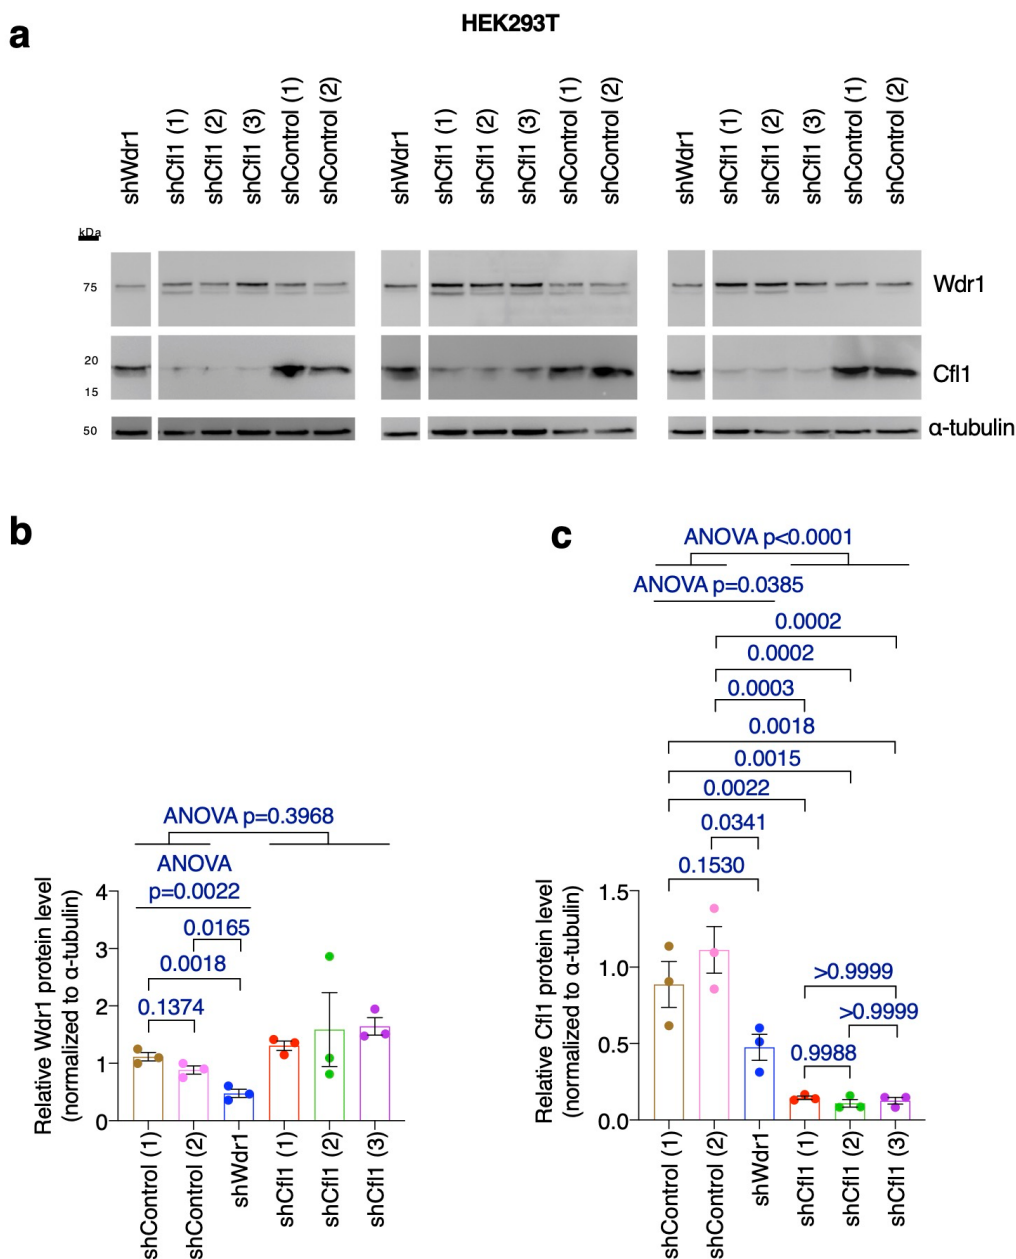

**Supplementary Figure 12. Wdr1 and Cofilin (Cfl1) are efficiently knocked down by shRNA in HEK293T cells.**

(a) Independent triplicate western blots showing Wdr1 and Cfl1 knockdown in HEK293T lines expressing individual shRNAs targeting either Wdr1 or Cfl1. Note: although shWdr1 is separated for clarity, each replicate image is from a single, continuous blot.

(b and c) Quantitation of Wdr1 (b) and Cfl1 (c) protein levels normalized to a loading control, α-tubulin. Quantitation was performed with ImageJ. P values were calculated with ANOVA and Tukey's multiple comparisons test (see also Supplementary Fig. 1b).

All data present mean±SEM. All sample sizes listed in Supplementary Methods. Source data are provided as a Source Data file.

1 day post differentiation:

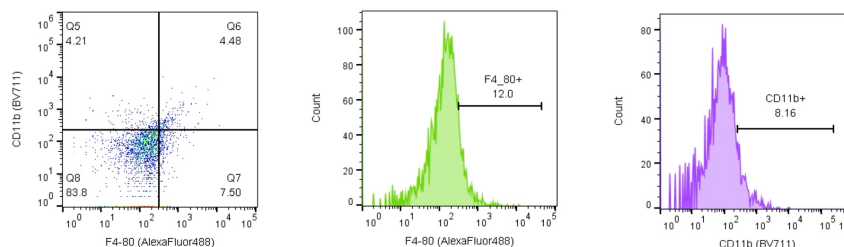

3 days post differentiation:

Lentivirus infection began  
for shRNA-based Wdr1 KD

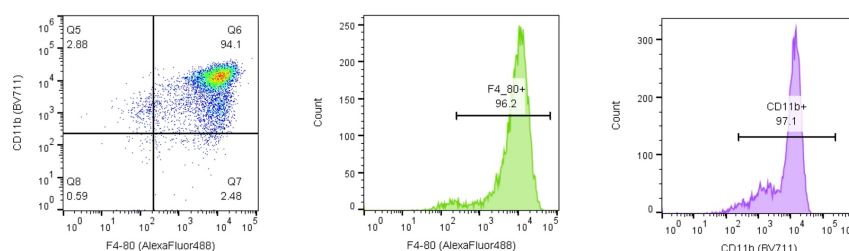

5 days post differentiation:

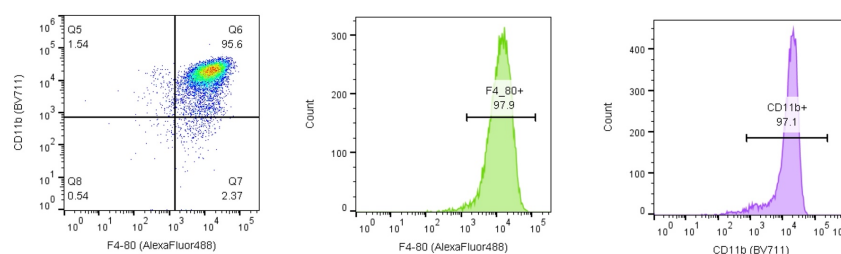

7 days post differentiation:

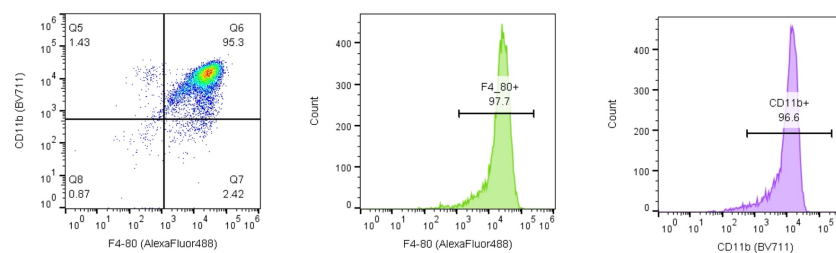

10 days post differentiation:

Cell harvest for:  
analysis of Wdr1-KD (Fig. S14A);  
PARP assay (Fig. 4A); and  
cell cycle analysis (Fig. S14B)

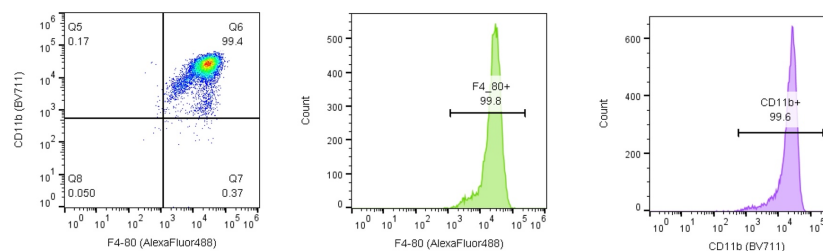

### Supplementary Figure 13. Primary mouse bone marrow cells (BMCs) were differentiated to bone marrow-derived macrophages (BMDMs).

Primary cells in culture at indicated days post differentiation were immuno-stained with anti-F4/80 conjugated to AlexaFluor 488 and anti-CD11b conjugated to BV711, and analyzed by flow cytometry as described in Methods. The gating strategy is shown in the Source Data file.

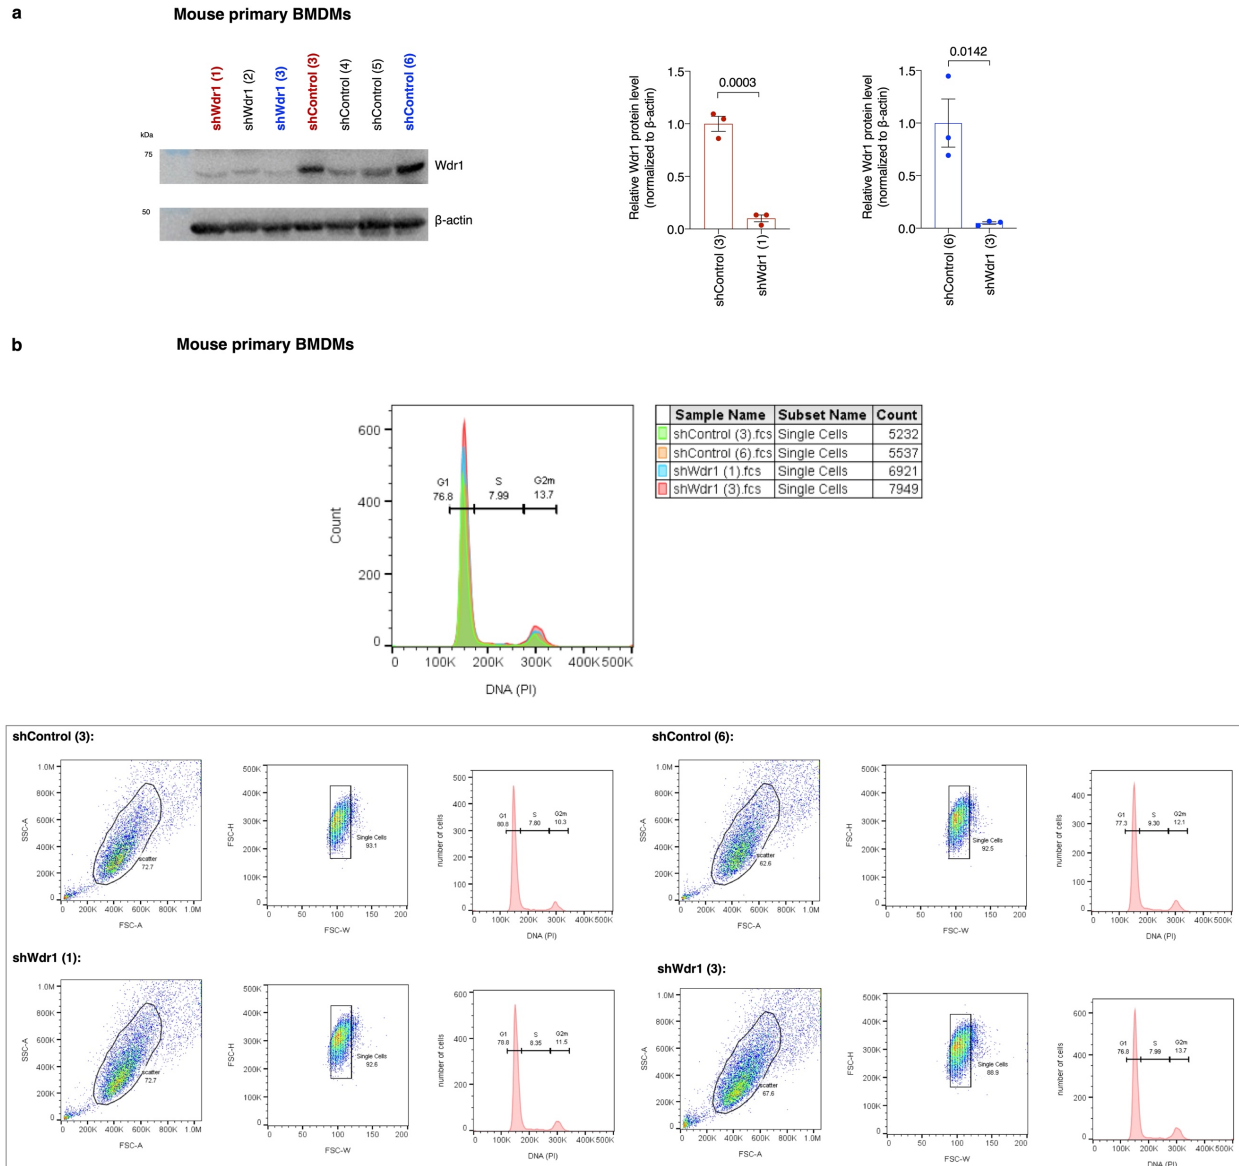

### Supplementary Figure 14. Wdr1 is efficiently knocked down in mouse primary BMDMs.

(a) Western blot showing Wdr1 knockdown in BMDM lines expressing individual shRNAs targeting Wdr1, against control shRNAs (see Supplementary Table 7). *Inset*: quantification of Wdr1 protein levels normalized to a loading control,  $\beta$ -actin. Quantitation was performed with ImageJ. Note that color coding corresponds to the experimental groups tested in Fig. 4a. P values were calculated with two-tailed unpaired Student's t test (see also Supplementary Fig. 1b). All data present mean $\pm$ SEM.

(b) BMDMs expressing individual indicated shControl or shWdr1 were stained with propidium iodide (PI), treated with RNase, and analyzed by flow cytometry as described in Methods. *Inset* below, gating strategy.

All sample sizes listed in Supplementary Methods. Source data are provided as a Source Data file.

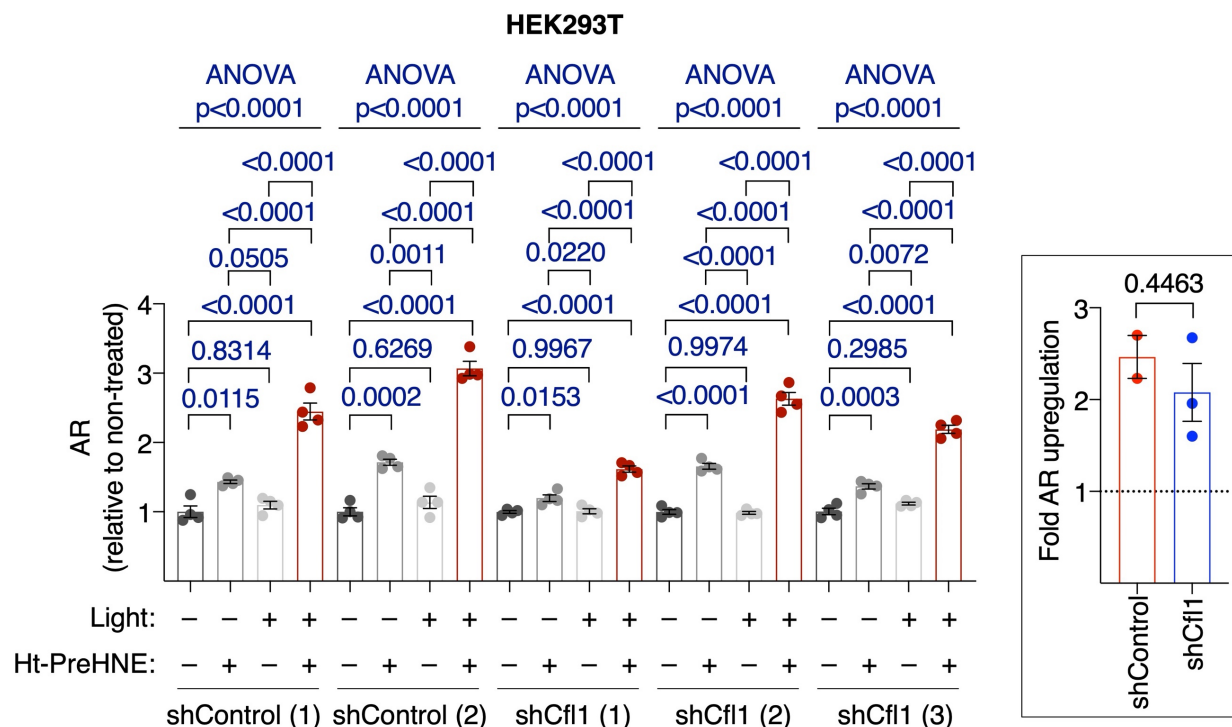

**Supplementary Figure 15. Cofilin (Cfl1) is downstream of Wdr1 in the Keap1-hydroxynonylation-dependent apoptotic cascade.**

HEK293T cells expressing shCfl1 or shControl were subjected to Keap1-hydroxynonylation by T-REX, and antioxidant response (AR) was measured 18 h post-T-REX. (AR is assayed by measuring expression of firefly luciferase, which is driven by a Nrf2-responsive promoter, relative to expression of renilla luciferase, which is driven by a constitutive promoter. This assay is used throughout this work to assess AR). *Inset at right*: analysis of fold AR upregulation (T-REX/light alone) in data pooled from individual shCfl1s, in blue, (and shControls, in red, on the left). P values in black were calculated with two-tailed unpaired Student's t test. P values in blue were calculated with ANOVA and Tukey's multiple comparisons test (see also Supplementary Fig. 1b). All data present mean±SEM. All sample sizes listed in Supplementary Methods. Source data are provided as a Source Data file.

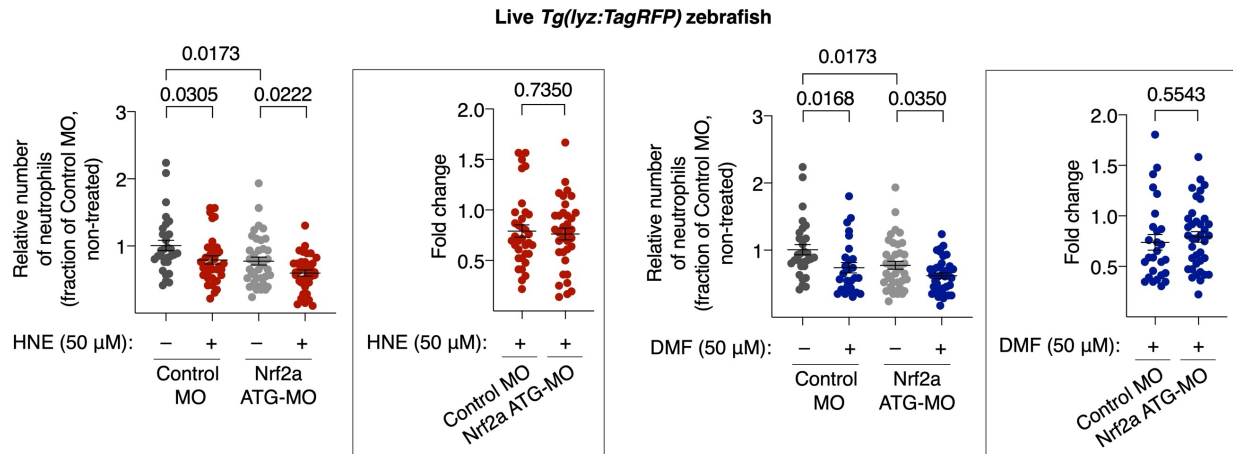

### Supplementary Figure 16. Bolus HNE- or DMF-treatment-induced neutrophil loss still occurs in Nrf2-knockdown fish

*Tg(lyz:TagRFP)* embryos were injected with Halo-TEV-Keap1 and the indicated MO (500  $\mu$ M). At 30 hpf, the embryos were treated with HNE or DMF for 6 h, at indicated concentrations (up to maximum tolerable amount prior to cytotoxicity), and then neutrophils were counted. *Inset at right:* Fold changes (treated/non-treated; see Fig. 2d) in neutrophil counts. P values were calculated with two-tailed unpaired Student's t-test (see also Supplementary Fig. 1b). ATG-MO: an MO targeting the translation start site. All data present mean $\pm$ SEM. All sample sizes listed in Supplementary Methods. Source data are provided as a Source Data file.

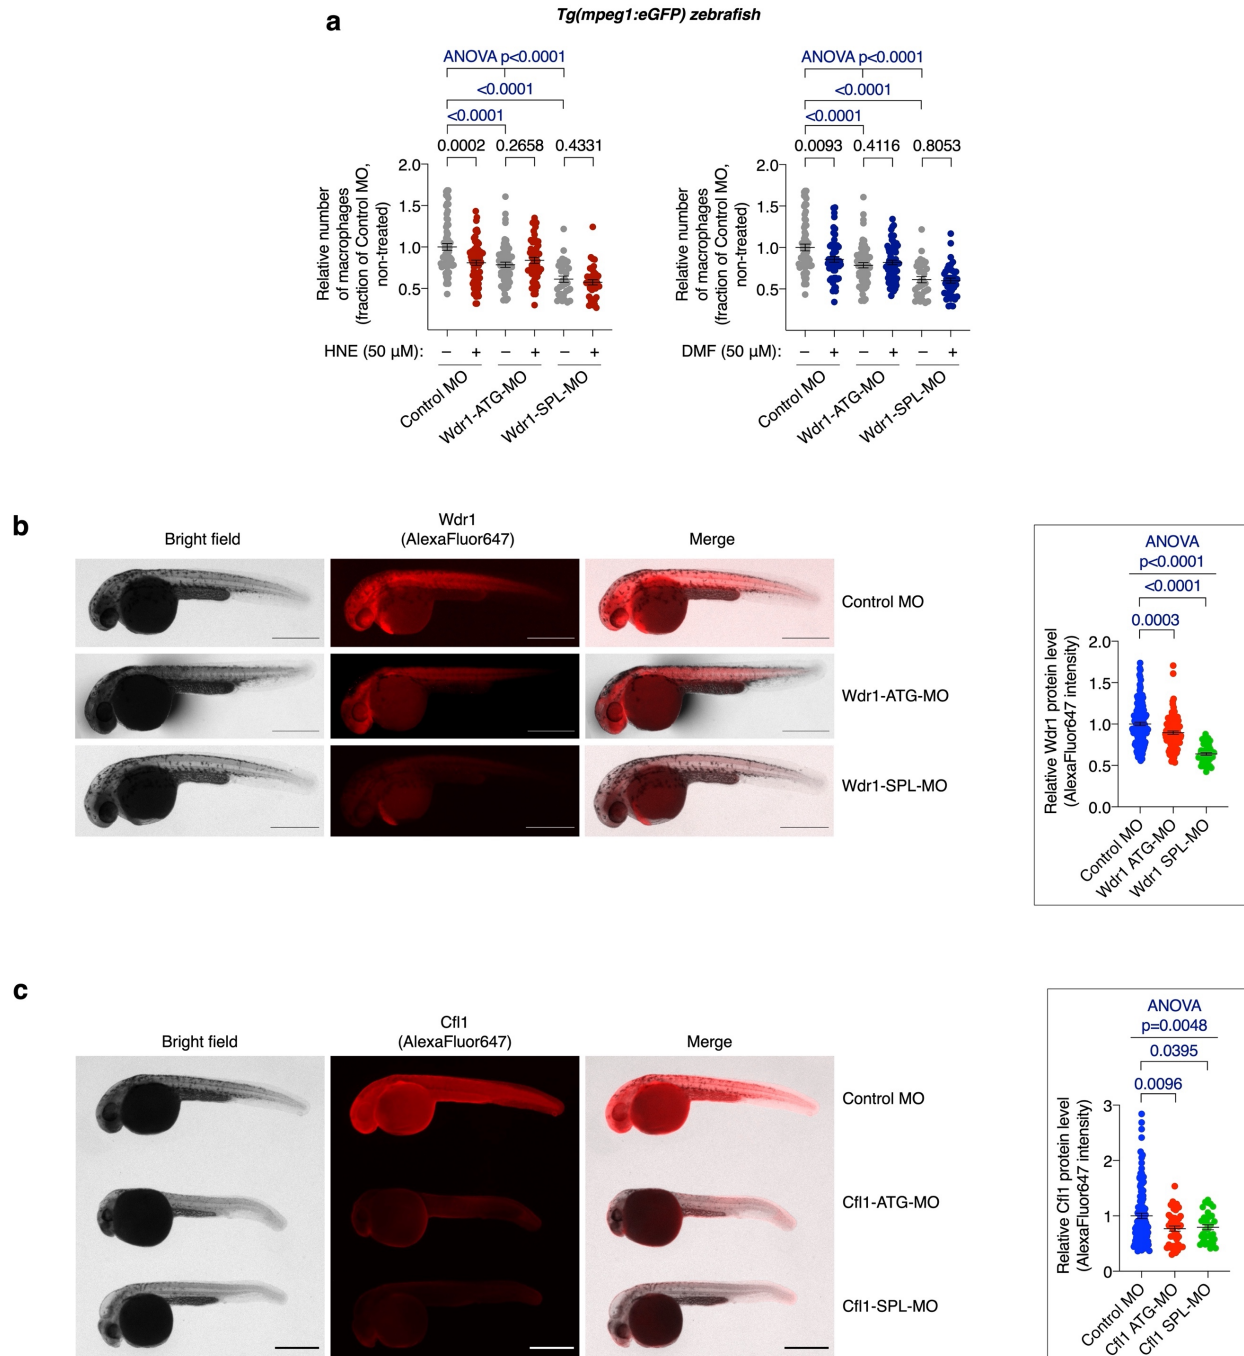

**Supplementary Figure 17. Wdr1-knockdown suppresses macrophage loss triggered by bulk exposure of fish to HNE and DMF; validations of two independent MOs used to knock down each gene (Wdr1 and Cfl1).**

ATG-MO: an MO targeting the translation start site; SPL-MO: an MO inhibiting splicing.

(a) *Tg(mpeg1:eGFP)* embryos were co-injected with mRNA encoding Halo-TEV-Keap1 and the indicated MO (500 µM). At approximately 30 hpf, embryos were treated with the indicated concentrations of HNE or DMF for 4 h, then macrophages were counted. *Inset at right:* Fold changes (treated/non-treated; see

Fig. 2d) in macrophage counts. P values in black were calculated with two-tailed unpaired Student's t test. P values in blue were calculated with ANOVA (see also Supplementary Fig. 1b).

**(b)** *Tg(lyz:TagRFP)* embryos were injected with MOs targeting *Wdr1* or control MO (500  $\mu$ M). At 36 hpf, embryos were collected and immunostained as described in the methods section. Representative fish are shown. Scale bar, 500  $\mu$ m. *Inset*: Fluorescence was quantitated with the measure tool of ImageJ. P values were calculated with ANOVA and Dunnett's multiple comparisons test.

**(c)** *Tg(lyz:TagRFP)* embryos were injected with MOs targeting *Cfl1* or control MO. At 36 hpf, embryos were collected and immunostained as described in the methods section. Representative fish are shown. Scale bar, 500  $\mu$ m. *Inset*: Fluorescence was quantitated with the measure tool of ImageJ. P values were calculated with ANOVA and Dunnett's multiple comparisons test.

All data present mean $\pm$ SEM. All sample sizes listed in Supplementary Methods. Source data are provided as a Source Data file.

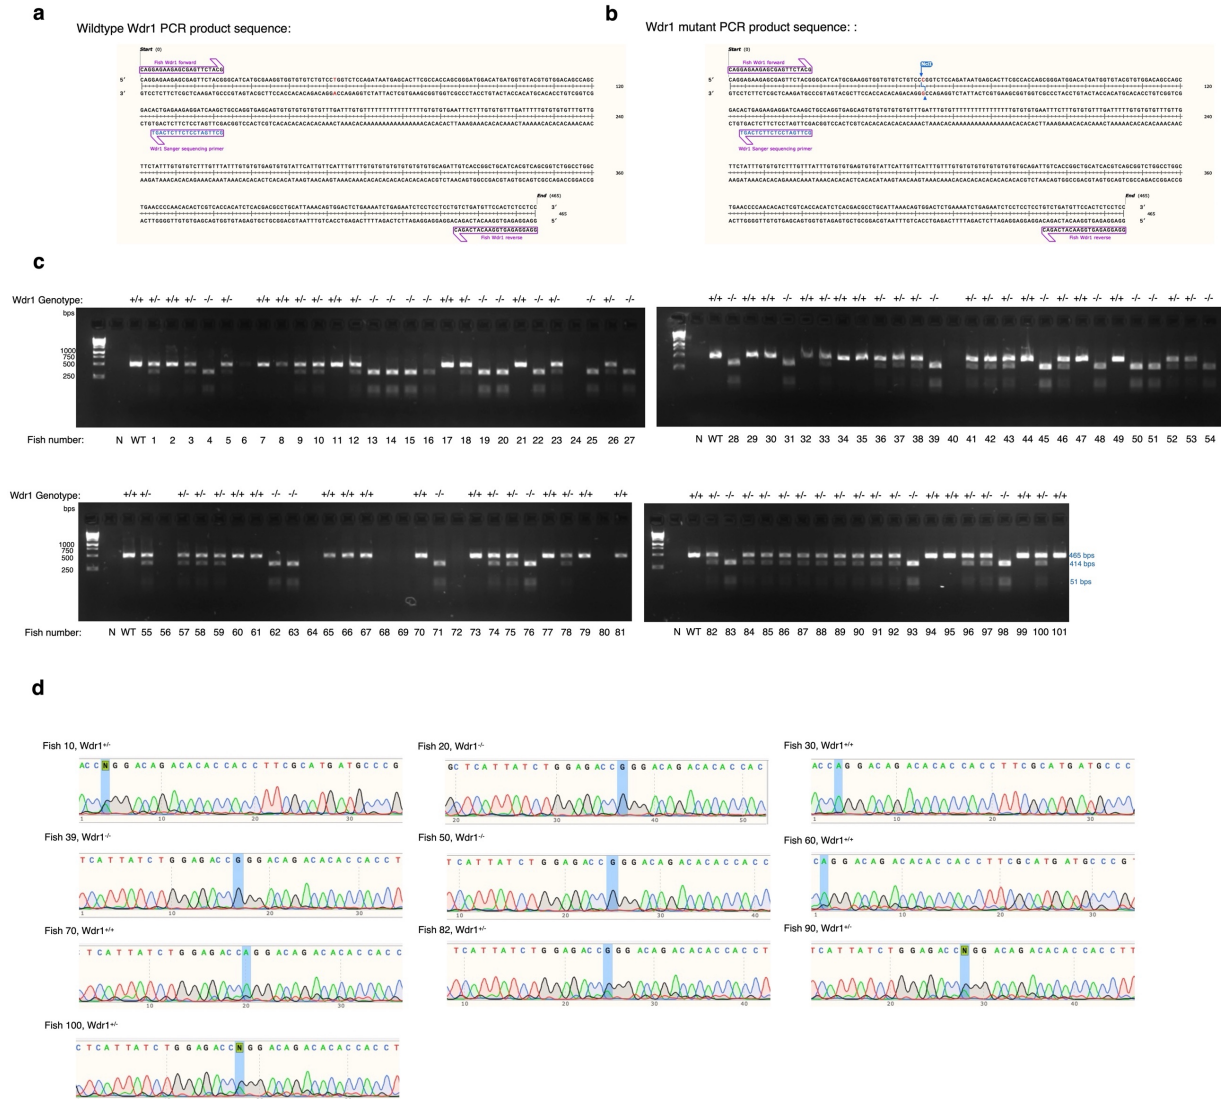

**Supplementary Figure 18. *Carmin* fish genotyping.**

**(a-b)** Genomic DNA was extracted from embryos post DMSO or DMF treatment as described in Methods. Genomic DNA encoding the locus containing the *Carmin* mutation was amplified by PCR using primers denoted by Fish Wdr1 forward, and Fish Wdr1 reverse. The resulting PCR product (running at approximately 470 bp in length) was subject to digestion with NciI that cuts mutant DNA selectively (as indicated in **b**) to give two bands, running at approximately 50 bp and 400 bp; wild-type DNA is not affected).

(c) Following agarose gel electrophoresis, the PCR products of wild-type fish give a single band around 500 bp (predicted, 465 bp); *Carmin* heterozygotes give bands around 500, 400, and 50 bp (predicted 465, 414, and 51 bps); and *Carmin* homozygotes give bands around 400 and 50 bp (predicted 414, and 51 bps). N: negative control (no genomic DNA was added). WT: wildtype (AB) fish genomic DNA was added. (Note: Genotypes of fish # 6, 24, 40, 56, 64, 68, 69, 72, 80 were not identified by the results above, and thus were excluded from further analysis).

**(d)** Representative samples of these embryos sent off for Sanger sequencing (using sequencing primer indicated in **a** and **b**), for validation of the calls made by restriction digest analysis, which in all instances, agreed. The expected mutation site is highlighted in blue. A single A peak in the blue region indicates

wildtype fish; a single G peak in the blue region indicates homozygous *carmin*; overlap of A and G peaks in the blue region indicates heterozygous *Carmin*. The chromatogram for Fish 82 was manually inspected and determined to be heterozygotic, by analogy to other reads in this batch. Sanger sequencing chromatograms analyzed with Snappgene v5.2.4.

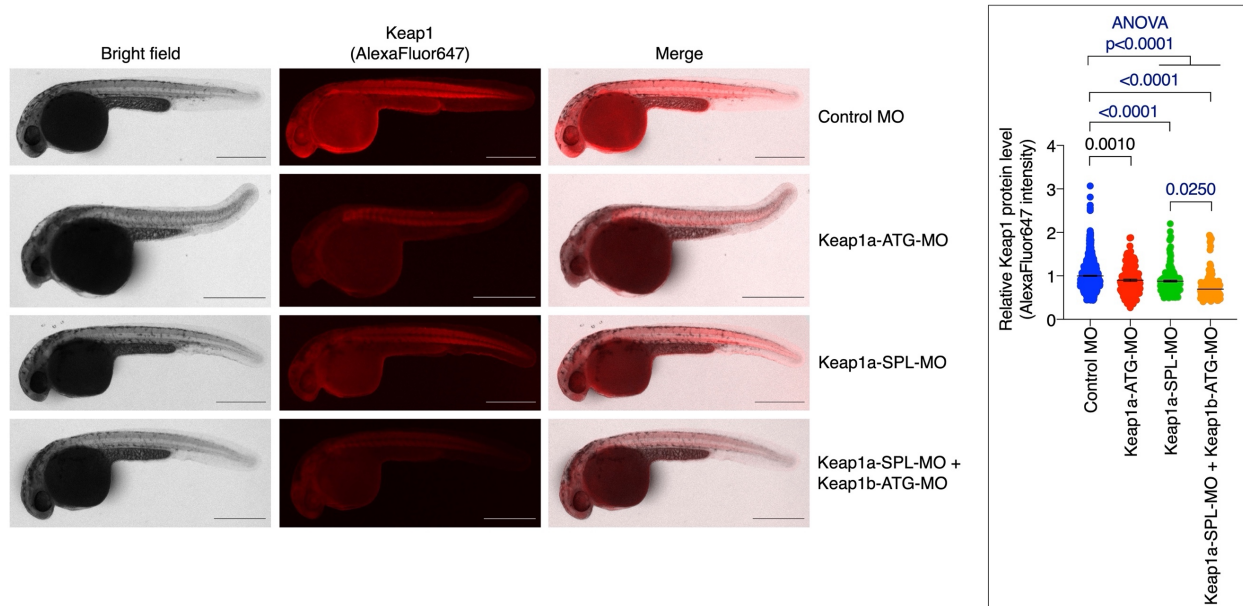

**Supplementary Figure 19. Validations of two independent MOs used to knock down Keap1 paralogs.**

ATG-MO: an MO targeting the translation start site; SPL-MO: an MO inhibiting splicing.

*Tg(gstp1:GFP)* embryos were injected with MOs targeting Keap1(a or b) or control MO. At 36 hpf, embryos were collected and immunostained as described in Methods. Representative fish are shown. Scale bar, 500 μm. *Inset*: Fluorescence was quantitated with the measure tool of ImageJ. P values were calculated with ANOVA and Tukey's multiple comparisons test. All data present mean ± SEM. All sample sizes listed in Supplementary Methods. Source data are provided as a Source Data file.

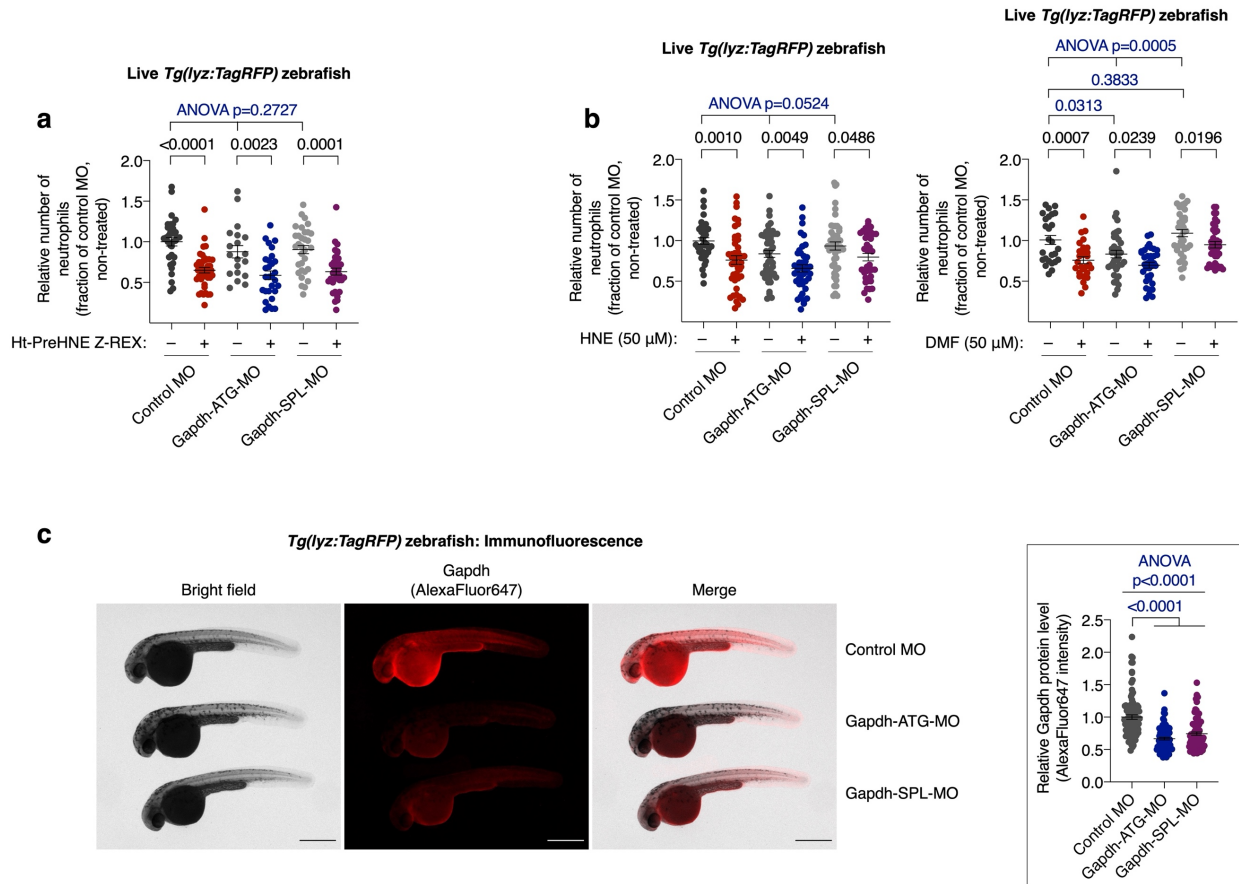

**Supplementary Figure 20. Loss of neutrophils following whole-animal bolus HNE or DMF administration or targeted-Keap1-hydroxynonylation remains operative in embryos where Gapdh is knocked down; two independent MOs efficiently knock down Gapdh in fish.**

ATG-MO: an MO targeting the translation start site; SPL-MO: an MO inhibiting splicing.

(a-b) *Tg(lyz:TagRFP)* embryos were co-injected with MOs targeting Gapdh or control MO (500  $\mu$ M), and Halo-TEV-Keap1 mRNA. Embryos were then subjected to Z-REX (a) or treated with HNE or DMF (b) and neutrophils were counted. *Inset*: Fold changes ([Z-REX or HNE/DMF treated]/non-treated; see Fig. 2d) in neutrophil counts in each knockdown background. P values in black were calculated with two-tailed unpaired Student's t test. P values in blue were calculated with ANOVA (see also Supplementary Fig. 1b).

(c) *Tg(lyz:TagRFP)* embryos were injected with the stated MO targeting Gapdh or control MO (500  $\mu$ M). At 36 hpf, embryos were collected and immunostained as described in Methods. Representative fish are shown. Scale bar, 500  $\mu$ m. *Inset*: Fluorescence was quantitated with the measure tool of ImageJ. P values were calculated with ANOVA and Dunnett's multiple comparisons test (see also Supplementary Fig. 1b). All data present mean $\pm$ SEM. All sample sizes listed in Supplementary Methods. Source data are provided as a Source Data file.

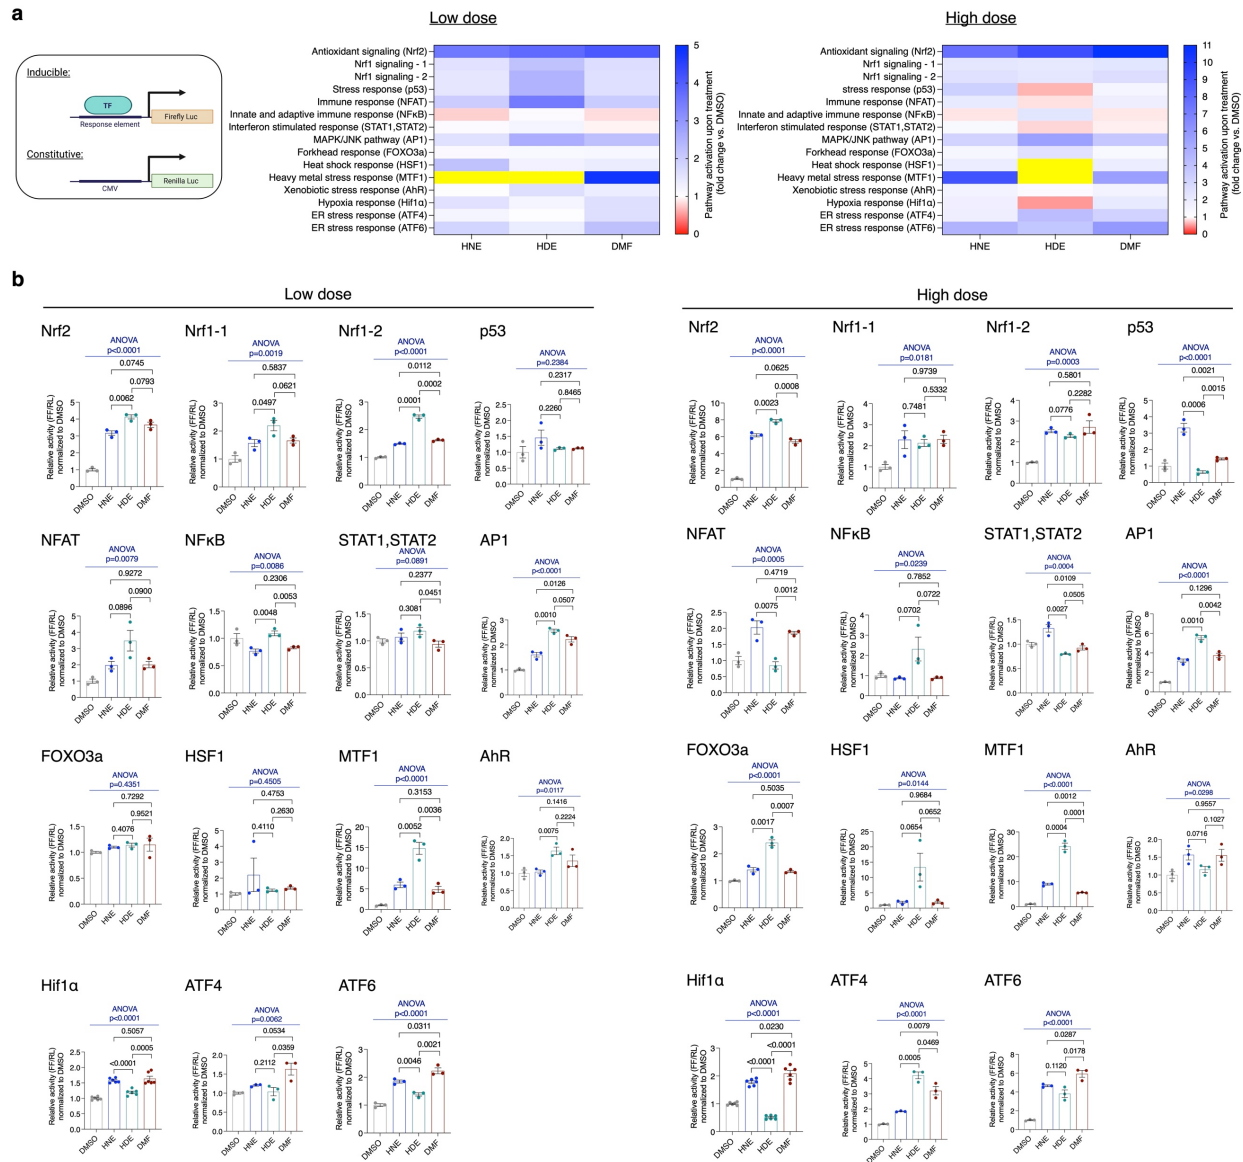

**Supplementary Figure 21. Luciferase reporter assays indicate HNE and DMF display similar functionality in how they affect some pathways.**

(a) Cells transfected with luciferase reporter plasmids were treated with the indicated electrophiles for 18 h at either low dose (left panel: 12  $\mu$ M HNE/HDE; 24  $\mu$ M DMF) or high dose (right panel: 24  $\mu$ M HNE/HDE; 48  $\mu$ M DMF), prior to cell lysis and luciferase activity measurement as described in Methods. Differences in concentration were used because the EC<sub>50</sub> of DMF is ~1.5–2-fold that of HNE based on alamarBlue cell viability assay results. Data are reported as the fold changes in Renilla-normalized firefly luciferase signal of treated samples vs. DMSO-treated controls. The yellow regions in the heatmap indicate fold changes greater than 5 (left panel) or 11 (right panel). *Inset*: illustration of firefly (FF, with inducible promoter) and *Renilla* (RL, with constitutive CMV promoter) luciferase reporter plasmids. TF, transcription factor. Nrf1 signaling -1 reporter plasmid is encoded with one Nrf1-binding site upstream of firefly luciferase [the plasmid was reported as “-161+80pCalb2/mutNRF-1(-41)”]; and Nrf1 signaling -2 reporter plasmid is encoded with two Nrf1 binding sites upstream of firefly luciferase [the plasmid was reported as “-161+80pCalb2/dmutNRF-1(-41;-35)”]<sup>21</sup>.

**(b)** Corresponding data associated with the heat-maps shown in A. P values in black were calculated with two-tailed unpaired Student's t test. P values in blue were calculated with ANOVA (see also Supplementary Fig. 1b). All sample sizes listed in Supplementary Methods. Source data are provided as a Source Data file.

## Supplementary Tables

**Supplementary Table 1.** Selected significantly differentially expressed (SDE) genes in zebrafish embryos detected by RNA seq. (Please see Supplementary Data 1 for details).

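The fold changes of this table lie within 1.5 times the ratios of the TMM-normalized counts. For *mpeg1.1* after HDE, the paper's reported fold change is 0.7, the ratio of the deposited FPKM values was 0.727 and the interval of the count ratio runs from 0.633 to 1.21. For *abcb6a* the paper's reported fold change is 2.5 after HDE, and the count ratio has a 95% interval from 1.82 to 3.45. The exact binomial test of the counts assumes no spread between libraries beyond counting error. For *cbr1l* after HDE, the paper's reported q is 0.416 and the adjusted p of the binomial test was 3.3e-13. For *ctsc* after HDE, the paper's q is 0.998 and the adjusted p was 0.027 (exact binomial test).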

| Nrf2-driven AR genes                                 |                                                  |         |                                                  |            |
|------------------------------------------------------|--------------------------------------------------|---------|--------------------------------------------------|------------|
| Gene                                                 | Fold change<br>(Ht-PreHNE Z-REX/<br>non-treated) | q-value | Fold change<br>(Ht-PreHDE Z-REX/<br>non-treated) | q-value    |
| <i>cbr1</i>                                          | 3.0                                              | 0.015   | 2.8                                              | 0.015      |
| <i>sult6b1</i>                                       | 2.0                                              | 0.015   | 1.7                                              | 0.015      |
| <i>gstp1</i>                                         | 1.9                                              | 0.015   | 1.6                                              | 0.038      |
| <i>abcb6a</i>                                        | 2.6                                              | 0.047   | 2.5                                              | 0.072 (ns) |
| <i>cbr1l</i>                                         | 1.6                                              | 0.047   | 1.4                                              | 0.416 (ns) |
| <i>ctsc</i>                                          | 1.5                                              | 0.038   | 1.1                                              | 0.998 (ns) |
| Immune genes                                         |                                                  |         |                                                  |            |
| Gene                                                 | Fold change<br>(Ht-PreHNE Z-REX/<br>non-treated) | q-value | Fold change<br>(Ht-PreHDE Z-REX/<br>non-treated) | q-value    |
| <i>Expressed in both neutrophils and macrophages</i> |                                                  |         |                                                  |            |
| <i>coro1a</i>                                        | 0.5                                              | 0.047   | 1.0                                              | 0.998 (ns) |
| <i>Neutrophil-specific expression</i>                |                                                  |         |                                                  |            |
| <i>mpx</i>                                           | 0.5                                              | 0.047   | 0.9                                              | 0.998 (ns) |
| <i>lyz</i>                                           | 0.5                                              | 0.015   | 0.8                                              | 0.998 (ns) |
| <i>Macrophage-specific expression</i>                |                                                  |         |                                                  |            |
| <i>mpeg1.1</i>                                       | 0.2                                              | 0.047   | 0.7                                              | 0.998 (ns) |

**Supplementary Table 2.** Proteins showing change in Keap1 association following Keap1-hydroxynonenylation in HEK293T cells, identified by SILAC proteomics. (Please see Supplementary Data 2 for details).

| Table Entry no.                                                                                 | Accession number | Protein  | Set 1 & 2 deviation from mean | Set 3 & 4 deviation from mean | <i>D. rerio</i> ortholog(s) | Known Keap1 binding partner |
|-------------------------------------------------------------------------------------------------|------------------|----------|-------------------------------|-------------------------------|-----------------------------|-----------------------------|
| <i>Proteins &gt;2σ above/below mean in both sets</i>                                            |                  |          |                               |                               |                             |                             |
| 1                                                                                               | XP_016864369.1   | Wdr1     | >2σ                           | >2σ                           | Wdr1                        | yes                         |
| 2                                                                                               | NP_001304310.1   | Hspa4l   | >2σ                           | >2σ                           | Hspa4l, hspa4a              | no                          |
| 3                                                                                               | NP_115743.1      | Zbed3    | >2σ                           | >2σ                           | (none)                      | no                          |
| 4                                                                                               | NP_003646.2      | Cbx4     | >2σ                           | >2σ                           | Cbx4                        | no                          |
| 5                                                                                               | XP_005256226.1   | Chd9     | >2σ                           | >2σ                           | Chd9                        | yes                         |
| <i>Proteins &gt;2σ above/below mean in one set and &gt;1σ above/below mean in the other set</i> |                  |          |                               |                               |                             |                             |
| 6                                                                                               | NP_073600.3      | Fndc3b   | >2σ                           | >1σ                           | Fndc3ba, fndc3bb            | no                          |
| 7                                                                                               | NP_054885.1      | Med4     | >2σ                           | >1σ                           | Med4                        | no                          |
| 8                                                                                               | XP_005265184.1   | Lamb2    | >2σ                           | >1σ                           | Lamb2                       | no                          |
| 9                                                                                               | NP_005561.1      | Lman1    | >1σ                           | >2σ                           | Lman1                       | no                          |
| 10                                                                                              | NP_001138467.1   | Ccdc85c  | >1σ                           | >2σ                           | Ccdc85ca, Ccdc85cb          | no                          |
| 11                                                                                              | NP_057059.2      | Taf9b    | >1σ                           | >2σ                           | Taf9                        | no                          |
| 12                                                                                              | NP_002219.1      | Jun      | >1σ                           | >2σ                           | Jun                         | no                          |
| 13                                                                                              | NP_008855.1      | Srsf1    | >1σ                           | >2σ                           | Srsf1a, Srsf1b              | no                          |
| 14                                                                                              | NP_005595.2      | Pou3f2   | >1σ                           | >2σ                           | Pou3f2a, Pou3f2b            | no                          |
| 15                                                                                              | NP_056943.1      | Gtf2a1   | >1σ                           | >2σ                           | Gtf2a1                      | no                          |
| 16                                                                                              | XP_005273855.1   | Amotl1   | >1σ                           | >2σ                           | Amotl1                      | no                          |
| 17                                                                                              | NP_001165980.1   | Satb2    | >1σ                           | >2σ                           | Satb2                       | no                          |
| 18                                                                                              | NP_003705.1      | Stc2     | >2σ                           | >1σ                           | Stc2a, Stc2b                | no                          |
| <i>Proteins &gt;1σ above/below mean in both sets</i>                                            |                  |          |                               |                               |                             |                             |
| 19                                                                                              | NP_060628.2      | Slc4a1ap | >1σ                           | >1σ                           | Slc4a1ap                    | no                          |
| 20                                                                                              | NP_733821.1      | Lmna     | >1σ                           | >1σ                           | Lmna                        | no                          |
| 21                                                                                              | XP_016862508.1   | Sec13    | >1σ                           | >1σ                           | Sec13                       | no                          |
| 22                                                                                              | NP_001271455.1   | Aurkb    | >1σ                           | >1σ                           | Aurkb                       | no                          |
| 23                                                                                              | NP_689929.2      | Patl1    | >1σ                           | >1σ                           | Patl1                       | no                          |
| 24                                                                                              | XP_006720201.1   | Ktn1     | >1σ                           | >1σ                           | Ktn1                        | no                          |
| 25                                                                                              | NP_055464.1      | Safb2    | >1σ                           | >1σ                           | Safb                        | no                          |

**Supplementary Table 3. Primers**

| Primer                                                                        | Sequence                                                               |
|-------------------------------------------------------------------------------|------------------------------------------------------------------------|
| pCS2+8 for mRNA forward                                                       | 5'–CAATGGGGAGGGGCAATG–3'                                               |
| pCS2+8 for mRNA reverse                                                       | 5'–CCAAGCGCGCAATTAACC–3'                                               |
| pCS2+8 Flag-Wdr1 forward                                                      | 5'–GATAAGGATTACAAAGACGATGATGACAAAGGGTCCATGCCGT<br>ACGAGATCAAGAAGGTG–3' |
| pCS2+8 Flag-Wdr1 reverse                                                      | 5'–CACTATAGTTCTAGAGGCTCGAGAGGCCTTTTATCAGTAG<br>GTGATTGTCCACTCCTTGAC–3' |
| pCS2+8 Flag-Wdr1 Forward<br>extender                                          | 5'–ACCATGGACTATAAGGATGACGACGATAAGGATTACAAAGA<br>CGATGATGACAAAGGGTCC–3' |
| pCS2+8 Flag-Wdr1 Reverse<br>extender                                          | 5'–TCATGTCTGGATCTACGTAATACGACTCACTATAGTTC<br>TAGAGGCTCGAGAGGCCTTTTA–3' |
| pCS2+8 Halo-TEV-<br>Keap1 <sup>C151S, C273W, C288E</sup><br>forward           | 5'–CAGAAATCGGTACTGGCTTTCCA–3'                                          |
| pCS2+8 Halo-TEV-<br>Keap1 <sup>C151S, C273W, C288E</sup><br>reverse           | 5'–TCTGGTACATGACAGCACCGTTCATG<br>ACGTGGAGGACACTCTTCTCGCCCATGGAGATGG–3' |
| pCS2+8 Halo-TEV-<br>Keap1 <sup>C151S, C273W, C288E</sup><br>extender1         | 5'–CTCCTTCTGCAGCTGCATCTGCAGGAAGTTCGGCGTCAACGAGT<br>GCCAGCGCACGGCCCG–3' |
| pCS2+8 Halo-TEV-<br>Keap1 <sup>C151S, C273W, C288E</sup><br>reverse extender2 | 5'–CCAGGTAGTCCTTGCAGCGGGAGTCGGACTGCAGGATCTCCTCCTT<br>CTGCAGCTGCATCT–3' |
| Fish Wdr1 forward                                                             | 5'–CAGGAGAAGAGCGAGTTCTACG–3'                                           |
| Fish Wdr1 reverse                                                             | 5'–GGAGGAGAGTGGAACATCAGAC–3'                                           |
| GFP forward                                                                   | 5'–GGCATCGACTTCAAGGAGGA–3'                                             |
| GFP reverse                                                                   | 5'–TCGTCCATGCCGAGAGTGAT–3'                                             |
| Wdr1 Sanger sequencing<br>primer                                              | 5'–GCTTGATCCTCTTCTCAGT–3'                                              |

**Supplementary Table 4.** MO sequences

| MO <sup>a</sup> | Target gene                                              | Sequence                         |
|-----------------|----------------------------------------------------------|----------------------------------|
| Nrf2a-ATG-MO    | nfe2l2a                                                  | 5'-CATTTCAATCTCCATCATGTCTCAG-3'  |
| Nrf2b-ATG-MO    | nfe2l2b                                                  | 5'-AGCTGAAAGGTCGTCCATGTCTTCC-3'  |
| Nrf1a-ATG-MO    | nfe2l1a                                                  | 5'-ATGGCCCAAACCATCACCGGCAGCA-3'  |
| Nrf1b-ATG-MO    | nfe2l1b                                                  | 5'-AATCACGCAAACAAACGTCAAACCA-3'  |
| Keap1a-ATG-MO   | keap1a                                                   | 5'-GCCTCTTCTTTCTTGGACATATCAT-3'  |
| Keap1b-ATG-MO   | keap1b                                                   | 5'-CCAACATCAGCGCGGGCACATCC-3'    |
| Keap1a-SPL-MO   | keap1b                                                   | 5'-GCTGCACTTAAAAATTGACTTACCT-3'  |
| Wdr1-ATG-MO     | wdr1                                                     | 5'-TCTGCGTGTCTCCTCCGGTAAAC-3'    |
| Wdr1-SPL-MO     | wdr1                                                     | 5'-CCAGCAGCGGTCACTCACTTCTC-3'    |
| Cfl1-ATG-MO     | cfl1                                                     | 5'-CATGGCTGTGTCTCTGTGCTAGTCG-3'  |
| Cfl1-SPL-MO     | cfl1                                                     | 5'-AAGTTGATGGACAGCATTACCTGTG-3'  |
| Gapdh-ATG-MO    | gapdh                                                    | 5'-AACCATTATGCCTGATTTGGTTGTG-3'  |
| Gapdh-SPL-MO    | gapdh                                                    | 5'-TTTGGGAATAACAGCACTCACTCGCT-3' |
| Hspa4a-MO       | hspa4a                                                   | 5'-ATCAAACCCCACTGACATCTTC-3'     |
| Ccdc85ca-MO     | ccdc85ca                                                 | 5'-GGTCACTTATTAATCATTCCTTCG-3'   |
| Ccdc85cb-MO     | ccdc85cb                                                 | 5'-CTCGCTTACAGTCTCGGAGTATTAA-3'  |
| Stc2a-MO        | stc2a                                                    | 5'-GGGACAGTGTGAATTTAATCAGCAT-3'  |
| Stc2b-MO        | stc2b                                                    | 5'-CTGGAGCATAACCGCAGTTCAAACG-3'  |
| Lman1-MO        | lman1                                                    | 5'-TACCGCCATGTTTGAGTCTGAGTG-3'   |
| Srsf1a-MO       | srsf1a                                                   | 5'-CCGGACATCTCTGCACTGACAAATC-3'  |
| Srsf1b-MO       | srsf1b                                                   | 5'-TCGAATTACACCGCCAGACATATT-3'   |
| Med4-MO         | med4                                                     | 5'-CCGCCGCCATGATTGTTTCTCTTTC-3'  |
| Gtf2a1-MO       | gtf2a1                                                   | 5'-CTCGCCATTATGAGCGCAGTGAG-3'    |
| Taf9-MO         | taf9                                                     | 5'-GCCATTTTTCACTCCTCTCGAAAG-3'   |
| Fndc3ba-MO      | fndc3ba                                                  | 5'-CTGTCATCATCATTGTGACGTACAT-3'  |
| Fndc3bb-MO      | fndc3bb                                                  | 5'-CTCCCGCGACAGCCTCAGATTTAG-3'   |
| Safb-MO         | safb                                                     | 5'-CATGTTTTTCAGCCAGTGAGACTGCA-3' |
| Slc4a1ap-MO     | slc4a1ap                                                 | 5'-TTCGCTGCCATCAAACCTCCATCGTG-3' |
| Patl1-MO        | patl1                                                    | 5'-AATGATCTGGTTTAATTCTGCTGCG-3'  |
| Ktn1-MO         | ktn1                                                     | 5'-AGCTCCTAGTCAGTTTCAGAGAAAC-3'  |
| Pou3f2a-MO      | pou3f2a                                                  | 5'-AGTGGTTGGACGCCGCGGTGCCAT-3'   |
| Sec13-MO        | sec13                                                    | 5'-CACTGTGTTAATGACCGAAACCATG-3'  |
| Lmna-MO         | lmna                                                     | 5'-CAGCCTTCAGGAGTCGTACCTTGG-3'   |
| Amotl1-MO       | amotl1                                                   | 5'-CCTCGATCTCCAAGTCAAATGTTTC-3'  |
| Chd9-MO         | chd9                                                     | 5'-CCTGTAGAATGACACATACAACACA-3'  |
| Aurkb-MO        | aurkb                                                    | 5'-CGTGATTATCAGACTGACCTTAGTG-3'  |
| Lamb2-MO        | lamb2                                                    | 5'-CTGTATGGTGATGAATCTTCAACTG-3'  |
| Pou3f2b-MO      | pou3f2b                                                  | 5'-GATTGGATGCTGTAGTCGCCATGAC-3'  |
| Hspa4l-MO       | hspa4l                                                   | 5'-GCAAGGCTATACTACGGAGTGCAT-3'   |
| Satb2-MO        | satb2                                                    | 5'-GCAGTGTTGAACTCACCATGAGCCT-3'  |
| Cbx4-MO         | cbx4                                                     | 5'-TCCCCGACGGCAGGTAGATCCATTG-3'  |
| Jun-MO          | jun                                                      | 5'-TTTAGGCGCTGTTAAGCACTGTCCG-3'  |
| Control MO 1    | Non-targeting<br>(random control MO,<br>GeneTools LLC)   | 5'-NNNNNNNNNNNNNNNNNNNNNNNN-3'   |
| Control MO 2    | Non-targeting<br>(standard control MO,<br>GeneTools LLC) | 5'-CCTCTTACCTCAGTTACAATTTATA-3'  |

<sup>a</sup> ATG-MO: an MO targeting the translation start site; SPL-MO: an MO inhibiting splicing.

**Supplementary Table 5.** qRT-PCR primers

| <b>Primer</b>          | <b>Sequence</b>               |
|------------------------|-------------------------------|
| <i>lyz</i> forward     | 5'–CGTGGATGTCCTCGTGTGAA–3'    |
| <i>lyz</i> reverse     | 5'–TAGGCCGTGCACACATAGTT–3'    |
| <i>mpeg1.1</i> forward | 5'–CGGGTTCAAGTCCGTAACCA–3'    |
| <i>mpeg1.1</i> reverse | 5'–TGGCGTCAGCGATTCTTCT–3'     |
| <i>coro1a</i> forward  | 5'–GGGATCCCAACAACCTTCGGT–3'   |
| <i>coro1a</i> reverse  | 5'–CTGATGCTGCTATCGCCCTT–3'    |
| <i>actb2</i> forward   | 5'–TCACTTTGAGCTCCTCCACACG–3'  |
| <i>actb2</i> reverse   | 5'–ATCCATGGCTGAACTTGGGTTTG–3' |

**Supplementary Table 6. Antibodies**

| <b>Antibody</b>                                                  | <b>Source</b>                     | <b>Dilution (application)<sup>1</sup></b> |
|------------------------------------------------------------------|-----------------------------------|-------------------------------------------|
| anti-RFP (rat)                                                   | ChromoTek 5F8                     | 1:800 (IF)                                |
| anti-GFP-FITC (goat)                                             | Abcam ab6662                      | 1:500 (IF)                                |
| anti-active Caspase-3 (rabbit)                                   | BD Pharmingen 559565              | 1:800 (IF)                                |
| anti-Keap1                                                       | Novus OT1B4                       | 1:200 (IF)                                |
| anti-HaloTag (mouse)                                             | Promega G921A                     | 1:500 (IF)                                |
| Donkey anti-rat-Alexa Fluor 568                                  | Abcam ab175475                    | 1:1000 (IF, secondary)                    |
| Donkey anti-goat-Alexa Fluor 647                                 | Abcam ab150131                    | 1:1000 (IF, secondary)                    |
| Donkey anti-mouse-Alexa Fluor 647                                | Abcam ab150107                    | 1:1000 (IF, secondary)                    |
| anti-Wdr1 (rabbit)                                               | Proteintech 13676-1-AP            | 1:500 (WB)                                |
| anti-Cfl1 (rabbit)                                               | Abcam ab42824                     | 1:1000 (WB)<br>1:500 (IF)                 |
| anti-Keap1 (mouse)                                               | Novus OT1B4                       | 1:500 (WB)                                |
| anti-PARP (rabbit)                                               | Cell Signaling Technology #9542   | 1:1500 (WB)                               |
| anti- $\alpha$ -tubulin (mouse)                                  | Sigma-Aldrich T9026               | 1:5000 (WB)                               |
| anti- $\alpha$ -tubulin (HRP-conjugated) (mouse)                 | Cell Signaling Technology #12351  | 1:1000 (WB)                               |
| anti- $\beta$ -actin (HRP conjugated) (mouse)                    | Sigma-Aldrich A3854               | 1:20000 (WB)                              |
| Goat polyclonal anti-rabbit IgG (HRP-conjugated)                 | Cell Signaling Technology #7074   | 1:1000-1:4000 (WB, secondary)             |
| Horse anti-mouse IgG (HRP-conjugated)                            | Cell Signaling Technology #7076   | 1:1000-1:4000 (WB, secondary)             |
| Rabbit anti-mouse-IgG (IgG light chain specific (HRP-conjugated) | Cell Signaling Technology #58802  | 1:1000 (WB, secondary)                    |
| anti-Keap1 (mouse)                                               | Santa Cruz sc-365626              | 1 $\mu$ g (IP)                            |
| IgG <sub>2b</sub> (mouse)                                        | Cell Signaling Technology #53484S | 1 $\mu$ g (IP)                            |
| anti-mouse CD16/32 (rat)                                         | BD Pharmingen 553141              | 1:200 (flow cytometry)                    |
| anti-F4/80 conjugated to Alexa Flour 488 (rat)                   | BioLegend #123120                 | 1:100 (flow cytometry)                    |
| anti-CD11b conjugated to BV711 (rat)                             | BioLegend #101241                 | 1:100 (flow cytometry)                    |

<sup>1</sup>IF, immunofluorescence; WB, western blot; IP, immunoprecipitation

**Supplementary Table 7.** shRNA sequences

| Name          | Target gene            | Serial number                       | Sequence                                                                  |
|---------------|------------------------|-------------------------------------|---------------------------------------------------------------------------|
| shWdr1        | <i>wdr1</i><br>(human) | Sigma-Aldrich<br>TRCN0000179<br>185 | 5'–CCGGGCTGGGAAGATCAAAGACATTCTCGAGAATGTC<br>TTTGATCTTCCCAGCTTTTTTG–3'     |
| shCfl1 (1)    | <i>cfl1</i><br>(human) | Sigma-Aldrich<br>TRCN0000381<br>720 | 5'–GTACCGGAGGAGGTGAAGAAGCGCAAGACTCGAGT<br>CTTGCGCTTCTTCACCTCCTTTTTTTG–3'  |
| shCfl1 (1)    | <i>cfl1</i> (human)    | Sigma-Aldrich<br>TRCN0000381<br>606 | 5'–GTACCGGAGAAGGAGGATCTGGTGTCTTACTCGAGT<br>AAACACCAGATCCTCCTTCTTTTTTTG–3' |
| shCfl1 (1)    | <i>cfl1</i><br>human)  | Sigma-Aldrich<br>TRCN0000380<br>887 | 5'–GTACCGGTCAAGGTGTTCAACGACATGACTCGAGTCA<br>TGTCGTTGAACACCTTGATTTTTTG–3'  |
| shWdr1 (1)    | <i>Wdr1</i><br>(mouse) | Sigma-Aldrich<br>TRCN0000108<br>911 | 5'–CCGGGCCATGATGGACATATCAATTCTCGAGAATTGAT<br>ATGTCCATCATGGCTTTTTG–3'      |
| shWdr1 (2)    | <i>Wdr1</i><br>(mouse) | Sigma-Aldrich<br>TRCN0000108<br>913 | 5'–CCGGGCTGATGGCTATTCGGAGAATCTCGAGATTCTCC<br>GAATAGCCATCAGCTTTTTG–3'      |
| shWdr1 (3)    | <i>Wdr1</i><br>(mouse) | Sigma-Aldrich<br>TRCN0000108<br>914 | 5'–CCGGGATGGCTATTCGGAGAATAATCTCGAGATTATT<br>CTCCGAATAGCCATCTTTTTG–3'      |
| shControl (1) | LacZ                   | N/A                                 | 5'–CGCGATCGTAATCACCCGAGT–3'                                               |
| shControl (2) | GFP                    | N/A                                 | 5'–GTCGAGCTGGACGGCGACGTA–3'                                               |
| shControl (3) | Non-mammalian<br>genes | Sigma-Aldrich<br>SHC002             | 5'–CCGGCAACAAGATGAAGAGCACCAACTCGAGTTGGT<br>GCTCTTCATCTTGTTGTTTTT–3'       |
| shControl (4) | Non-target<br>gene     | Sigma-Aldrich<br>SHC016-1EA         | 5'–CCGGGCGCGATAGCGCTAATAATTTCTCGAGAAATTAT<br>TAGCGCTATCGCGCTTTTT–3'       |
| shControl (5) | GFP                    | Addgene<br>#30323                   | 5'– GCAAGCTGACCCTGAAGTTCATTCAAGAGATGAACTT<br>CAGGGTCAGCTTGC –3'           |
| shControl (6) | Scramble<br>sequence   | Addgene<br>#1864                    | 5'–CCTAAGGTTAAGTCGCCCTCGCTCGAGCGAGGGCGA<br>CTTAACCTTAGG–3'                |

**Supplementary Table 8.** Luciferase reporter plasmids

| Plasmid                                  | Source                                                                                         |
|------------------------------------------|------------------------------------------------------------------------------------------------|
| CMV: <i>Renilla</i> luciferase           | Promega E6931                                                                                  |
| ARE:firefly luciferase                   | Promega E3641                                                                                  |
| Nrf1 binding site: firefly luciferase -1 | Addgene #66744                                                                                 |
| Nrf1 binding site: firefly luciferase -2 | Addgene #66741                                                                                 |
| p53 binding site: firefly luciferase     | Addgene #16442                                                                                 |
| NFκB binding site: firefly luciferase    | Homemade (response element: 5'–<br>GGGAATTTCCGGGGACTTTCCGGGAA<br>TTCCGGGGACTTTCCGGGAATTTCC–3') |
| ISRE:firefly luciferase                  | Promega E4141                                                                                  |
| AP1 binding site: firefly luciferase     | Addgene #40342                                                                                 |
| FHRE:firefly luciferase                  | Addgene #1789                                                                                  |
| HSE:firefly luciferase                   | Promega E3751                                                                                  |
| MRE:firefly luciferase                   | Promega E4131                                                                                  |
| XRE:firefly luciferase                   | Promega E4121                                                                                  |
| ATF4 binding site: firefly luciferase    | Addgene #21850                                                                                 |
| ATF6 binding site: firefly luciferase    | Addgene #11976                                                                                 |

## Supplementary Methods

### Sample sizes/biological replicates:

#### Fig. 1

b. *lyz*: non-treated, n=14; light alone, n=14; Ht-PreHNE alone, n=12; Z-REX, n=14  
*mpeg1.1*: non-treated, n=14; light alone, n=13; Ht-PreHNE alone, n=12; Z-REX, n=14  
*coro1a*: non-treated, n=14; light alone, n=14; Ht-PreHNE alone, n=12; Z-REX, n=14  
 d and e. Representative images shown. See n numbers in Fig. 1f.  
 f. Halo-TEV-Keap1 with Ht-PreHNE Z-REX: non-treated, n=185; light alone, n=123; Ht-PreHNE alone, n=66; Z-REX, n=93  
 Halo-P2A-Keap1 with Ht-PreHNE Z-REX: non-treated, n=21; light alone, n=12; Ht-PreHNE alone, n=13; Z-REX, n=19  
 Halo-TEV-Keap1 with Ht-PreHDE Z-REX: Ht-PreHDE alone, n=32; Z-REX, n=23  
 g. Representative images shown. See n numbers in Fig. 1h.  
 h. Halo-TEV-Keap1 expression, non-treated, n=185  
 Halo-TEV-Keap1 expression, Z-REX, n=93  
 Halo-TEV-Keap1<sup>C151S, C273W, C288E</sup>, non-treated, n=79  
 Halo-TEV-Keap1<sup>C151S, C273W, C288E</sup>, Z-REX, n=60

#### Fig. 2

a. non-treated: 0 h, n=30; 2 h, n=37; 4 h, n=47  
 Z-REX: 0 h, n=40; 2 h, n=34; 4 h, n=48  
 b. non-treated: 0 h, n=31; 2 h, n=31; 4 h, n=39  
 c. Representative image from 3 independent fish. See also Supplementary Fig. 4c.  
 Z-REX: 0 h, n=20; 2 h, n=41; 4 h, n=49  
 e. ATG-MO: an MO targeting the translation start site; SPL-MO: an MO inhibiting splicing.  
 Control MO: non-treated, n=42; light alone, n=41; Ht-PreHNE alone, n=38; Z-REX, n=45  
 Nrf2a-ATG-MO: non-treated, n=19; light alone, n=17; Ht-PreHNE alone, n=31; Z-REX, n=37  
 Nrf2b-ATG-MO: non-treated, n=15; light alone, n=20; Ht-PreHNE alone, n=37; Z-REX, n=31  
 f. Non-treated, n=38; Z-REX alone, n=48; AZ 10417808 alone, n=26; Z-REX with AZ 10417808 treatment, n=28; Z-DEVD-FMK alone, n=24; Z-REX with Z-DEVD-FMK treatment, n=10  
 g. Non-treated, n=14; calpain inhibitor I alone, n=12; Z-REX alone, n=15; Z-REX with calpain inhibitor I treatment, n=17  
 h. Non-treated, n=91; Bcb alone, n=86; Z-REX alone, n=83; Z-REX with Bcb treatment, n=71

#### Fig. 3

a. See Supplementary Fig. 8.  
 b. n=8 for all conditions  
 c. n=4 for all conditions  
 d. n=4 for all conditions  
 e. n=8 for all conditions  
 f. n=12 for all conditions  
 g. n=4 for all conditions

#### Fig. 4

a. n=3 for all conditions. Representative blot shown. See Source Data file for additional blots.  
 b. DMSO, n=55; DMF (25  $\mu$ M), n=50; DMF (50  $\mu$ M), n=25; HNE (25  $\mu$ M), n=33; HNE (50  $\mu$ M), n=25;

HDE: non-treated, n=41; 6  $\mu$ M HDE, n=50; 12  $\mu$ M HDE, n=43; 25  $\mu$ M HDE, n=60.

c. Non-treated, n=36; DMF alone, n=36; HNE alone, n=26; Bcb, n=35, Bax channel blocker with DMF, n=33; Bcb with HNE, n=42

#### Fig. 5

a. ATG-MO: an MO targeting the translation start site; SPL-MO: an MO inhibiting splicing.

Control MO: non-treated, n=39; DMF, n=45; HNE, n=37

Wdr1-ATG-MO: non-treated, n=45; DMF, n=44; HNE, n=34

Wdr1-SPL-MO: non-treated, n=16; DMF, n=23; HNE, n=9

Cfl1-ATG-MO: non-treated, n=9; DMF, n=9; HNE, n=11

Cfl1-SPL-MO: non-treated, n=24; DMF, n=15; HNE, n=33

b. Representative images shown from:

Wdr1<sup>-/-</sup> and Wdr1<sup>+/-</sup>, non-treated, n=28

Wdr1<sup>-/-</sup> and Wdr1<sup>+/-</sup>, DMF-treated, n=36

Wdr1<sup>+/+</sup>, non-treated, n=11

Wdr1<sup>+/+</sup>, DMF-treated, n=17

c. ATG-MO: an MO targeting the translation start site; SPL-MO: an MO inhibiting splicing.

control MO DMSO-treated, n=23; control MO with DMF treatment, n=22; Keap1a ATG-MO DMSO-

treated, n=30; Keap1a ATG-MO with DMF treatment, n=32; Keap1b ATG-MO DMSO -treated, n=31;

Keap1b ATG-MO with DMF treatment, n=33; Keap1a + Keap1b ATG MOs DMSO-treated, n=31; Keap1a +

Keap1b ATG MOs with DMF treatment, n=28.

#### Supplementary Fig. 2

b. Halo mRNA, n=16; Halo-TEV-Keap1 mRNA, n=15

c. Representative images shown from:

non-injected, n=84; Halo-TEV-Keap1 mRNA, n=80; Halo-TEV-Keap1<sup>C151S, C273W, C288E</sup> mRNA, n=119

d. 4 h post-Z-REX: non-treated, n=13; light alone, n=23; Ht-PreHNE alone, n=21; Z-REX, n=31

18 h post-Z-REX: non-treated, n=13; light alone, n=6; Ht-PreHNE alone, n=8; Z-REX, n=7

#### Supplementary Fig. 3

a. Representative images shown from:

Non-treated, n=23; Z-REX: n=20

b. n=4 independent fish

c. Neutrophil/macrophage count, n=4; Immunity-related genes, n=3

#### Supplementary Fig. 4

a. Non-treated: 0 h, n=9; 2 h, n=8; 4 h, n=9

Z-REX: 0 h, n=14; 2 h, n=9; 4 h, n=16

b. Non-treated: 0 h, n=11; 2 h, n=11; 4 h, n=10

Z-REX: 0 h, n=18; 2 h, n=17; 4 h, n=17

c. n=2 independent fish, out of a total of n=3 independent fish. See Fig.2c for images from the third fish.

#### Supplementary Fig. 5

ATG-MO: an MO targeting the translation start site; SPL-MO: an MO inhibiting splicing.

a. Representative images shown from:

Control MO, n=38; Nrf2a-ATG-MO, n=32; Nrf2b-ATG-MO, n=21 (note: same fish analyzed in each panel)

b. Empty vector mRNA, n=7, Nrf2 mRNA, n=5

c. Control MO 1, n=77; Control MO 2, n=47; Nrf2a-ATG-MO, n=30; Nrf2b-ATG-MO, n=33

Supplementary Fig. 6

a. Non-treated, n=39; Z-REX alone, n=45; AZ 10417808 alone, n=15; Z-REX with AZ 10417808 treatment, n=17; Z-DEVD-FMK alone, n=17; Z-REX with Z-DEVD-FMK treatment, n=16

Supplementary Fig. 7

- a. n=16 for each non-SMBA1-treated point; n=8 for all other points.
- b. Non-treated, n=22; Bcb alone, n=15; Z-REX alone, n=16; Z-REX with Bcb treatment, n=20
- c. Left plot: non-treated, n=64 for each cell line; HNE-alkyne-treated, n=16 for each cell line  
Right plot: non-treated, n=96 for each cell line; DMF-treated, n=24 for each cell line
- d. n=3 for all conditions. Representative blot shown. See Source Data file for additional blots.
- e. Non-treated, n=31; BI-D1870 alone, n=18; Z-REX alone, n=26; Z-REX with BI-D1870 treatment, n=19

Supplementary Fig. 9

- a. Control MO: non-treated, n=243; Z-REX, n=28
- Stc2a MO: non-treated, n=14; Z-REX, n=17
- Stc2b MO: non-treated, n=28; Z-REX, n=24
- Sec13 MO: non-treated, n=18; Z-REX, n=29
- Hspa4a MO: non-treated, n=31; Z-REX, n=31
- Hspa4l MO: non-treated, n=37; Z-REX, n=58
- Wdr1 MO: non-treated, n=17; Z-REX, n=10
- Cbx4 MO: non-treated, n=16; Z-REX, n=11
- Chd9 MO: non-treated, n=33; Z-REX, n=32
- Jun MO: non-treated, n=24; Z-REX, n=18
- Ccdc85ca MO: non-treated, n=33; Z-REX, n=33
- Ccdc85cb MO: non-treated, n=32; Z-REX, n=29
- Lman1 MO: non-treated, n=13; Z-REX, n=8
- Med4 MO: non-treated, n=12; Z-REX, n=5
- Pou3f2b MO: non-treated, n=19; Z-REX, n=22
- Gtf2a1 MO: non-treated, n=28; Z-REX, n=16
- Srsf1a MO: non-treated, n=30; Z-REX, n=21
- Srsf1b MO: non-treated, n=40; Z-REX, n=37
- Fndc3ba MO: non-treated, n=19; Z-REX, n=26
- Fndc3bb MO: non-treated, n=32; Z-REX, n=23
- Lamb2 MO: non-treated, n=24; Z-REX, n=23
- Amotl1 MO: non-treated, n=20; Z-REX, n=17
- Aurkb MO: non-treated, n=28; Z-REX, n=28
- Satb2 MO: non-treated, n=25; Z-REX, n=23
- Patl1 MO: non-treated, n=21; Z-REX, n=25
- Safb MO: non-treated, n=37; Z-REX, n=35
- Slc4a1ap MO: non-treated, n=10; Z-REX, n=6
- Ktn MO: non-treated, n=12; Z-REX, n=15
- c. n=9 for all conditions. Representative blot shown. See Source Data file for additional blots.

Supplementary Fig. 10

N=3 for all conditions. Representative blot shown. See Source Data file for additional blots.

Supplementary Fig. 11

- a, b, c. n=4 (all replicates presented in panel a)
- d. n=4 for all conditions
- e. Non-treated, n=16; n=8 for all other points
- f. n=4 for all conditions
- g. n=4 for all conditions

Supplementary Fig. 12

a–c. n=3 for all conditions (all replicates presented in panel a)

Supplementary Fig. 13

1 day post differentiation: n=4081

3 day post differentiation: n=8355

5 day post differentiation: n=10588

7 day post differentiation: n=11087

10 day post differentiation: n=11892

All the flow cytometry experiments were performed with n=4 independent runs, and representative data are presented. n reflects single cell event counts.

Supplementary Fig. 14

a. n=3 for all conditions. Representative blot shown. See Source Data file for additional blots.

b. shControl (3): n=5232; shControl (6): n=5537; shWdr1 (1): n=6921; shWdr1 (3): n=7949

All the flow cytometry experiments were performed with n=4 independent runs, and representative data are presented. n reflects single cell event counts.

Supplementary Fig. 15

n=4 for all conditions

*Inset:* shCFL1, n=3; shControl, n=2

Supplementary Fig. 16

ATG-MO: an MO targeting the translation start site

Control MO: non-treated, n=31; DMF, n=27; HNE, n=34

Nrf2a-ATG-MO: non-treated, n=39; DMF, n=38; HNE, n=35

Supplementary Fig. 17

ATG-MO: an MO targeting the translation start site; SPL-MO: an MO inhibiting splicing.

a. Control MO: non-treated, n=65; DMF, n=54; HNE, n=69; Wdr1-ATG-MO: non-treated, n=63; DMF, n=67; HNE, n=49; Wdr1-SPL-MO: non-treated, n=33; DMF, n=39; HNE, n=39

b. Representative images from:

Control MO, n=148; Wdr1-ATG-MO, n=101; Wdr1-SPL-MO, n=49

c. Representative images from:

Control MO, n=117; Cfl1-ATG-MO, n=43; Cfl1-SPL-MO, n=34

Supplementary Fig. 19

ATG-MO: an MO targeting the translation start site; SPL-MO: an MO inhibiting splicing.

Representative images from:

Control MO, n=793; Keap1a-ATG-MO, n=153; Keap1a-SPL-MO, n=192; Keap1a-SPL-MO+Keap1b-ATG-MO, n=115

Supplementary Fig. 20

- a. Control MO non-treated, n=33; control MO Z-REX, n=41; Gapdh ATG-MO non-treated, n=19; Gapdh ATG-MO Z-REX, n=29; Gapdh SPL-MO non-treated, n=32; Gapdh SPL-MO Z-REX, n=34.
- b. For HNE: Control MO non-treated, n=37; control MO with HNE treatment, n=43; Gapdh ATG-MO non-treated, n=47; Gapdh ATG-MO with HNE treatment, n=42; Gapdh SPL-MO non-treated, n=47; Gapdh SPL-MO with HNE treatment, n=39. For DMF: Control MO non-treated, n=26; control MO with DMF treatment, n=28; Gapdh ATG-MO non-treated, n=40; Gapdh ATG-MO with DMF treatment, n=35; Gapdh SPL-MO non-treated, n=38; Gapdh SPL-MO with DMF treatment, n=36.
- c. Representative images from:  
Control MO, n=97; Gapdh-ATG-MO, n=79; Gapdh-SPL-MO, n=82.

Supplementary Fig. 21

n=6 for Hypoxia response (Hif1 $\alpha$ )  
n=3 for all others

## Supplementary References

- 1 Long, M. J. C. *et al.* Akt3 is a privileged first responder in isozyme-specific electrophile response. *Nat Chem Biol* **13**, 333-338 (2017).
- 2 Parvez, S. *et al.* T-REX on-demand redox targeting in live cells. *Nat Protoc* **11**, 2328-2356 (2016).
- 3 Lin, H. Y., Haegele, J. A., Disare, M. T., Lin, Q. & Aye, Y. A generalizable platform for interrogating target- and signal-specific consequences of electrophilic modifications in redox-dependent cell signaling. *J Am Chem Soc* **137**, 6232-6244 (2015).
- 4 Tsujita, T. *et al.* Nitro-fatty acids and cyclopentenone prostaglandins share strategies to activate the Keap1-Nrf2 system: a study using green fluorescent protein transgenic zebrafish. *Genes Cells* **16**, 46-57 (2011).
- 5 Martinez, J. A. *et al.* Calpain and caspase processing of caspase-12 contribute to the ER stress-induced cell death pathway in differentiated PC12 cells. *Apoptosis* **15**, 1480-1493 (2010).
- 6 Rao, R. V. *et al.* Coupling endoplasmic reticulum stress to the cell death program. Mechanism of caspase activation. *J Biol Chem* **276**, 33869-33874 (2001).
- 7 Wang, C. & Youle, R. J. The role of mitochondria in apoptosis. *Annu Rev Genet* **43**, 95-118 (2009).
- 8 Stennicke, H. R. *et al.* Pro-caspase-3 is a major physiologic target of caspase-8. *J Biol Chem* **273**, 27084-27090 (1998).
- 9 Cai, J., Yang, J. & Jones, D. P. Mitochondrial control of apoptosis: the role of cytochrome c. *Biochem Biophys Acta* **1366**, 139-149 (1998).
- 10 Xin, M. *et al.* Small-molecule Bax agonists for cancer therapy. *Nat Commun* **5**, 4935 (2014).
- 11 Brown, N. M., Martin, S. M., Maurice, N., Kuwana, T. & Knudson, C. M. Caspase inhibition blocks cell death and results in cell cycle arrest in cytokine-deprived hematopoietic cells. *J Biol Chem* **282**, 2144-2155 (2007).
- 12 Xiong, S., Mu, T., Wang, G. & Jiang, X. Mitochondria-mediated apoptosis in mammals. *Protein Cell* **5**, 737-749 (2014).
- 13 Arnoult, D., Karbowski, M. & Youle, R. J. Caspase inhibition prevents the mitochondrial release of apoptosis-inducing factor. *Cell Death & Differentiation* **10**, 845-849 (2003).
- 14 Fang, X. *et al.* Temporally controlled targeting of 4-hydroxynonenal to specific proteins in living cells. *J Am Chem Soc* **135**, 14496-14499 (2013).
- 15 Parvez, S. *et al.* Substoichiometric hydroxynonenylation of a single protein recapitulates whole-cell-stimulated antioxidant response. *J Am Chem Soc* **137**, 10-13 (2015).
- 16 Long, M. J. *et al.*  $\beta$ -TrCP1 Is a Vacillatory Regulator of Wnt Signaling. *Cell Chem Biol* **24**, 944-957 e947 (2017).
- 17 Long, M. J. C. *et al.* Akt3 is a privileged first responder in isozymespecific electrophile response. *Nat Chem Biol* **13**, 333-338 (2017).
- 18 Surya, S. L. *et al.* Cardiovascular Small Heat Shock Protein HSPB7 Is a Kinetically Privileged Reactive Electrophilic Species (RES) Sensor. *ACS Chem Biol* **13**, 1824-1831 (2018).
- 19 Zhao, Y., Long, M. J. C., Wang, Y., Zhang, S. & Aye, Y. Ube2V2 is a Rosetta Stone bridging redox and ubiquitin codes, coordinating DDR responses. *ACS Cent Sci* **4**, 246-259 (2018).
- 20 Poganik, J. R., Long, M. J. C. & Aye, Y. Interrogating Precision Electrophile Signaling. *Trends Biochem Sci* **44**, 380-381 (2019).
- 21 Kresoja-Rakic, J. *et al.* Identification of cis- and trans-acting elements regulating calretinin expression in mesothelioma cells. *Oncotarget* **7**, 21272-21286 (2016).

# Supplementary material for: Wdr1 and cofilin are necessary mediators of immune-cell-specific apoptosis triggered by Tecfidera
**Source:** Nat Commun. 2021 Sep 30;12:5736. doi: 10.1038/s41467-021-25466-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** Raw counts, processed fragments per kilobase of transcript per million mapped reads (FPKM) values, and Cuffdiff pairwise comparison test results from RNA-seq of Tg(lyz:TagRFP) embryos. Note that “NOTEST” indicates that the Cuffdiff algorithm did not run a statistical test for differential expression, typically due to no detection of the gene in one or both conditions being compared. Within Supplementary Data 1, color-coding of SDE genes corresponds to the colors used in Figure 1 and Supplementary Table 1.

**File Name:** Supplementary Data 2

**Description:** SILAC proteomics data for hydroxynonenylation-specific Keap1-interactome changes in HEK293T cells. Within Supplementary Data 2, color-coding of proteins corresponds to the colors used in Supplementary Table 2.

# Supplementary material for: Wdr1 and cofilin are necessary mediators of immune-cell-specific apoptosis triggered by Tecfidera
**Source:** Nat Commun. 2021 Sep 30;12:5736. doi: 10.1038/s41467-021-25466-x
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

How the deposited data were processed for this re-analysis (not part of the article)

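The data are 3 RNA-seq libraries of zebrafish embryos, 1 per condition: non-treated, Z-REX with HNE and Z-REX with HDE. With 1 library per condition, no replicate check, batch check or replicate test was possible. The authors trimmed the reads with cutadapt 1.8, mapped them with tophat 2.1 to GRCz10 and made FPKM values with Cufflinks 2.2. The deposited values are expected counts: after this trimming and mapping, the authors counted reads per gene, dividing some reads between genes, and deposited them without scaling between libraries. The trimming and mapping are given in the paper's methods, whereas the division and the missing scaling were read from the values, since the methods do not describe the counting. Between 700 and 720 genes per library have fractional values, and all values were rounded to whole numbers. The library totals lie between 15084294 and 17996111 counts. Genome positions are not reported here, because the build of the files and that of the annotation at hand differ. Gene names are those of the files.

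Counts were normalized with the TMM method of edgeR 4.0.16 in R 4.3.3. Of 31950 genes, the 18563 with a mean of at least 10 counts over the 3 libraries were tested in 3 comparisons: HNE against non-treated, HDE against non-treated and HNE against HDE. Each gene's reads in a pair of libraries were compared by an exact two-sided conditional binomial test with TMM effective library sizes (scipy 1.17.1), with Benjamini-Hochberg adjustment. Genes were counted as differing at an adjusted p under 0.05 and a change of at least 1.5-fold. The test compares libraries, not conditions. Fold changes have exact 95% Clopper-Pearson intervals for counting error only, and a fold against 3 counts or fewer is a lower bound computed against 3.

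Gene lists were summarized by their median log2 ratio and its percentile among 10000 random lists of the same size matched on mean expression. Each member of a random list was drawn from the 100 genes closest in expression. The members of a list are not independent, so no p-value is given for lists. The lists written before the data were examined are the immune genes of Supplementary Table 1, other Nrf2 targets, other neutrophil, macrophage and shared leukocyte genes, and erythroid, endothelial, light-responsive, heat-shock and lens crystallin genes. The results of some further lists are not reported here. Lists of hypoxia-inducible, aryl hydrocarbon receptor, fast muscle and liver genes were added after some results were seen, but before the values of their own members were.

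The genes named are the 10 of Supplementary Table 1, the genes of the paper's Keap1, Nrf2, Wdr1 and apoptosis pathways, the 5 largest rises and the 5 largest falls of each comparison among genes past the threshold with at least 50 counts in the higher library, and the 3 most abundant members of a list. Genes named outside this rule were chosen after their values were seen: *ankrd37*, *p4ha1b*, *nppa*, *nppb*, *cryaa*, *hmox1a*, *gclm* and *nqo1*. The ranking restricted to whole counts was also chosen after its values were seen.

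For genes with near-zero counts in 1 library, a search looked for the gene, or genes of the same name, whose fractional counts complete theirs to whole numbers in all 3 libraries. The search was rewritten once after its first output. A looser tolerance had paired *mafbb* with another gene, and the tolerance now follows from the digits of the deposited values.

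The procedure was tested on simulated data. With counting noise alone, the binomial test called 172 of 195 changed genes and 1 unchanged gene, and 95.4% of the intervals held the true fold. With a biological coefficient of variation of 0.2 between libraries it called 2924 unchanged genes, and 54.1% of the intervals held the true fold. edgeR's exact test set to that variation called 101 of 196 changed genes and 2 unchanged genes. The simulated changes were at first 2-fold only, a size that this test missed, and larger ones were then added. Of 20 unchanged lists, 17 lay within the central 90% of random lists and 3 above it, and 20 of 20 raised lists lay above it.

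The alternatives tried were DESeq2 1.42.0 size factors, total counts with and without the 20 most abundant genes, no filter or a mean of at least 50 counts, edgeR's exact test with a biological coefficient of variation of 0.1, 0.2 or 0.4 or with one estimated from the 3 libraries taken as one group, a 2-fold or no fold threshold, FPKM values with a pseudocount of 0.1 or 1, a pseudocount of 1 on the counts, and random lists also matched on gene length, which was chosen after seeing the data. Figures were drawn with matplotlib 3.10.9. The paper's qRT-PCR, imaging, proteomics, cell and mouse experiments were not analysed here. No overlap test was run on Supplementary Data 1, of which a shortened copy was used.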

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

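The tests for light exposure on the immune genes, for 1 scale factor of a whole library, and for embryo age and blood loss between HNE and HDE were chosen only after the result was seen. The lists were compared because the paper's text does not discuss the transcripts of these genes. Their values and tests are part of Supplementary Data 1. Each list below had a median outside the central 90% of random lists in at least 1 comparison. The tests of 1 scale factor for a whole library use this same distance from random lists. They restate it and add no separate evidence. With 1 library per condition, a difference between batches of embryos cannot be separated from the treatment by any value given here.

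Leukocyte genes outside Supplementary Table 1 were lower after HNE Z-REX, with median log2 ratios of -0.87 for macrophage genes and -0.70 for shared leukocyte genes. The most abundant members changed less or differently: *hcls1*, *arpc1b* and *rac2*, shared by leukocytes, had log2 ratios of -0.13, -0.28 and -0.074, and the macrophage gene *slc7a7* rose 1.50-fold, while *mfap4*, with divided reads, and *havcr1* fell by 1.51 and 1.52 on the log2 scale. With the filter on low counts, the other neutrophil genes were an exception against the non-treated library, with a median of -0.048 after HNE and 0.26 after HDE. Of their 3 most abundant members, *npsn* fell by 0.84 on the log2 scale after HNE, while *lect2l* and *nccrp1* did not fall. Whether the members of this list are expressed only in neutrophils of a whole embryo was not tested. Its median therefore need not follow the number of neutrophils. Selection of the lowest genes among many as the whole explanation is argued against by the shared leukocyte genes, whose percentile among random lists was 0, although the test set in advance asked for a fall in all 3 lists and the neutrophil list did not fall. The 4 normalizations set in advance moved the HNE ratios too little to test scaling. That 1 scale factor for a whole library made the pattern is argued against by the shared leukocyte median, which lay -0.72 from the median of its random lists, since such a factor moves both alike. Gene length bias is argued against in the same way, since the shared leukocyte genes stayed at percentile 0 of random lists matched also on gene length. Light-responsive genes had medians of 0.90 after HNE and 0.71 after HDE, so the HDE library showed most of the light response, while the immune genes of Supplementary Table 1 had a median of -0.18 after HDE against -1.04 after HNE. Light exposure as the whole explanation, with a fall in proportion to the light response, is argued against by the shared leukocyte genes, whose median between HNE and HDE was -0.69, with 16 of 17 lower, where the light-responsive genes differed by 0.19. An effect of light out of proportion to the response of these genes was not tested with these libraries. In the paper's imaging experiments, neutrophil counts fell after HNE Z-REX and not in the technical controls, which included light alone. Those counts argue against light alone as the cause of the neutrophil loss.

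Erythroid genes were lower in both Z-REX libraries, with medians of -0.52 after HNE and -0.46 after HDE. *hbae3* fell by 0.55 on the log2 scale after HNE, and the reads of *hbbe1.1* are divided among similar genes. Members other than globin genes were uneven after HNE. *rhag*, *alas2*, *sptb* and *gata1a* had log2 ratios of 0.081, -0.033, -0.096 and -0.11, whereas *epb41b* and *slc4a1a* had -0.52 and -0.39. Loss of all blood cells could underlie part of the lower immune-gene counts after HNE, but the erythroid median of -0.52 lay between no change and the fall of the macrophage genes, which neither outcome set in advance covers. This explanation cannot be told apart from a change in leukocytes alone against the non-treated library. Between HNE and HDE the erythroid median was -0.058, whereas the leukocyte medians were far lower, which argues against loss of all blood cells there. Endothelial genes had a median of -0.15 after HNE, with *kdrl* at -0.27, *fli1a* at -0.15 and *cdh5* at -0.12. In the FPKM values *fli1a* was higher after HNE, with a ratio of 1.04.

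Lens crystallin genes were lower in both Z-REX libraries, with medians of -0.82 after HNE and -0.27 after HDE, and 36 of 37 genes were lower after HNE. The most abundant, *crybb1*, *crybb1l1* and *crybb1l2*, fell by 0.41, 0.57 and 0.38 on the log2 scale after HNE. Some crystallin genes are close paralogs and could share reads. Gene length bias is argued against by a percentile of 0 among random lists matched also on gene length, and 1 scale factor for a whole library by a median that lay -0.82 from that of its random lists. Crystallin genes rise as embryos age, so younger embryos in the HNE library may explain both these genes and the lower immune-gene counts: the lens list lay at percentile 0 against the non-treated library, the outcome set in advance for this explanation. Liver genes, taken to rise with age as well, lay at percentile 55.5 after HNE, while fast muscle genes had a median of -0.16, below nearly all random lists. The liver genes *fabp10a*, *ttr* and *ahsg2* had at most 2 counts in any library. Whether the liver list follows age at this stage was not tested, so it is weak evidence either way. The lens, liver and muscle lists point different ways, and younger embryos cannot be told apart from another cause of the lens result. Between HNE and HDE these lists parted too: the liver genes had a median of 0.29, higher after HNE, and the lens genes one of -0.54, lower after HNE. Embryos of the HNE library younger than those of the HDE library therefore cannot be told apart from another cause of the lower immune-gene counts after HNE than after HDE. A direct effect of HNE on these tissues stays open, untested.

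Light-responsive genes were higher in both Z-REX libraries, with medians of 0.90 after HNE and 0.71 after HDE. *per2* rose 6.28-fold after HNE and 4.20-fold after HDE, and *tefa* rose 2.12-fold and 1.64-fold. *bhlhe40*, the most abundant member, rose 1.08-fold and 1.33-fold, and its ratio of HNE to HDE was 0.815, opposite to the list. Light exposure given only to the Z-REX embryos is consistent with these genes, which lay at percentile 100 of random lists after HDE. The outcome set in advance also asked for no difference between HNE and HDE, and that part was not met, since the list lay at percentile 99.83 there, with 10 of 15 genes higher after HNE. Whether unequal light, the electrophile or a batch made that difference was not tested. In the paper's imaging and qRT-PCR experiments, non-treated embryos are a group apart from those given light alone, and Supplementary Fig. 1a draws the control without treatment with neither probe nor light. For the RNA-seq embryos the paper's text does not say more.

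Other Nrf2 targets had a median of 0.17 after HNE. The most abundant, *txnrd1*, *fth1a* and *TALDO1*, had log2 ratios of 0.18, -0.017 and -0.053. After HDE, 8 genes were higher and 8 lower. No explanation of this result was tested.

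Heat-shock genes were lower after HDE, with a median of -1.26, and changed less after HNE, with -0.17. *hsp90aa1.2*, with divided reads, fell by 1.52 on the log2 scale after HDE, *hspa4a* fell by 0.96 and *dnajb1b* fell by 0.57. That 1 scale factor for a whole library made this pattern is argued against by a median that lay -1.24 from that of its random lists. A difference in temperature or handling between the libraries was not tested.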

How the results depend on the processing

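No alternative here was chosen only after the result was seen, apart from matching random lists on gene length. No paired analysis was possible because each condition has 1 library and nothing pairs the embryos. The alternatives were otherwise chosen before the data were examined.

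The number of genes differing depends most on the spread assumed between libraries of one condition. With edgeR's exact test and a biological coefficient of variation of 0.1, 0.2 and 0.4, the counts changed as follows. For genes differing, HNE Z-REX against non-treated, 624 became 149, 34 and 4. For genes differing, HDE Z-REX against non-treated, 791 became 131, 16 and 2. For genes differing, HNE Z-REX against HDE Z-REX, 651 became 106, 19 and 2. With the dispersion estimated from all 3 libraries taken as one group, the number was 0 in each comparison. That fit used a dispersion per gene and counts the differences between conditions as noise, so a gene that differs between conditions raises its own dispersion. Its common biological coefficient of variation was 0.108. With a 2-fold threshold the numbers were 268, 282 and 248, and with no fold threshold 2729, 3917 and 3093, as their construction gives. Other normalizations and filters left these numbers within 1.5 times. The share of genes higher after HDE than without treatment was 65.1% with TMM and 78.6% with total counts, and the share higher after HNE than after HDE was 34.4% and 22.9%.

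The correlation of the HNE and HDE log2 ratios across genes was 0.551 with no filter and 0.524 with FPKM values and a pseudocount of 0.1. The cause was not tested. The medians of the immune genes of Supplementary Table 1 kept their direction under each alternative run. Of the 39 medians of the other lists, 7 moved with total counts, 7 with total counts without the 20 most abundant genes, 4 with FPKM values and a pseudocount of 1, 3 with a mean of at least 50 counts and 1 with FPKM values and a pseudocount of 0.1, each in the same direction as before. With a mean of at least 50 counts, only *mfap4*, with divided reads, and *slc7a7* were left of the other macrophage genes. They moved in opposite directions after HNE, with log2 ratios of -1.51 and 0.58. Their median was -0.46 after HNE, below 95% of random lists, and -0.32 between HNE and HDE, within the central 90%. These medians therefore say little about the list, whose fall rests mainly on genes with low counts. With no filter, no median was counted as moved. Even so, the other neutrophil genes then had a median of -0.31 after HNE, below 95% of random lists, where it was -0.048 with the filter. Their lack of a fall therefore depends on the filter. With FPKM values and a pseudocount of 1, the shared leukocyte genes had a median of -0.27 after HNE.

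*atp2a1* after HDE, at -0.013 with TMM, reversed to 0.052 with total counts, 0.045 with total counts without the 20 most abundant genes and 0.22 with FPKM values at either pseudocount. The cause was not tested. Over all alternatives, 728 values of named genes were weaker, 11 stronger and 80 moved, and 2137 were the same. The low counts of *mpeg1.1*, 21 after HNE, limit its fold change to an interval of 0.138 to 0.378.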

Differences from the paper's values

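No test here was chosen only after the result was seen. No fold change of Supplementary Table 1 differed from the count ratio by more than 1.5 times.

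By the paper's q values in Supplementary Table 1, *abcb6a*, *cbr1l* and *ctsc* did not change significantly after HDE, with q of 0.072, 0.416 and 0.998 as the paper's values. Here the exact binomial test gave adjusted p of 4.6e-08, 3.3e-13 and 0.027, with fold changes of 2.49, 1.44 and 1.12. With a biological coefficient of variation of 0.1 in edgeR's exact test, *abcb6a* passed an adjusted p of 0.05 after HDE, and *cbr1l* and *ctsc* did not. At that setting, *gstp1* after HDE and *cbr1l* and *ctsc* after HNE, which the paper lists as significant with q of 0.038, 0.047 and 0.038, did not pass either. With 0.2, 0.4 or the estimated dispersion, none of the 10 genes of the table passed after HNE or HDE, including those that the paper lists as significant.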

Other observations

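The tests on divided reads and their split by gene were chosen only after the result was seen. The lists of hypoxia-inducible and aryl hydrocarbon receptor genes were written before their values were seen, but after *egln3*, *ankrd37*, *p4ha1b* and *cyp1a* had drawn attention.

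*egln3*, *ankrd37* and *p4ha1b* were higher after HDE than after HNE, with log2 ratios of HNE to HDE of -2.97, -2.26 and -2.09. Lower oxygen around the HDE embryos is a candidate explanation: other hypoxia-inducible genes had a median of -0.28 between HNE and HDE, at percentile 0 of random lists, with 23 of 27 genes higher after HDE. Their median was 0.30 after HDE and -0.086 after HNE against the non-treated library. The most abundant members, *eno1a*, *ldha* and *hif1al*, each differed by less than 1.5-fold between HNE and HDE. A direct effect of either electrophile stays open, untested.

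*cyp1a* rose 6.66-fold after HNE and 7.06-fold after HDE. Activation of the aryl hydrocarbon receptor may be involved, but other targets of the receptor lay at percentile 96.56 after HDE and 49.4 after HNE. Their medians were 0.25 and 0.0051, and between HNE and HDE -0.33. The most abundant, *tiparp*, *cyp1d1* and *cyp1b1*, had log2 ratios of 0.45, -0.063 and 0.013 after HDE. The outcomes split, so activation of the receptor cannot be told apart from a change of *cyp1a* alone.

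Near-zero counts of some genes in a Z-REX library could come from reads divided between overlapping genes. Summed with the genes that complete their fractional counts, *foxd3*, *mafbb* and *cpn1* differed between libraries by at most 1.07-fold, 1.18-fold and 1.11-fold. For *shroom3* the sums were 191 counts in the non-treated library, 133 after HNE and 179 after HDE. The largest difference, 1.52-fold, was between HNE and HDE. After HDE the sum was close to that of the non-treated library, so divided reads could account for that fall. After HNE the sum stayed lower, so divided reads do not account for the whole fall there.

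Fast muscle genes had medians of -0.16 after HNE and -0.24 after HDE (*atp2a1*, *ckmb* and *myhz1.1* are the most abundant), and liver genes 0.0065 and -0.29 (*apobb.1*, *apoa2* and *tfa*). Between HNE and HDE, the heat-shock genes had a median of 0.84, the light-responsive genes 0.19 and the endothelial genes -0.17. *nppa* and *nppb*, chosen after their values were seen, had log2 ratios of -1.53 and -2.20 after HNE, and *cryaa*, chosen in the same way, -1.99. After HDE the log2 ratios were -0.015 for *nppa*, 0.50 for *nppb* and -0.57 for *cryaa*. The Nrf2 targets *hmox1a*, *gclm* and *nqo1*, also chosen after their values were seen, had log2 ratios of 0.17, 0.12 and 0.31 after HNE and -0.38, -0.34 and 0.14 after HDE. *WDR1* had 1028 counts after HNE and 1056 without treatment, and *cfl1* had log2 ratios of -0.079 after HNE and -0.11 after HDE. Its paralog *cfl1l* had -0.24 and -0.10. *casp3b* rose 1.25-fold after HNE and 1.36-fold after HDE, whereas *casp3a* had log2 ratios of -0.12 and -0.15. Those of *baxa* (ENSDARG00000020623) were -0.043 and -0.011, and those of *baxb* were -0.42 and -0.43.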
